# The essential roles of FXR in diet and age influenced metabolic changes and liver disease development: a multi-omics study

**DOI:** 10.1186/s40364-023-00458-9

**Published:** 2023-02-18

**Authors:** Guiyan Yang, Prasant K. Jena, Ying Hu, Lili Sheng, Shin-Yu Chen, Carolyn M. Slupsky, Ryan Davis, Clifford G. Tepper, Yu-Jui Yvonne Wan

**Keywords:** Liver, Metabolic disease, Nonalcoholic fatty liver disease, Nonalcoholic steatohepatitis, Hepatocellular carcinoma, Bile acid, Bile acid receptor, Gut microbiota

## Abstract

**Background:**

Aging and diet are risks for metabolic diseases. Bile acid receptor farnesoid X receptor (FXR) knockout (KO) mice develop metabolic liver diseases that progress into cancer as they age, which is accelerated by Western diet (WD) intake. The current study uncovers the molecular signatures for diet and age-linked metabolic liver disease development in an FXR-dependent manner.

**Methods:**

Wild-type (WT) and FXR KO male mice, either on a healthy control diet (CD) or a WD, were euthanized at the ages of 5, 10, or 15 months. Hepatic transcriptomics, liver, serum, and urine metabolomics as well as microbiota were profiled.

**Results:**

WD intake facilitated hepatic aging in WT mice. In an FXR-dependent manner, increased inflammation and reduced oxidative phosphorylation were the primary pathways affected by WD and aging. FXR has a role in modulating inflammation and B cell-mediated humoral immunity which was enhanced by aging. Moreover, FXR dictated neuron differentiation, muscle contraction, and cytoskeleton organization in addition to metabolism. There were 654 transcripts commonly altered by diets, ages, and FXR KO, and 76 of them were differentially expressed in human hepatocellular carcinoma (HCC) and healthy livers. Urine metabolites differentiated dietary effects in both genotypes, and serum metabolites clearly separated ages irrespective of diets. Aging and FXR KO commonly affected amino acid metabolism and TCA cycle. Moreover, FXR is essential for colonization of age-related gut microbes. Integrated analyses uncovered metabolites and bacteria linked with hepatic transcripts affected by WD intake, aging, and FXR KO as well as related to HCC patient survival.

**Conclusion:**

FXR is a target to prevent diet or age-associated metabolic disease. The uncovered metabolites and microbes can be diagnostic markers for metabolic disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40364-023-00458-9.

## Background

Diet and aging are major risk factors for metabolic diseases including non-alcoholic steatohepatitis (NASH), which leads to the development of hepatocellular carcinoma (HCC) [1, 2]. Currently, there is no drug that can be used to treat NASH, and the outcome of HCC treatment remains unsatisfactory. Early detection and identification of treatment targets are essential to moving the field forward.

With the use of fecal transplantation, antibiotic treatment, probiotic and prebiotic interventions, as well as dietary supplementation, it is now clear that gut microbes and their metabolites contribute to metabolic disease development [3–6]. One of the established mechanisms includes that diet-associated dysbiosis accompanied by dysregulated bile acid (BA) synthesis leading to IL17A production and systemic inflammation [7–9]. Thus, diet- and aging-associated gut microbes and metabolites can be biomarkers for metabolic liver disease development.

BAs are synthesized from hepatic metabolism of dietary cholesterol and are further metabolized by bacterial enzymes to generate secondary BAs in the intestine [10]. The beneficial or toxic effects of BAs depend on their composition and concentration. The metabolic, detoxification, and immune functions of BAs are mediated through their receptors, among which FXR (farnesoid X receptor) and GPBAR1 (G protein-coupled bile acid receptor 1) have been studied extensively [10]. Because FXR regulates BA homeostasis, its knockout (KO) in mice causes BA synthesis dysregulation and leads to the development of non-alcoholic fatty liver (5 months old), which progresses into NASH (10 months old) and HCC (15 months old) even when FXR KO mice consume a healthy diet [11, 12].

Patients who have liver cirrhosis or HCC have reduced FXR [13]. Our previous study has reported that Western diet (WD) intake facilitates the tumorigenesis of FXR KO mice in a sex-dependent manner [5, 14]. Moreover, WD-induced systemic inflammation is accompanied by BA receptor deactivation [7, 14]. In contrast, probiotics-prevented hepatic inflammation is associated with the restoration of BA receptor-regulated signaling [6]. These findings revealed the significance of dysregulated BA, which is noted in FXR KO mice, in contributing to metabolic liver disease development.

The current study used multi-omics approaches to uncover the impact of diet, age, and FXR functional status on gut microbiota, metabolites (liver, urine, serum), and hepatic phenotypes based on transcriptomic pathways. Our novel data revealed the essential roles of FXR in combating diet and age-associated metabolic liver disease development. Additionally, the data revealed the molecular signatures within the gut-liver axis implicated in the development of non-alcoholic fatty liver disease (NAFLD) and HCC.

## Methods

### Specimens and animals

The specimens used were derived from mice with established phenotypes [4, 5, 14, 15]. Wild-type (WT) and FXR KO [16] male mice were specific pathogen-free with the genetic background of C57BL/6 N. Mice were fed either a healthy control diet (CD, TD.140415; 5.2% fat, 12% sucrose, and 0.01% cholesterol, w/w) or a Western diet (WD, TD.140414; 21.2% fat, 34% sucrose, and 0.2% cholesterol, w/w) (Harlan Teklad, Madison, WI) since weaning (3 weeks) and euthanized at the age of 5, 10, and 15 months. Diet and water were provided ad libitum. Experiments were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals under protocols approved by the Institutional Animal Care and Use Committee of the University of California, Davis (Sacramento, CA).

### Untargeted metabolomic study

Hepatic metabolites (*n* = 6/group) were analyzed by gas chromatography–time-of-flight mass spectrometry (GC-TOF-MS) at the West Coast Metabolomics Center (University of California, Davis). All database entries in BinBase were filtered and matched against a Mass Spectral Library of 1200 authentic metabolites spectra with retention index and mass spectrum information or against the National Institution of Standards and Technology library.

### Quantification of serum and urine metabolites

Serum and urine metabolites (*n* = 6/group) were quantified by NMR using published methods (9). Briefly, samples were filtered by Amicon Ultra-0.5 mL centrifugal filter. Avance 600 MHz NMR spectrometer (Bruker, Billerica, MA) equipped with a SampleJet was used for NMR data acquisition. The concentrations of serum and urine metabolites were normalized by log transformation [15].

### Quantification of hepatic bile acids

Hepatic bile acids (*n* = 6/group) were quantified using a Prominence™ UFLC system (Shimadzu, Kyoto, Japan) coupled to an API 4000 QTRAP mass spectrometer (Sciex, Redwood City, CA) operated in the negative ionization mode, as previously described [14].

### RNA sequencing and data processing

Hepatic RNA was extracted (*n* = 4) using TRIzol reagent (Invitrogen, Carlsbad, CA). The liver specimens used were from the same cohort of mice used in previous publications [4, 5, 14, 15]. RNA sequencing was performed by Novogene Co., LTD (Sacramento, CA). Raw sequence reads (FASTQ) data were mapped to the reference mouse transcriptome index (GRCm39/mm39, GENCODE release M27) and quantified with Salmon (version 1.4.0) pseudoaligner [17]. Gene-level counts were imported with *tximport* [18] and differential expression analysis was performed with DESeq2 (version 1.18) using the lfcShrink function [19] in R 4.03.

### Human databases

RNA sequencing data (normalized RSEM values) for 371 liver hepatocellular carcinoma and 50 normal control samples were sourced from The Cancer Genome Atlas (TCGA) database.

### Bioinformatics

Principal component analysis (PCA), statistical analysis, and quantitative enrichment analysis for metabolites were conducted with MetaboAnalyst 5.0 (https://www.metaboanalyst.ca). PCA of transcriptomic data was performed using R 4.2.0. Normalized read counts were used for Gene Set Enrichment Analysis (GSEA) [20]. Pathway analyses of the differentially expressed genes (DEGs) were performed using Metascape (http://metascape.org). The overall survival rate was assessed using OncoLnc (http://www.oncolnc.org/).

### Statistics

Metabolite levels were statistically significant if the uncorrected *p* value < 0.05 and the false discovery rate (FDR) corrected *p* value < 0.1. Genes with FDR corrected *p*-value < 0.05 and absolute fold change ≥2 were considered as differentially expressed. Spearman’s correlation was used to assess the relationship between hepatic features (transcripts and metabolites) and non-hepatic features (serum and urine metabolites as well as gut microbiota at the genus level), and a significant correlation was defined when the Hochberg-adjusted *p* value < 0.05. Data are expressed as the mean ± SD. *p < 0.05 was considered significantly different.

## Results

### Hepatic phenotypes

Hepatic phenotypes have been reported [3–5, 14], and the findings are summarized as follows. WD consumption induced steatosis in WT and FXR KO mice of all ages in a time-dependent manner. Healthy CD-fed 5-month-old FXR KO mice developed steatosis which increased in severity with age [14]. WD intake exacerbated the pathology in FXR KO mice, resulting in the development of NASH at 10 months of age [5], and liver tumors at 15 months of age [4]. In comparison with healthy CD-fed WT mice, serum cholesterol and triglyceride concentrations were substantially increased in WD-fed FXR KO mice as early as 5 months of age (Fig. S1).

### WD-altered hepatic transcripts and pathways were largely dependent on FXR function

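The liver transcriptomes compared here came from 48 male mice, with 4 livers in each of the 12 groups formed by genotype, diet and age. The counts deposited by the authors were used as given. Libraries held 17815522 to 29495373 counts, and in each library the 10 most abundant genes took 15.1% to 24.8% of them. For each comparison only the 8 livers compared entered the fit. Genes with at least 10 counts in at least 4 livers were kept, library sizes were scaled by TMM, and the two-sided edgeR quasi-likelihood test was used. A gene was called differentially expressed (DEG) at an adjusted p under 0.05 and a change of at least 2-fold, the thresholds of the study. The gene that encodes FXR, Nr1h4 (ENSMUSG00000047638.16, chromosome 10, 89289742 to 89369497), was examined first. On CD it averaged 113 ± 14.6, 124 ± 20.3 and 107 ± 7.30 CPM (mean ± SD, n = 4) in WT livers at 5, 10 and 15 months, and 61.5 ± 1.65, 48.8 ± 1.72 and 61.1 ± 10.8 in FXR KO livers. On WD the WT means were 89.9 ± 14.8, 71.1 ± 5.76 and 80.4 ± 10.2, and the FXR KO means 47.6 ± 1.48, 45.1 ± 7.76 and 50.3 ± 4.47. The FXR KO livers kept 39.2% to 63.1% of the WT level. In all 6 pairings every FXR KO liver lay below every WT liver (two-sided exact p 0.0286 each, the smallest possible with 4 against 4 livers), so no library went against its genotype label.

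**Figure D1:**
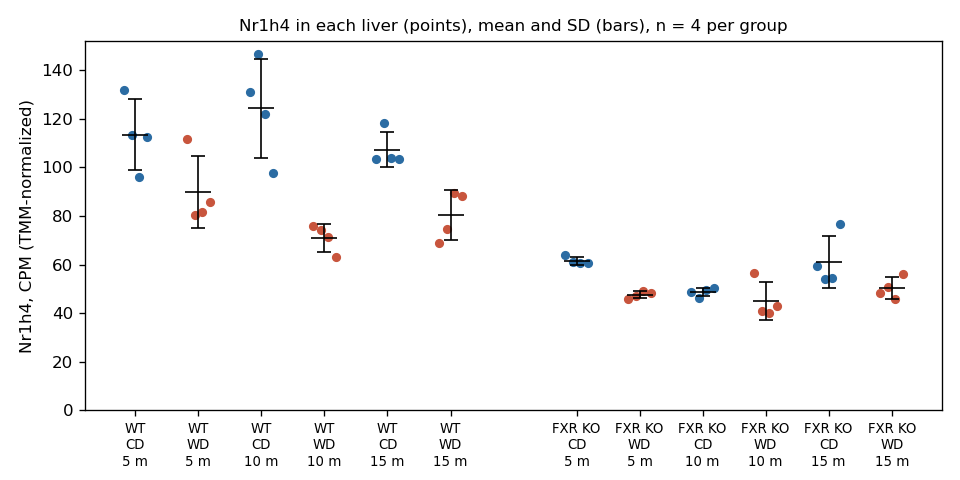
Nr1h4 expression (CPM, TMM-scaled) in the 12 groups of livers; points are single livers, bars the mean and SD (n = 4). The largest loss was on CD at 10 months, to 39.2% of WT.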

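Separation by diet was measured on the first 2 principal components (PC1 and PC2) of the 500 most variable genes, as the mean silhouette width of the diet labels, with labels permuted within age (1e+05 relabelings, one-sided). In the 24 WT livers PC1 and PC2 took 41.8% and 9.43% of the variance and the silhouette width was 0.256 (p 1e-05, the smallest possible). In the 24 FXR KO livers they took 29.6% and 18.2%, and the width was 0.138 (p 0.0047). The diet labels therefore carried signal in both genotypes, with a larger width in WT. The permutation does not ask whether the diets form separate clusters, and the difference in width was not tested. The WT value fell by the largest amount without the 15-month CD replicate 2, to 0.138, which is the FXR KO value. Among the ways of preparing the counts, the use of all filtered genes moved it most, to 0.155. Without any single FXR KO liver the FXR KO width stayed between 0.105 and 0.187.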

Principal component analysis (PCA) of hepatic transcriptomes showed that CD- and WD-fed mice formed two clusters in WT mice but not in FXR KO mice (Fig. 1A). In addition, the number of differentially expressed genes (DEGs) based on diets was much smaller in FXR KO mice (486) than in WT mice (2250) (Fig. 1B). 

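With each age tested alone, WD changed 218, 1498 and 842 genes at 5, 10 and 15 months in WT livers and 26, 0 and 8 in FXR KO livers, or 2113 and 33 over the 3 ages (8 to 89 in FXR KO with 1 liver left out). Of the WT DEGs, 83, 806 and 662 rose. At unadjusted p under 0.05 the WT counts were 1938, 7060 and 4338, against 2580, 2099 and 2825 in FXR KO livers, so the genotypes lay closer before adjustment. Leaving out 1 FXR KO liver at a time gave 0 to 23 DEGs at 5 months (0 without CD replicate 1), 0 to 59 at 10 months (59 without CD replicate C3) and 0 to 61 at 15 months (61 without CD replicate 3). In WT livers the counts ran from 140 without the WD replicate 4 at 5 months to 2732 without the CD replicate 19 at 10 months, and at 15 months from 601 to 989. The 8 alternatives set beforehand gave an FXR KO total of 27 to 644 genes, the 644 with DESeq2 without fold-change shrinkage. Of those chosen after the data were seen, the same test with all 12 groups in one fit gave 752. GC percent as a covariate moved the WT total most, to 411.

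**Figure D2:**
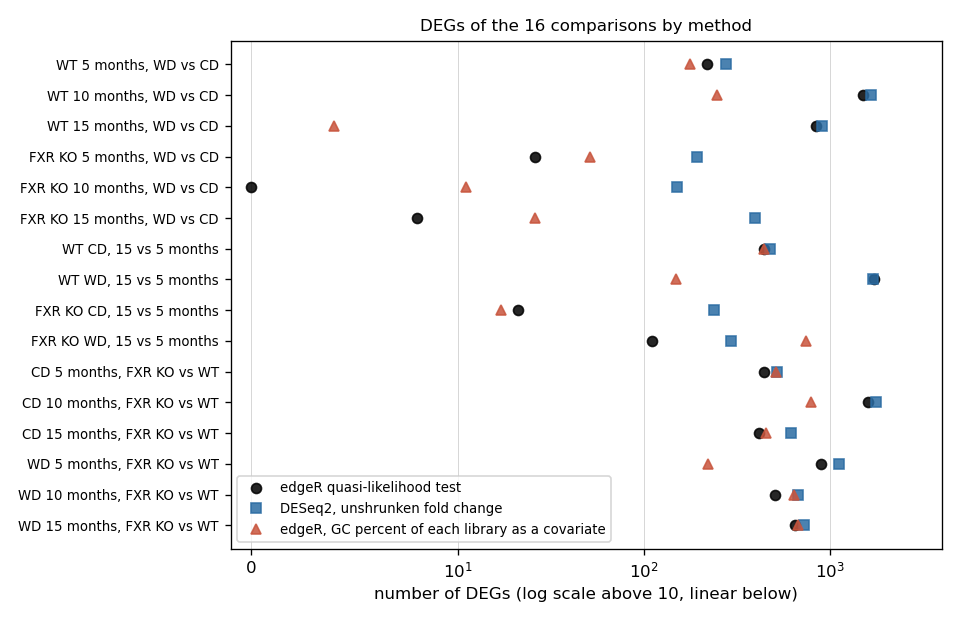
Number of DEGs (x axis, logarithmic above 10 and linear below) in each of the 16 comparisons under the main test and the alternatives. In FXR KO livers the diet counts run from 0 to 396.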

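Whether WD acted differently in the 2 genotypes was tested as the difference between the diet effects at each age. This gave 9 genes at 5 months, 2029 at 10 months and 1 at 15 months (1578, 6017 and 1689 at unadjusted p under 0.05). The gene at 15 months was Gm32468 (4.60, SE 0.64, edgeR adjusted p 0.033); the genes at 5 months included Sqle (3.41, SE 0.47, edgeR adjusted p 0.0084) and Zfp608 (2.76, SE 0.27, edgeR adjusted p 0.000263). These genes were picked after their values were seen. Leaving out 1 liver at a time gave 3 to 17, 1472 to 3116 and 0 to 66 genes, the 3116 without WT CD replicate 19. The 10-month samples carry an imbalance. All 4 WT CD livers have plain-number replicate names, all WT WD and FXR KO CD livers have names with a letter, and FXR KO WD has 2 of each. Within FXR KO WD, the difference between plain-number and lettered livers correlated with that between CD and WD in WT. The Spearman coefficient was 0.616 over 16250 genes, which are not independent replicates. Over 27 splits of the livers of other groups into pairs it was at most 0.441 in size. Splits within WT at 10 months, whose livers enter the difference between CD and WD, are not among the 27. Those of the CD livers gave 0.562, 0.566 and -0.578, and those of the WD livers -0.153, 0.0457 and -0.128. With naming style as a term in a fit of the 4 10-month groups, chosen after the data were seen, 1 gene was a DEG for WT diet at 10 months and 0 for the difference between genotypes.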

There were 36 transcripts consistently altered by WD in WT mice irrespective of their ages, but only 6 (*Scd3*, *Cidec*, *Csad*, *Cyp39a1*, *Dntt*, and *9130409I23Rik*) were found in FXR KO mice (Fig. S2). Those 36 transcripts might represent the hallmarks of WD intake. 

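Called at all 3 ages in 1 direction were 40 genes in WT livers and 0 in FXR KO livers. The WT count was 28 to 56 with 1 liver left out and 0 with library GC percent as a covariate. The FXR KO count was 0 to 1 with 1 liver left out, and 8 with unshrunken DESeq2. The study's 6 genes for FXR KO were then examined singly. Cidec (ENSMUSG00000030278.12, chromosome 6, 113400691 to 113412721) changed by 3.45, 2.18 and 1.75 (log2, 5, 10 and 15 months), and averaged 22.3 ± 14.8 CPM on CD and 74.8 ± 10.3 on WD at 15 months (n = 4 each). 9130409I23Rik (ENSMUSG00000038768.9, chromosome 1, 180878798 to 180888325) changed by 1.93, 1.25 and 1.28, and Csad (ENSMUSG00000023044.3, chromosome 15, 102085432 to 102113498) by 1.67, 1.30 and 1.76. Cyp39a1 (ENSMUSG00000023963.11, chromosome 17, 43978281 to 44062322) fell by 1.37, 1.31 and 1.73, from 15.8 ± 7.75 to 6.43 ± 1.36 CPM at 10 months, and Dntt (ENSMUSG00000025014.14, chromosome 19, 41017714 to 41047964) fell by 1.64, 1.42 and 1.59. Scd3 (ENSMUSG00000025202.9, chromosome 19, 44191708 to 44232455) had enough counts to be tested only at 15 months. There its 49 to 198 counts in WD livers, against 1 to 3 in CD livers, made a rise of at least 40.7-fold. Among all genes only Cyp39a1 at 5 months (SE 0.19, edgeR adjusted p 0.0321) and 15 months (SE 0.20, edgeR adjusted p 0.0286) and Scd3 at 15 months (SE 0.51, edgeR adjusted p 0.0112) were DEGs, with the 4 WD livers outside the range of the 4 CD livers each time. Adjusted over the list alone, all tested genes of the list were DEGs, 5, 5 and 6 by age. That is not independent evidence, because the study chose the list on these same livers.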

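The paper proposes these genes as hallmarks of WD intake, on the ground that their change did not depend on age. Of the 35 genes its supplement lists for WT, 31 were DEGs at all 3 ages. Sqle (ENSMUSG00000022351.15, chromosome 15, 59186869 to 59203043), which encodes an enzyme of cholesterol synthesis, showed the largest decrease of any gene at 5 months. It averaged 90.3 ± 40.9 CPM on CD and 1.98 ± 0.757 on WD (n = 4), and its log2 change was -5.53, -2.85 and -3.51 at 5, 10 and 15 months. The same gene fell by less in FXR KO livers, by 2.12 at 5 months. The largest WT increase at 5 months was in Cfd (4.88, SE 0.63, edgeR adjusted p 0.00213, all 4 WD above all 4 CD livers), a gene of the adipocyte marker list. At 10 months the largest decrease was in a copy of Nnt (ENSMUSG00000116207.2). It had 394 to 751 counts in WT CD livers and 0 in WT WD livers, a change of at least 201-fold. The value is uncertain because the genome holds a near-identical Nnt gene (ENSMUSG00000025453). A difference in strain background between the 10-month diet groups would also give this pattern, so diet need not be its cause. The largest increase at 10 months was in Gm45753, at least 15.1-fold. At 15 months the extremes were Folh1, at least 16.1-fold higher, and Nat8f7 (-4.67, SE 0.39, edgeR adjusted p 0.000174). In FXR KO livers at 5 months they were Treh (2.47, SE 0.32, edgeR adjusted p 0.027) and Cyp2c69 (-4.13, SE 0.63, edgeR adjusted p 0.0389).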

The functions of those transcripts are summarized in Table S1.

**Fig. 1:**
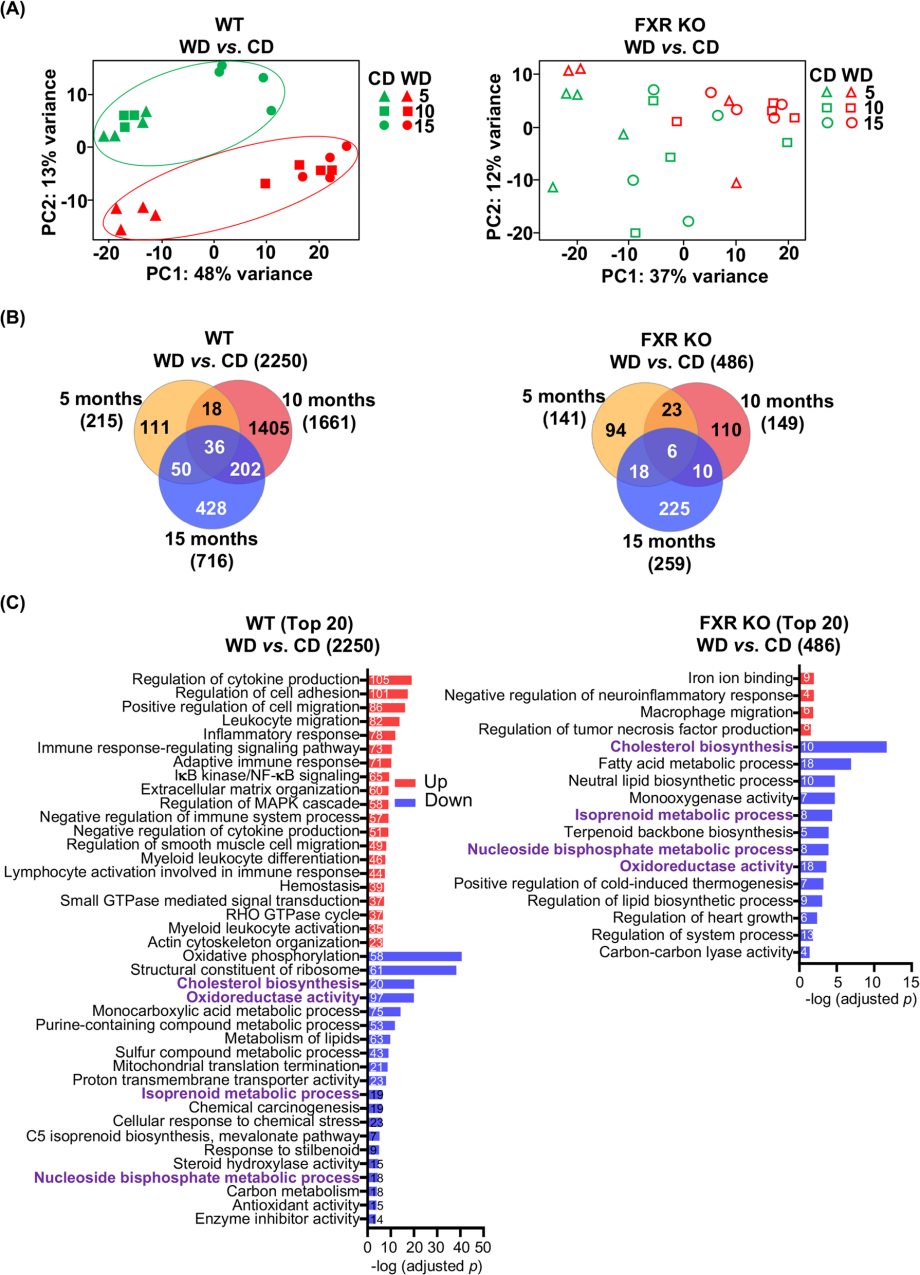
The effects of diets on hepatic transcriptomes of WT and FXR KO mice with different ages. **A** Principal component analyses of liver transcriptomes of 5-, 10-, and 15-month-old WT and FXR KO mice fed with either a CD or WD since weaning. **B** Venn diagrams show the numbers of genes differentially expressed due to diet (WD *vs*. CD) intake in WT or FXR KO mice. **C** Pathway enrichment analyses for up and downregulated genes affected by differential diet intake using Metascape. The top 20 pathways are shown (adjusted *p* value < 0.05). WD-regulated pathways shared by WT and FXR KO mice are in purple. The numbers of differentially expressed genes in each pathway are shown in the bars

Pathway analyses were performed for the 2250 DEGs from WT and 486 DEGs in FXR KO mice. 

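The pathway statements were examined with 12 gene lists fixed before the data were examined, by the rank test camera and the rotation test fry, with diet effects averaged over the 3 ages. The inflammation list rose with WD in WT livers (median log2 change 0.79, 60 of 63 genes up, camera adjusted p 4e-19, fry 5.1e-05) and in FXR KO livers (0.61, camera 6e-12, fry 0.0621). By livers, the score of the list differed by diet in WT, with a two-sided permutation p of 0.0004 (adjusted 0.0024). In FXR KO this p was 0.0238 (adjusted 0.0536), so only camera passed there after adjustment. All 4 WD livers scored above all 4 CD livers in WT at 10 and 15 months and at no age in FXR KO. Single-gene tests called 1, 27 and 35 list members DEGs in WT at 5, 10 and 15 months, the 1 at 5 months being lower, and 0 at each age in FXR KO. The median changes were 0.02, 1.16 and 1.28 in WT and 0.58, 0.36 and 0.79 in FXR KO. The difference between genotypes was -0.08 (camera adjusted p 0.0156, fry 0.67, permutation p 0.39). It moved between -0.25 and 0.00 with 1 liver left out, the 0.00 without FXR KO WD replicate 2 at 10 months, and turned to 0.15 without the 10-month livers. Among the list members, Lgals3 rose in both genotypes (1.41 in WT and 1.47 in FXR KO) while Il18 fell in WT (-0.70) and Cx3cr1 rose in FXR KO (1.43).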

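The 83 nuclear genes of oxidative phosphorylation (OXPHOS) decreased on WD in WT livers, with a median of -0.45 and 3 genes up (camera adjusted p 1.1e-21, fry 0.00155, two-sided permutation p of the score 0.0142). Atp5g1 fell by 0.63, Ndufb10 by 0.52 and Ndufa10 by 0.28. By age the WT medians were 0.04, -1.10 and -0.27, and DEGs were called only at 10 months, 53 of 82 genes. In FXR KO livers the average was -0.10 (camera 6.3e-07, fry 0.106, permutation p 0.0916), -0.16 without the 10-month WD replicate 7. By age it was -0.25, 0.18 and -0.29 without a DEG. Adjusted over the list alone, 12, 0 and 40 genes passed in FXR KO at any fold. All 4 WD livers scored below all 4 CD livers at 10 and 15 months in WT and at 15 months in FXR KO. The difference between genotypes was 0.32 by camera (adjusted p 2.6e-16, fry 0.0553) with a permutation p of 0.125, and it changed sign to -0.17 without the 10-month livers. The 10-month WT fall was -0.44 with GC percent as a covariate, -0.65 with the length and GC trend of each library removed, -0.59 with naming style in the model and -1.30 without CD replicate 19. The mitochondrially encoded genes, kept as a separate list, fell by 0.37 in WT (camera adjusted p 0.000679) and by 0.05 in FXR KO (0.395).

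**Figure D3:**
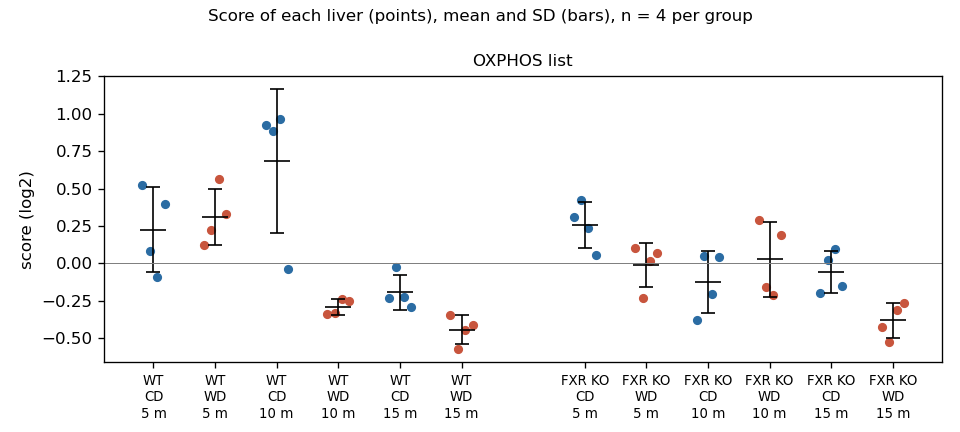
OXPHOS score (y axis, mean log2 expression of the nuclear list, centred) of each liver in the 12 groups. On CD at 10 months WT replicate 19 lies at -0.0378, with the nearest other liver of its group at 0.885.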

WD increased cytokine production and inflammation but downregulated oxidative phosphorylation (OXPHOS) only in WT mice. 

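Cholesterol biosynthesis decreased in both genotypes. The median change of the list was -1.37 in WT (camera adjusted p 3.3e-55, fry 1.5e-08, two-sided permutation p 1e-05, the smallest possible) and -0.85 in FXR KO (camera 9.1e-25, fry 0.00189, permutation p 0.00044). At 5, 10 and 15 months 18, 9 and 17 of 22 genes were DEGs in WT, and 5, 0 and 0 in FXR KO, where 21, 18 and 6 passed at any fold when adjusted over the list alone. All 4 WD livers scored below all 4 CD livers at every age in WT and at 5 and 10 months in FXR KO. Idi1 fell by 2.23 in WT and by 1.68 in FXR KO, Fdft1 and Msmo1 by 1.53 and 1.57 in WT, and Tm7sf2 by 1.00 in FXR KO. Averaged over ages the fall was smaller in FXR KO, by 0.50 (camera 2.1e-09, fry 0.0349, permutation p 0.00537). At 5, 10 and 15 months the medians were -1.70, -0.906 and -1.46 in WT and -0.976, -1.04 and -0.686 in FXR KO. At 10 months the fall was thus not smaller in FXR KO.

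**Figure D4:**
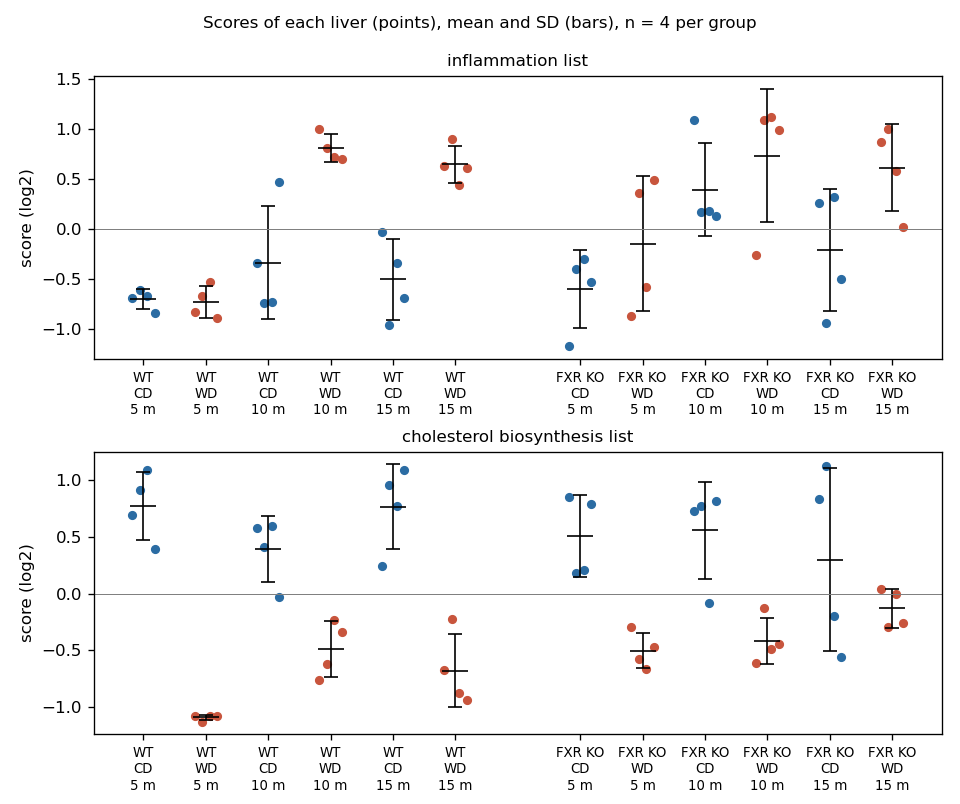
Inflammation and cholesterol biosynthesis scores (y axes, log2) of each liver in the 12 groups. The diet difference of the cholesterol score was -1.40 in WT and -0.81 in FXR KO.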

Common pathways that changed due to WD intake in both genotypes were: downregulation of genes implicated in cholesterol biosynthesis, oxidoreductase activity, isoprenoid metabolic processes, and nucleoside bisphosphate metabolic processes (Fig. 1C, *p* < 0.05 and enrichment factor ≥ 1.5). In FXR KO mice, WD uniquely upregulated iron binding but downregulated fatty acid metabolism genes (Fig. 1C). Together, when FXR is deactivated, many WD-regulated genes and pathways were no longer differentially found, indicating the similarity between WD intake and FXR inactivity. 

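The iron ion binding list did not shift with WD in FXR KO livers (median 0.04, camera adjusted p 0.141) or in WT livers (-0.06, 0.275), while the difference between genotypes was 0.17 (camera 0.00983, fry 0.0349, two-sided permutation p 0.0262, adjusted 0.105). All 4 WD livers scored above all 4 CD livers at 15 months in FXR KO, and below them at 10 months in WT. Fatty acid metabolism changed by 0.11 in FXR KO (camera 0.122, fry 0.459) and by 0.03 in WT (camera 0.353), with a difference of 0.14 (camera 0.00855, fry 0.207), so the list as a whole did not fall in FXR KO. Its members with the smallest adjusted p in FXR KO moved in opposite directions, Scd3 upward and Lpin1 by -1.29. No exact change is given for Scd3, since the CD livers at 15 months held only 1 to 3 counts of it.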

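Genes changed by WD in WT were followed in FXR KO livers irrespective of whether they passed there. Of the WT DEGs tested in both genotypes, 172 of 208 (82.7%) at 5 months, 622 of 1439 (43.2%) at 10 months and 739 of 817 (90.5%) at 15 months moved in the same direction in FXR KO. Their median change in that direction was 0.79, -0.08 and 0.82 in FXR KO against 1.57, 1.26 and 1.42 in WT, and only 13, 0 and 4 were DEGs in both. Genes selected in 1 genotype tend to lie higher there than in a repeat, so part of the gap between the medians may come from the selection. In turn, the FXR KO diet DEGs had a median of 1.409 in FXR KO and 1.505 in their direction in WT at 5 months. At 15 months these were 2.607 and 1.541, so only the 15-month values went that way. The WT fold changes were also given to simulated FXR KO livers with the spread of the real ones. The 10 simulations called a median of 159, 1156 and 462.5 genes, against the 26, 0 and 8 found. The fold changes put in were WT estimates with noise of their own, so how much of the gap a wider spread accounts for stays open. In the same direction and at an unadjusted edgeR p under 0.05 in FXR KO were 110, 80 and 372 of the WT DEGs. Across all genes tested in both genotypes the Spearman correlation of the diet effects was 0.181 (13450 genes), -0.214 (13833) and 0.454 (13893), and genes are not independent replicates. Most WT DEGs thus kept their direction at 5 and 15 months, with smaller changes in FXR KO, but not at 10 months.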

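The paper reasons that genes which WD no longer alters without FXR point to a similarity between WD intake and FXR inactivity. A direct comparison of the effect of WD in WT with the effect of FXR loss on CD uses the same WT CD livers as the reference of both, which by itself gives a correlation. At 10 months the Spearman correlation across 14751 genes was 0.788, against 0.465 in 10 simulations with no effect of either kind. At 5 and 15 months it was 0.308 (14330 genes) and 0.373 (14708 genes), against simulated values of 0.459 and 0.455. Genes are not independent replicates here. In that joint test 788 genes were DEGs for both at 10 months, 770 of them in the same direction, and 48 (39) and 73 (65) at 5 and 15 months. The correlation thus exceeded the simulated value only at 10 months, the age at which replicate naming differs between the groups. The simulations held no effect of either kind, and no gene was a DEG for both in them. They therefore do not show that the effects are unalike at 5 and 15 months.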

Diet-changed transcripts in WT but not in FXR KO mice may be direct FXR targets or due to secondary effects of FXR deactivation. Additionally, base don *Nr1h4* FXR cistrome [21], and found that *Cebpa*, *Cebpb*, *Clock*, *Per1*, *Rarb*, and *Rora* are FXR direct target genes.

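These 6 genes were looked up in the mouse livers. With WD in WT, only Per1 (ENSMUSG00000020893.18, chromosome 11, 68986035 to 69002300) was a DEG, at 15 months (1.56, SE 0.29, edgeR adjusted p 0.00509, all 4 WD above all 4 CD livers), from 6.67 ± 3.35 to 19.4 ± 3.71 CPM (n = 4). Rarb (ENSMUSG00000017491.10, chromosome 14, 5650540 to 6041094) rose by 1.07 at 10 months (SE 0.39, edgeR adjusted p 0.0532), from 2.18 ± 1.28 to 4.65 ± 1.09 CPM, all 4 WD livers higher. At the same age Cebpa (ENSMUSG00000034957.11, chromosome 7, 34818718 to 34821353) changed by -0.73, Clock (ENSMUSG00000029238.12, chromosome 5, 76342860 to 76452846) by 0.68 and Rora (ENSMUSG00000032238.18, chromosome 9, 68561068 to 69295528) by 0.64. They passed adjustment (edgeR adjusted p 0.00553, 0.00555 and 0.00732) and had no overlap between the diets, but stayed under 2-fold. By 15 months Clock and Rora had the opposite sign (-0.33 and -0.62). Cebpb (ENSMUSG00000056501.4, chromosome 2, 167530835 to 167532338) reached 0.46 at 15 months. In FXR KO livers none of the 6 passed adjustment at any age. The smallest adjusted p there was Rora at 10 months (-0.83, SE 0.14, edgeR adjusted p 0.0824).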

### Dietary effects on the liver, serum, and urine metabolome as well as gut microbiota in WT and FXR KO mice

Similar to the transcriptome results, PCA of the hepatic metabolome datasets revealed that the effects of diet were more distinctive in WT than in FXR KO mice (Fig. 2A). The number of metabolite changes due to differential dietary intake was larger in WT (67) than that in FXR KO (41) mice (Fig. 2B). The diet-altered metabolites commonly or specifically found in WT and FXR KO mice are shown in Fig. S3. Irrespective of ages, WD intake increased hepatic myo-inositol, squalene, glutamine, oxoproline, and uracil but reduced 2-hydroxybutanoic acid, 2-aminobutyric acid, and linoleic acid in WT mice. In FXR KO mice, only hepatic linoleic acid was reduced by WD intake in those 3 age groups (Fig. 2B). Quantitative enrichment analysis showed that arginine biosynthesis, propanoate metabolism, alanine, aspartate and glutamate metabolism, linoleic acid metabolism, cysteine and methionine metabolism, and glyoxylate and dicarboxylate metabolism were altered by WD for both genotypes (purple, Fig. 2C). For FXR KO mice, WD intake altered citrate cycle (succinic acid, citric acid, fumaric acid), pyruvate metabolism (fumaric acid), biosynthesis of unsaturated fatty acids (palmitic acid, linoleic acid, arachidonic acid), and glycolysis/gluconeogenesis (3-phosphoglyceric acid) (black, Fig. 2C).

**Fig. 2:**
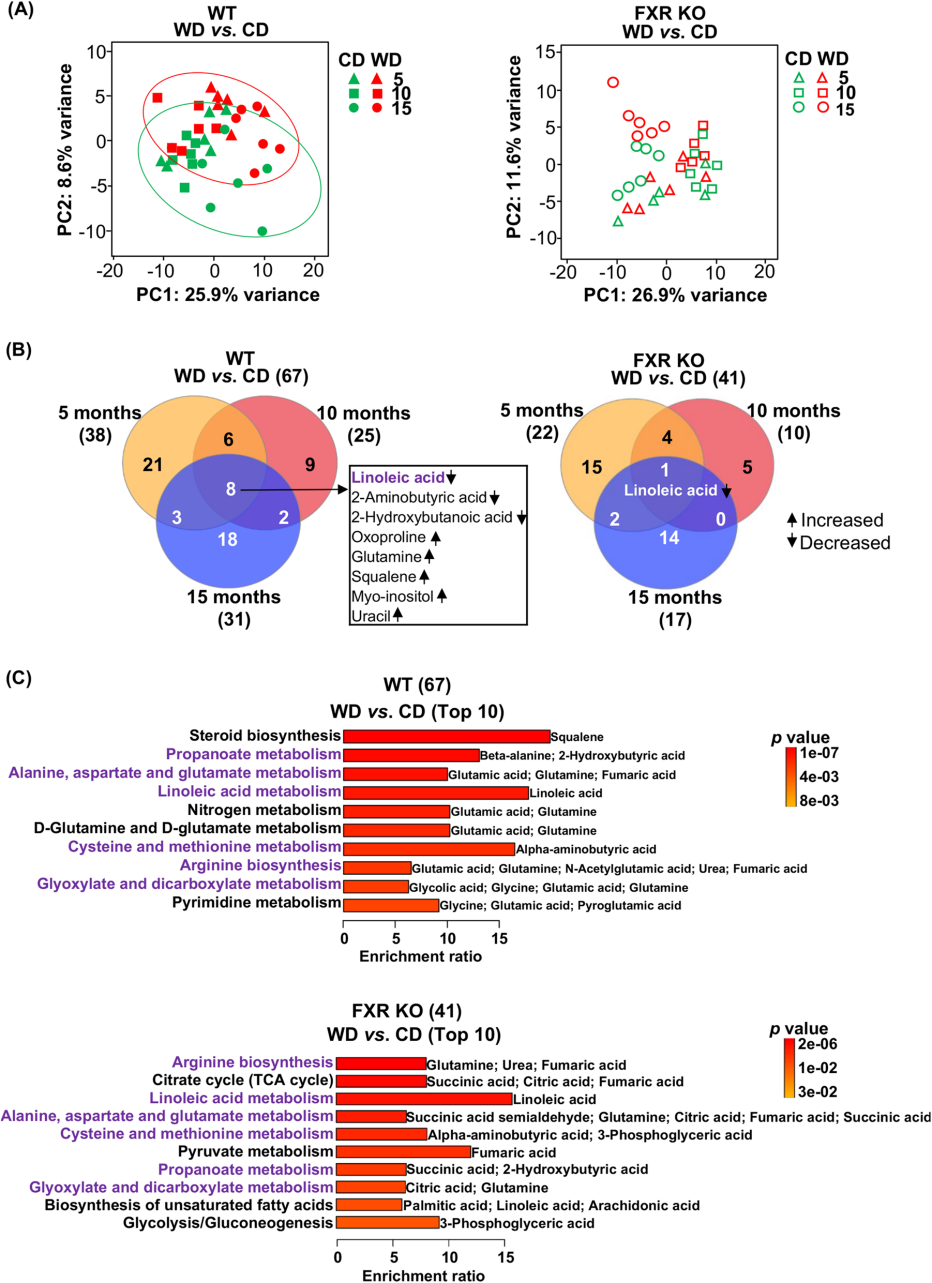
The effects of diets on hepatic metabolomes in WT and FXR KO mice. **A** Principal component analyses of liver metabolomes in WT and FXR KO mice **B** Venn diagrams show the numbers of distinct and overlapping metabolites that were changed by differential diet intake in 3 age groups (raw *p* value < 0.05 and FDR < 0.1). **C** Quantitative enrichment analyses of diet-altered metabolites. The top 10 pathways are shown (*p* value < 0.05). Common metabolic changes in metabolites and pathways found in both genotypes are marked in purple

By contrast, the impact of FXR KO on hepatic bile acids and serum metabolites due to differential diet intake was not obvious when all ages were considered together based on PCA (Fig. S4, S5). However, the impact of diet on urine metabolites was obvious irrespective of age in both genotypes suggesting the specificity of urine metabolites to detect dietary differences (Fig. S6).

Interestingly, upon PCA of the cecal microbiota, the dietary differences were apparent for younger mice (5 and 10 months old, triangles and squares), but not in 15-month-old (circles) WT mice, indicating the dietary influence on the gut microbiota was affected by feeding duration or aging (Fig. S7). In contrast, in FXR KO mice, CD and WD groups formed two distinct clusters suggesting the usefulness of microbiota to differentiate FXR status (Fig. S7).

### The significance of FXR on hepatic transcriptomic changes based on ages

The PCA plot shown in Fig. 1A suggests that WD intake may facilitate liver aging. Specifically, CD-fed 5- and 10-month-old mice clustered distinctly from the 15-month-old mice. However, in WD-fed mice, the 10- and 15-month-old groups formed a cluster. Thus, age-related changes in the hepatic transcriptome were accelerated in WD-fed mice.

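The paper infers faster liver aging on WD from where the 10-month WT livers fall between the 5- and 15-month ones. That position was measured on PC1 and PC2 of the WT livers, scaled so that the 5-month mean of a diet is 0 and its 15-month mean is 1. Without the 10-month CD replicate 19 the CD livers stood at 0.11, 0.0204 and 0.0590 and the WD livers at 0.914, 0.883, 0.658 and 0.777, without overlap (two-sided exact p 0.0286, the smallest possible with 35 splits). With all 8 livers the CD values were 0.164, 0.0661, 0.0952 and, for replicate 19, 1.20, and the WD values 0.922, 0.885, 0.649 and 0.772 (exact p 0.143, 70 splits). The CD mean was 0.382 with replicate 19 and 0.0633 without it, so this 1 liver decides the result. The use of all filtered genes moved the WD mean most, from 0.807 to 1.00. The 4 WD livers all have lettered names and the CD livers plain-number ones, and an offset between the sets would shift the position in the same way.

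**Figure D5:**
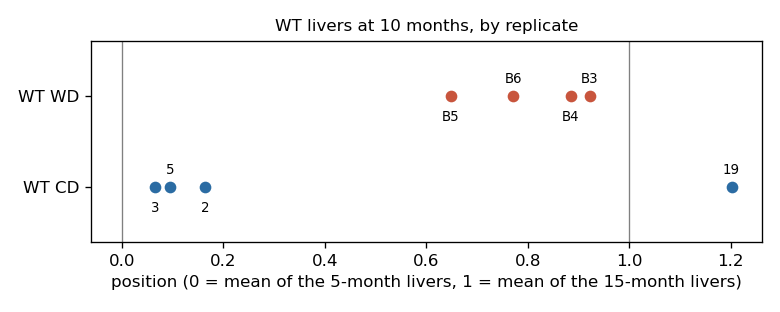
Position of each 10-month WT liver (x axis, 0 = mean of the 5-month livers, 1 = mean of the 15-month livers on the same diet). CD replicate 19 lies at 1.20, the other CD livers between 0.0661 and 0.164.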

The effects of age (15 *vs*. 5 months old) on the transcriptomes were further analyzed. PCA of hepatic transcriptomes differentiated ages in WT but not in FXR KO mice (Fig. 3A). 

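With the 5- and 15-month livers only (16 per genotype), PC1 and PC2 took 46.6% and 13.6% of the variance in WT and 32.4% and 24.5% in FXR KO. The silhouette width of the age labels was 0.589 in WT and 0.255 in FXR KO. In both, none of the 4900 relabelings within diet gave a larger width (one-sided exact p 0.000408, the smallest possible). The age labels thus carried signal in the FXR KO livers as well, with a smaller width, which by itself does not show separate clusters. In FXR KO the width was 0.208 to 0.355 with 1 liver left out, and lowest with all filtered genes (0.158, exact p 0.0122).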

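Between 5 and 15 months, 441 genes changed in WT on CD and 1727 on WD, together 1898, and in FXR KO livers 21 and 110, together 127. Of the WT genes 223 and 1289 rose. At unadjusted p under 0.05 the counts were 4337 and 6230 in WT and 2006 and 2637 in FXR KO. On CD the count was 278 to 536 in WT with 1 liver left out (278 without the CD 15-month replicate 3) and 0 to 50 in FXR KO. On WD it was 1271 to 1703 in WT and 9 to 85 in FXR KO, 9 without the 15-month replicate 1. Library GC percent as a covariate moved the totals most, to 557 in WT and 752 in FXR KO. The GC covariate changed which genotype had more genes, and with unshrunken DESeq2 the FXR KO total was 472. Tested as a difference between genotypes, age effects differed in 5 genes on CD and 101 on WD (1410 and 3145 at unadjusted p under 0.05), 1 to 23 and 35 to 335 with 1 liver left out. The 5 on CD, looked at after their values were seen, were Gm11518 (10.51), Gprc5b (-3.20), Cdh18 (-6.30), Vldlr (-2.81) and Foxq1 (-2.87), and the gene with the smallest adjusted p on WD was Ttc39a (-4.12, SE 0.33, edgeR adjusted p 1.6e-05). The largest WT changes with age were at least 157-fold (Eif4a-ps4 up on CD), at least 349.5-fold (Gm12671 up on WD), at least 533-fold and at least 402-fold (Moxd1 down on CD and WD). These genes were almost absent from 1 age whatever the diet, a pattern a difference in strain background between age cohorts would also give.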

Many more DEGs were found in WT (1908), due to age differences, than in FXR KO (470) mice (Fig. 3B). Some of those genes are FXR direct target genes and the examples are Onecult1 and Rarb [21]. 

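The mouse gene Onecut1 (ENSMUSG00000043013.11, chromosome 9, 74769118 to 74800594) rose with age in WT on CD, from 6.31 ± 0.919 to 44.5 ± 29.0 CPM (n = 4; 2.82, SE 0.50, edgeR adjusted p 0.00518, all 4 older livers above all 4 younger ones). On WD its 5-month values already ranged from 3.18 to 73.3 CPM, and the change was 0.96 (edgeR adjusted p 0.326). In FXR KO it was 0.51 on CD and 1.39 on WD, and not a DEG. Rarb rose with age in WT by 1.03 on CD (SE 0.32, edgeR adjusted p 0.0513) and by 1.14 on WD (SE 0.27, edgeR adjusted p 0.00799, all 4 higher), against 0.62 and 0.42 in FXR KO. At 2.23 ± 1.03 CPM in young WT livers on CD, and 19 to 68 counts per library, Rarb was measured at low depth.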

Similar to the dietary effects, more genes involved in the inflammatory response and leukocyte migration functional categories upregulated by aging were in WT than in FXR KO mice (Fig. 3C). 

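With age the inflammation list rose by a median of 0.80 in WT (camera adjusted p 2.6e-12, fry 0.000152, two-sided permutation p of the score 0.00653) and of 0.54 in FXR KO (camera 1.1e-08, fry 0.135, permutation p 0.0514). All 4 older livers scored above all 4 younger ones only in WT on WD. DEGs among its members numbered 5 and 39 in WT on CD and WD, and 0 and 1 in FXR KO. The difference between genotypes was -0.23 (camera 0.0268, fry 0.593, permutation p 0.45). It ran from -0.35 to -0.12 with 1 liver left out, and reversed to 0.14 with GC percent as a covariate. Markers of Kupffer cells and macrophages rose by 0.819 in WT (two-sided exact p 0.029) and 0.329 in FXR KO (exact p 0.262), neutrophil markers by 0.554 and 0.782, and T cell markers by 0.466 and 0.803. More immune cells in the tissue would raise the inflammation list without a change inside hepatocytes.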

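B cell genes rose with age in both genotypes. The median of the list was 1.06 in WT (camera adjusted p 0.000195, fry 0.00382, two-sided permutation p of the score 0.00653) and 1.44 in FXR KO (camera 1.3e-31, fry 0.000239, permutation p 0.00122). The WT value was 0.67 without the 15-month WD replicate 1. On WD all 4 older livers scored above all 4 younger ones in both genotypes, and 16 list members were DEGs in WT and 18 in FXR KO, against 1 each on CD. Igkc rose by 2.98 in WT and 3.65 in FXR KO (from 3.22 ± 0.105 to 99.7 ± 47.0 CPM on WD, n = 4), and Ighm and Jchain rose by 3.47 and 3.32 in FXR KO. The difference between genotypes was 0.50 (camera 0.0072, fry 0.271, permutation p 0.0771), with a range of 0.32 to 0.83 when 1 liver was left out (0.83 without WT WD replicate 1 at 15 months). Blood left in the tissue was considered as a source. In FXR KO livers, averaged over the diets, the B cell score rose by 1.10 more than the erythrocyte score (two-sided exact p 0.0286), so blood alone does not account for the rise within FXR KO. The effect of age on the erythrocyte list was also higher in FXR KO than in WT, by 1.39 (camera 0.000247, fry 0.0666, permutation p 0.00818), so for the difference between genotypes blood stays open.

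**Figure D6:**
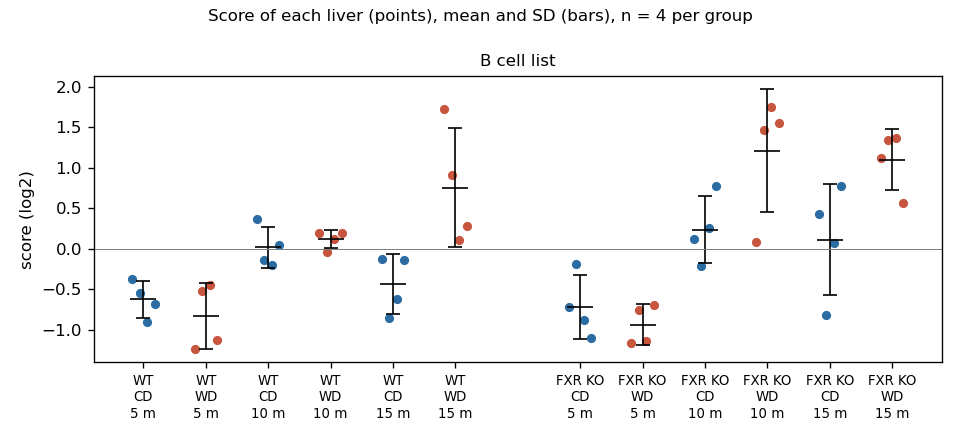
B cell score (y axis, log2) of each liver in the 12 groups. With age the list rose by a median of 1.06 in WT and 1.44 in FXR KO.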

In FXR KO mice, aging uniquely upregulated the hematopoietic cell lineage and B cell receptor signaling pathways (Fig. 3C). In addition, age-downregulated OXPHOS genes were only noted in WT mice, highlighting the significance of FXR in OXPHOS.

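OXPHOS genes decreased with age in both genotypes, with a median of -0.54 in WT (camera adjusted p 8.8e-24, fry 0.00014, two-sided permutation p of the score 0.000816) and -0.31 in FXR KO (camera 4.1e-38, fry 0.000479, permutation p 0.00122). By diet the medians were -0.38 and -0.67 in WT and -0.28 and -0.30 in FXR KO. The DEGs numbered 4 and 17 in WT and 0 and 5 in FXR KO, but adjusted over the list alone 45 and 74 genes passed in WT and 35 and 39 in FXR KO at any fold. On WD all 4 older livers scored below all 4 younger ones in both genotypes. Ndufb2 fell by 1.03 in WT and Cox7c by 0.76 in FXR KO. The decrease was smaller in FXR KO by 0.25 (camera 1.5e-09, fry 0.105, permutation p 0.0333, adjusted 0.0888), and by 0.04 once GC percent was a covariate. Adjusted over all genes, 29 and 69 list genes passed at any fold in WT and 1 and 17 in FXR KO. The counts of the genotypes thus came closer only with adjustment over the list alone.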

**Fig. 3:**
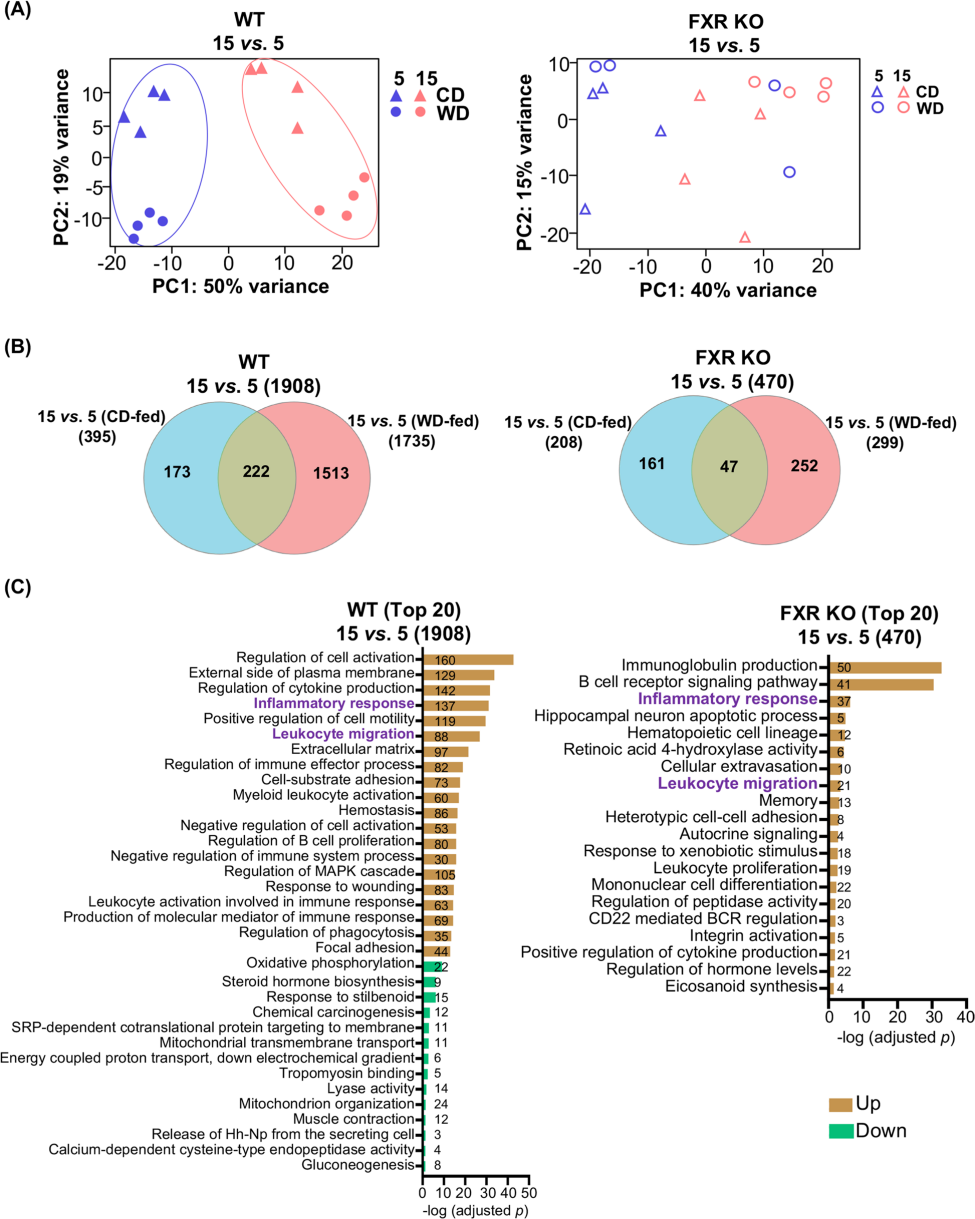
The effects of ages on hepatic transcriptomes in WT and FXR KO mice on different diets. **A** Principal component analyses of liver transcriptomes in WT and FXR KO mice fed with either a CD or WD. **B** Venn diagrams show the numbers of genes differentially expressed due to age (15 *vs*. 5) in WT or FXR KO mice (fold change ≥2 and adjusted *p* value < 0.05). **C** Pathway enrichment analyses for up and downregulated genes affected by age based on Metascape. The top 20 pathways are shown (adjusted *p* value < 0.05). Age-regulated pathways shared by WT and FXR KO mice are in purple. The numbers of differentially expressed genes in each pathway are shown in the bars

### Age-related changes of metabolites and cecal microbiota in WT and FXR KO mice

Although the number of liver metabolites altered by age in FXR KO (*n* = 48) was smaller than that in WT mice (*n* = 65), two clusters were still noted based on age (15 *vs*. 5) in both WT and FXR KO mice as shown in Fig. 4A-B. In both genotypes, aging elevated hepatic xylitol but reduced fructose and linoleic acid irrespective of the type of diet (Fig. 4B, S8). The top 10 metabolic pathways affected by age in each genotype are summarized in Fig. 4C. Among them, biosynthesis of unsaturated fatty acids, arginine biosynthesis, galactose metabolism, and fructose and mannose metabolism were affected by age in both genotypes (Fig. 4C). Moreover, aging decreased hepatic ethanolamine and metabolites involved in the aminoacyl-tRNA biosynthesis in WT mice revealing the significance of FXR in regulating hepatic amino acid/peptide synthesis (Fig. 4C, S8).

**Fig. 4:**
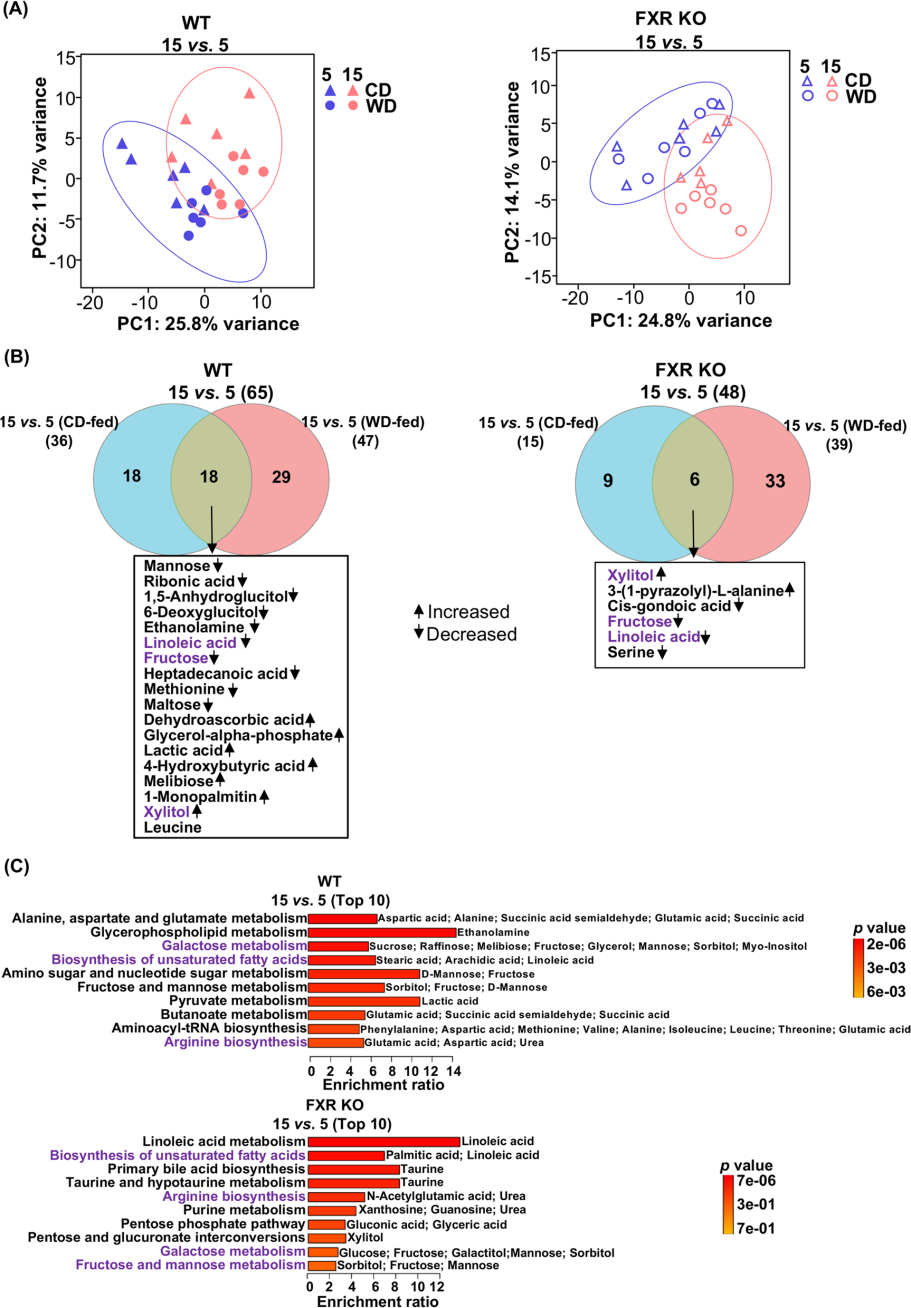
The effects of ages on hepatic metabolomes in WT and FXR KO mice. **A** Principal component analyses of liver metabolomes of WT and FXR KO mice. **B** Venn diagrams show the numbers of distinct and overlapping metabolites that were changed by age (raw *p* value < 0.05 and FDR < 0.1). **C** Quantitative enrichment analyses of age altered metabolites. The top 10 pathways are shown (*p* value < 0.05). Common metabolic changes in metabolites and pathways found in both WT and FXR KO mice are marked in purple

Hepatic bile acid profile, serum, and urine metabolites were also differentiated by age effects in both genotypes (Fig. S9, S10, S11), but different metabolites altered by age were found between WT and FXR KO mice. Collectively, the data suggest that FXR plays a significant role in age-linked metabolic changes. Consistent with transcriptomic changes, the age-mediated differences in the cecal microbiota at the genus level were not obvious in FXR KO mice (Fig. S12A). Taken together, the findings suggest that FXR dictates the age-associated gut microbiota community structure.

### Molecular signatures alterations due to FXR deficiency

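Genotype gave a silhouette width of 0.603 on CD and 0.598 on WD (24 livers each, labels permuted within age, one-sided p 1e-05, the smallest possible), wider than diet in either genotype. FXR loss changed 440, 1605 and 414 genes on CD at 5, 10 and 15 months (253, 814 and 260 up), together 1896. On WD it changed 896, 506 and 649 (607, 287 and 392 up), together 1390. Leaving out 1 liver gave 247 to 470 (247 without FXR KO replicate 3), 1038 to 2621 (2621 without WT replicate 19) and 232 to 502 (232 without WT replicate 2) on CD. On WD it gave 384 to 1063 (384 without FXR KO replicate 2), 266 to 697 (266 without FXR KO replicate 7) and 459 to 649. The 10-month CD count was moved most by naming style as a term in the model, to 159, and was 790 with GC percent as a covariate. Only the real split of the 8 livers gave so many DEGs in all 6 comparisons, out of 35 splits each. The largest increase was Gm10184 in 5 of the 6, at least 234-fold to at least 293-fold, with 603 to 1112 counts in FXR KO livers and 0 in WT livers (0 to 12 in WT on CD at 10 months), and Gm7879 in the CD comparison at 10 months, at least 25.2-fold. The largest decreases were Gm27177 (-5.13), Mup18 and Mup15. The last 2 belong to a family of near-identical genes, and their values are uncertain.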

PCA revealed that FXR inactivation shifted the hepatic transcriptomes of both CD- and WD-fed mice of different ages, as revealed by the alteration in expression of 2383 and 1627 transcripts in CD and WD groups, respectively (Fig. 5A). 

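DEGs of FXR loss on CD and WD shared 777 genes, of 1896 and 1390. Called in all 6 comparisons were 102 genes, 64 higher and 38 lower, of 13323 tested in all. Among them 10 lay on chromosome 10, which carries Nr1h4 (9.80% against 4.99% of the tested genes, two-sided Fisher p 0.0357), 2 of them within 5 Mb of it. Pseudogenes made up 15.7%, against 1.37% of the tested genes (Fisher p 5.2e-13), 14 of the 16 being higher in FXR KO. Of 4 genes known to respond to FXR, Abcb11 (ENSMUSG00000027048.16, chromosome 2, 69068544 to 69173315) was lower in all 6 comparisons (-1.20, -1.66, -2.06 on CD and -1.64, -2.36, -2.02 on WD, every FXR KO liver below every WT liver). It averaged 723 ± 77.7 and 312 ± 59.7 CPM in WT and FXR KO livers on CD at 5 months (n = 4). Cyp7a1 (ENSMUSG00000028240.3, chromosome 4, 6265612 to 6275633) was higher by 1.65, 0.63 and 2.55 on CD and 1.56, 1.74 and 1.43 on WD, a DEG in 4 of the 6. Nr0b2 (ENSMUSG00000037583.3, chromosome 4, 133280678 to 133283847) was a DEG on CD at 10 months (-1.10) and on WD at 5 months (-1.29). At 5 months on CD it changed by -0.17, 0.02 without WT replicate 1. Cyp8b1 (ENSMUSG00000050445.5, chromosome 9, 121743422 to 121745371) was a DEG in none.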

In both dietary groups, common pathways that shifted due to lack of FXR are shown in Fig. 5C. Remarkably, when mice were on a WD, FXR deactivation led to enhanced chemical carcinogenesis, extracellular matrix structural constituent, etc., suggestive of hepatocarcinogenicity impacted by WD in combination with lack of FXR (Fig. 5C).

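On WD, FXR loss raised the xenobiotic metabolism list by a median of 0.57 (camera adjusted p 2.5e-19, fry 1.6e-08, two-sided permutation p of the score 1e-05), with 23, 35 and 33 DEGs at 5, 10 and 15 months and all 4 FXR KO livers above all 4 WT livers at each age. On CD the median was 0.17 (camera 6.6e-05, fry 0.00498, permutation p 5e-05), with 21, 24 and 19 DEGs and the same separation at 5 and 15 months. By age the medians of this list were 0.43, -0.137 and 0.306 on CD and 0.209, 0.864 and 0.60 on WD. Extracellular matrix genes rose by 0.44 on WD (camera 0.0146, fry 0.136) and by 0.45 on CD (camera 0.00015, fry 0.0262), averaged over ages. At 5, 10 and 15 months the medians on WD were 1.08, -0.11 and 0.20 (26, 3 and 6 DEGs, of which 25, 1 and 5 were higher) and on CD 0.36, 0.91 and 0.12 (3, 17 and 3 DEGs). Their score lay above that of all WT livers for all 4 FXR KO livers only on WD at 5 months.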

**Fig. 5:**
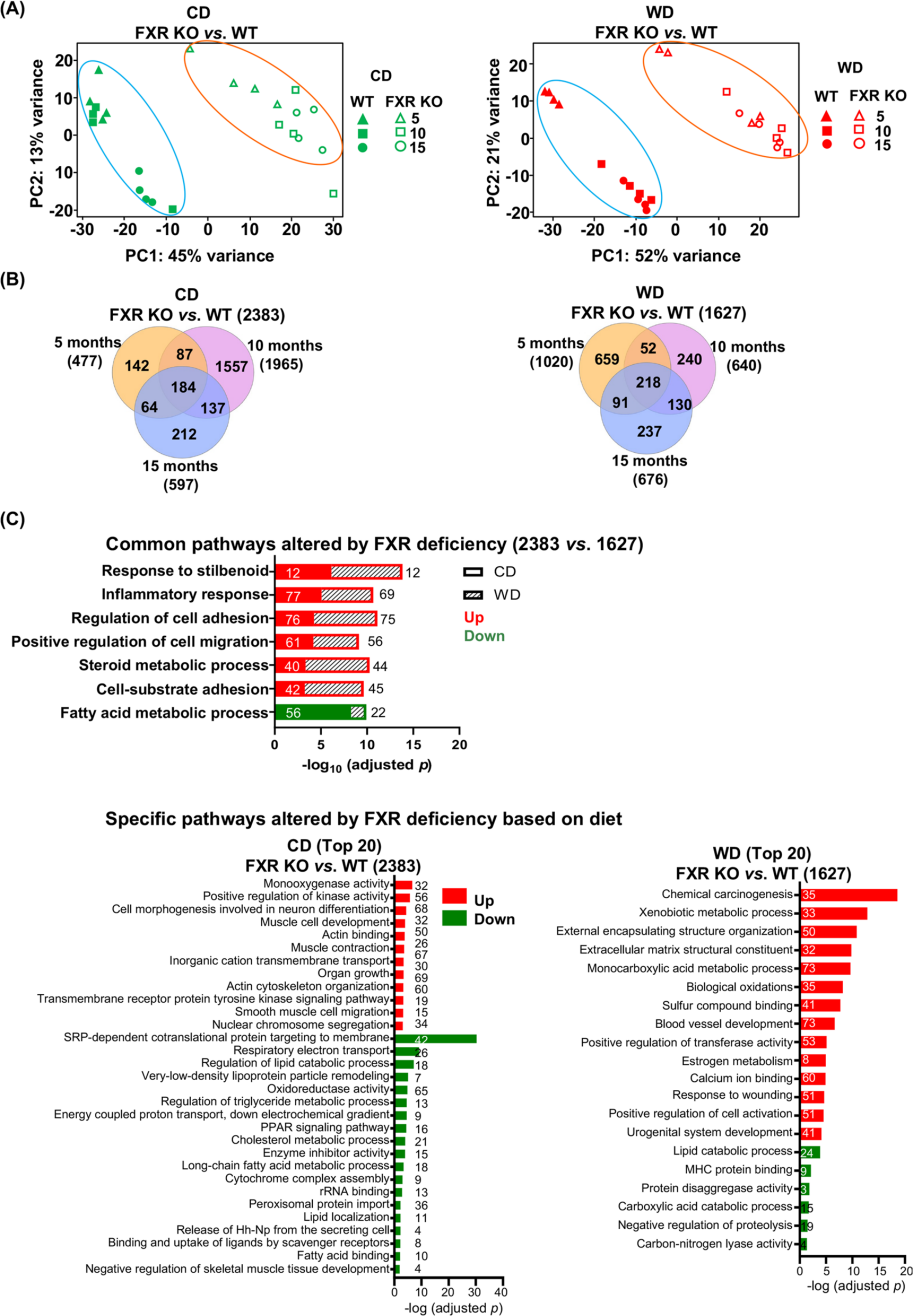
The effects of FXR KO on hepatic transcriptomes. **A** Principal component analyses of liver transcriptomes of WT and FXR KO mice fed with differential diets until 5, 10, and 15 months old. **B** Venn diagrams show the numbers of genes differentially expressed due to FXR KO (fold change ≥2 and adjusted *p* value < 0.05). **C** Pathways and numbers of genes that were up or down regulated by FXR KO found in both CD- and WD-fed mice based on Metascape. The top 20 pathways are shown (adjusted *p* value < 0.05). Common and specific transcriptomic changes (pathways and numbers of differentially expressed genes in each pathway) due to FXR KO in CD- and WD-fed mice

For hepatic metabolites, FXR KO mice had reduced sugars (e.g., melibiose and glucoheptulose) irrespective of diet or age (Fig. 6B, S13). Additionally, lack of FXR increased hepatic fumaric acid, malic acid, and parabanic acid (Fig. S13A). There was a combined effect of diet, age, and FXR KO in which more changes were noted in WD-fed FXR KO mice at the age of 15 months when the mice had liver tumors [4]. For example, hepatic orotic acid, 3-phosphoglycerate, levoglucosan, alanine-alanine, 3,6-anhydrous-D-galactose, glucose, galactitol, xylitol, erythritol, and xanthosine were accumulated in 15-month-old WD-fed FXR KO mice, which were not seen in WT mice of the same age on the WD (Fig. S13B; highlighted in red). FXR KO altered amino acid and propanoate metabolism (purple, Fig. 6C). Pyrimidine metabolism, tyrosine metabolism, and pyruvate metabolism as well as glycosylphosphatidylinositol-anchor biosynthesis and citrate cycle pathways affected by lacking FXR were uniquely found in WD-fed mice (Fig. 6C; down, marked in black). These changes may reflect the cancer phenotype developed by FXR deactivation and WD intake. In addition, the FXR KO effect on hepatic bile acid profiles in mice fed with either CD or WD is shown in Fig. S14.

**Fig. 6:**
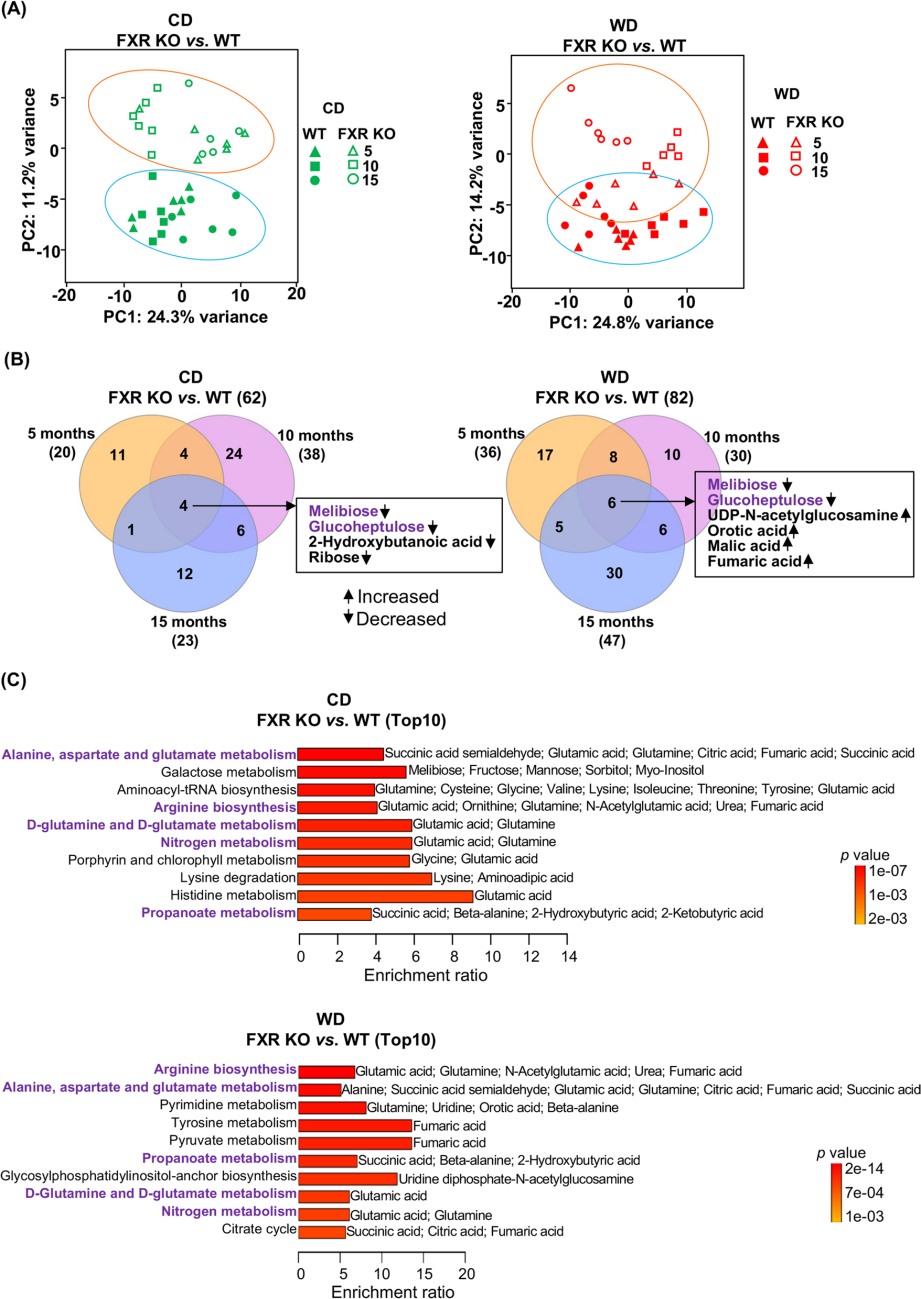
The effects of FXR KO on hepatic metabolomes. **A** Principal component analyses of hepatic metabolomes of WT and FXR KO mice fed with differential diets until 5, 10, and 15 months old. **B** Venn diagrams show the numbers of distinct and overlapping metabolites that were altered by FXR KO in CD- and WD-fed mice (raw *p* value < 0.05 and FDR < 0.1). **C** Quantitative enrichment analyses of FXR KO altered metabolites. The top 10 pathways are shown (*p* value < 0.05). Common pathways in both CD- and WD-fed mice are marked in purple

Further analysis revealed that changes in FXR KO-linked serum metabolites were only apparent in the CD group revealing the overlapping effects of WD intake and FXR KO (Fig. S15A). Serum 2-hydroxybutyrate increased in FXR KO mice at all ages irrespective of diets (purple, Figs. S15B, S16). In contrast to serum metabolites, PCA plots showed that urine metabolites clustered into two distinct groups based on the mouse genotypes in both CD and WD-fed mice (Fig. S17). FXR KO increased urine 2-hydroxyvalerate and acetoacetate but reduced taurine, creatinine, and trimethylamine (TMA) irrespective of diets (purple, Figs. S17, S18). In addition to urine metabolites, the cecal microbiota distinguished WT and FXR KO (Fig. S19). Notably, cecal *Bacteroides* were increased by FXR deactivation regardless of the provided diet type (purple, Fig. S19B-C).

### Common changes due to WD intake, aging, and FXR KO

The expression levels of a total of 654 transcripts were commonly altered due to differential diet intake, ages, and FXR functionality (Fig. 7A). Among them, 76 transcripts have altered expression levels in human HCC specimens compared with healthy livers using the TCGA database (Fig. 7A). 

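DEGs in at least 1 comparison numbered 2124 for diet, 1950 for age and 2509 for FXR loss, and 576 genes were in all 3 sets. By pairs the sets shared 1085 (diet and age), 1155 (diet and FXR) and 899 (age and FXR). Since the same livers serve in several comparisons, these sets overlap more than independent ones would. The 10-month WT livers on CD are the reference of 2 large counts. Without WT CD replicate 19 at 10 months 912 genes were common, and with the GC covariate 108.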

Pathway analysis of those 76 transcripts revealed their roles in cell division, mitotic spindle, and cancer development (Fig. 7C). Furthermore, 18 out of those 76 transcripts were upregulated in HCC and their expression levels were positively associated with poor overall survival in HCC patients (Table 1). Those 18 genes are *PLEKHH1*, *TTC39A*, *ATP6V0D2*, *CENPE*, *KIF20A*, *ASPM*, *CKAP2L*, *HMMR*, *ECT2*, *TOP2A*, *KIF18B*, *TPX2*, *NUF2*, *TRIM59*, *FRZB*, *E2F8*, *TREM2*, and *MTHFD1L*. Additionally, 7 downregulated *PCK1*, *TSC22D3*, *SLC22A7*, *CYP2U1*, *SARDH*, *TTC36*, and *APOC1* were related to a worse overall survival rate in HCC patients suggesting their tumor suppressive effects. 

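These 18 genes were followed in the mouse comparisons. With WD in WT, 0 of 6 tested, 8 of 16 and 4 of 14 were DEGs at 5, 10 and 15 months, and 0 of 15, 18 and 17 in FXR KO, where 1, 0 and 8 were so when adjusted over the list alone. With age, 5 of 10 and 10 of 11 were DEGs in WT on CD and WD, and 0 in FXR KO. FXR loss altered 4, 7 and 2 on CD and 8, 1 and 3 on WD. The study chose these genes on the same livers, so the overlap is not independent evidence. Several encode mitotic proteins and had few counts. Top2a averaged 0.619 ± 0.339 CPM in WT livers on CD at 5 months, with 7 to 21 counts per library. The cell division list as a whole rose with WD by 0.68 in WT (camera adjusted p 3.8e-06) and 0.70 in FXR KO (8.8e-14), with age by 1.25 and 0.45 (3e-08 and 0.00477), and with FXR loss by 1.03 on CD and 1.02 on WD (1e-05 and 2.3e-10). The rise with age in FXR KO did not hold with fry (0.226) or in the scores (permutation p 0.155), and its difference from the rise in WT was -0.89 (camera 7.4e-11, fry 0.0287, permutation p 0.00206). All 4 FXR KO livers scored above all 4 WT livers at 5 months on both diets and at 15 months on WD. On CD at 10 months 15 of 43 members were DEGs with a median of 1.67. Without FXR KO replicate C3 there were 4, at 0.90.

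**Figure D7:**
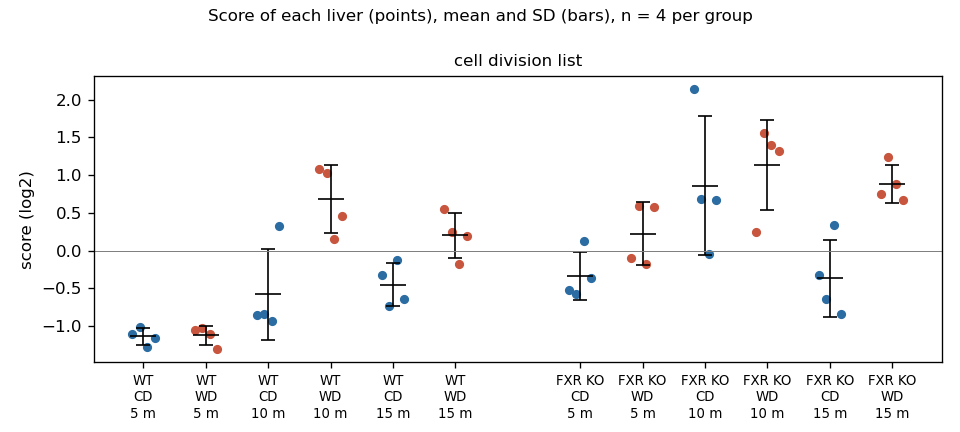
Cell division score (y axis, log2) of each liver in the 12 groups. In WT on CD at 10 months replicate 19 lies at 0.326, the nearest other liver of its group at -0.835.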

The known functions of these transcripts are summarized in Table 1. Thus, our findings, produced in mice, most of which did not have liver cancer, have human liver cancer relevance.

**Fig. 7:**
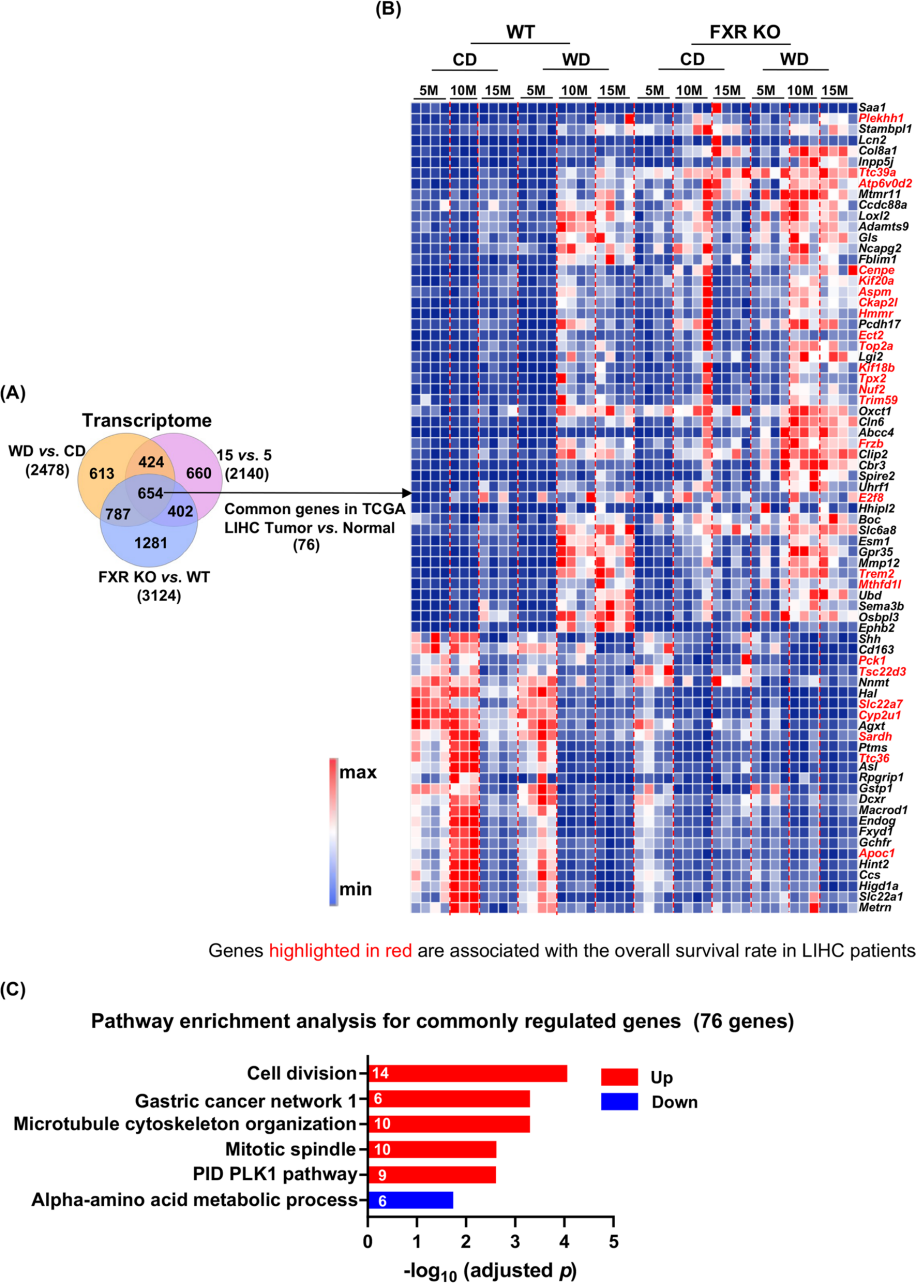
Common changes of hepatic transcripts due to differential diet intake, ages, and FXR KO in association with the expression of genes implicated in human HCC patient survival. **A** Venn diagram shows the numbers of common genes (transcripts) (fold change ≥2 and adjusted *p* value < 0.05). **B** A heatmap reveals transcript levels of mouse genes implicated in hepatic metabolic disease (*n* = 76) and human genes differentially expressed in human HCC and healthy livers. **C** Pathway enrichment analyses of 76 mouse hepatic genes that are implicated in human HCC survival using Metascape (adjusted *p* value < 0.05). The numbers of differentially expressed genes in each pathway are shown in the bar graph. LIHC, liver hepatocellular carcinoma

**Table 1:** Transcripts that are commonly changed by WD, aging, and FXR KO are associated with the overall survival rate in HCC patients (*p* value < 0.05). The “high” and “low” expression was defined as the upper and lower quartiles of expression for each gene (*n* = 108, 50% as a cutoff for both lower and upper quartiles)

Gene	Full Name	HCC *vs*. Normal WD *vs*. CD 15 *vs*. 5 FXR KO *vs*. WT	Association	Function
*PLEKHH1*	pleckstrin homology, MyTH4 and FERM domain containing H1	Up	Unfavored	Unknown
*TTC39A*	tetratricopeptide repeat domain 39A	Up	Unfavored	Unknown
*ATP6V0D2*	ATPase H+ transporting V0 subunit d2	Up	Unfavored	It is a subunit of the integral membrane V0 complex of vacuolar ATPase which is responsible for acidifying a variety of intracellular compartments in eukaryotic cells, thus providing most of the energy required for transport processes in the vacuolar system. Regulator of osteoclast fusion and bone formation
*CENPE*	centrosome-associated protein E	Up	Unfavored	Microtubule motor activity
*KIF20A*	kinesin family member 20A	Up	Unfavored	Microtubule motor activity
*ASPM*	abnormal spindle microtubule assembly	Up	Unfavored	Involved in mitotic spindle regulation and coordination of mitotic processes ^(36)^
*CKAP2L*	cytoskeleton associated protein 2 like	Up	Unfavored	Microtubule-associated protein required for mitotic spindle formation and cell-cycle progression in neural progenitor cells
*HMMR*	hyaluronan mediated motility receptor	Up	Unfavored	Involved in cell motility ^(30)^
*ECT2*	epithelial cell transforming 2	Up	Unfavored	A guanine nucleotide exchange factor and transforming protein that is related to Rho-specific exchange factors and yeast cell cycle regulators ^(34)^
*TOP2A*	DNA topoisomerase II alpha	Up	Unfavored	A DNA topoisomerase, an enzyme that controls and alters the topologic states of DNA during transcription ^(33)^
*KIF18B*	kinesin family member 18B	Up	Unfavored	Mitotic cell cycle; Microtubule motor activity; Protein binding; ATP binding; Kinesin binding ^(32)^
*TPX2*	TPX2 microtubule nucleation factor	Up	Unfavored	Apoptotic process; Mitotic nuclear division; Cell proliferation; Activation of protein kinase activity; Regulation of Mitotic spindle organization ^(28)^
*NUF2*	NUF2 component of NDC80 kinetochore complex	Up	Unfavored	A component of a conserved protein complex associated with the centromere ^(31)^
*TRIM59*	tripartite motif containing 59	Up	Unfavored	Negative regulation of I-kappaB kinase/NF-kappaB signaling ^(27)^
*FRZB*	frizzled related protein	Up	Unfavored	Negative regulation of cell proliferation; Negative regulation of the Wnt signaling pathway
*E2F8*	E2F transcription factor 8	Up	Unfavored	Regulates progression from G1 to S phase by ensuring the nucleus divides at the proper time ^(35)^
*TREM2*	triggering receptor expressed on myeloid cells 2	Up	Unfavored	Functions in immune response and may be involved in chronic inflammation by triggering the production of constitutive inflammatory cytokines
*MTHFD1L*	methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 1 like	Up	Unfavored	Involved in the synthesis of tetrahydrofolate (THF) in the mitochondrion. THF is important in the de novo synthesis of purines and thymidylate and in the regeneration of methionine from homocysteine.
*PCK1*	phosphoenolpyruvate carboxykinase 1	Down	Favored	A main control point for the regulation of gluconeogenesis ^(37)^
*TSC22D3*	TSC22 domain family member 3	Down	Favored	Function as transcriptional regulators in the anti-inflammatory and immunosuppressive effects of this steroid and chemokine
*SLC22A7*	solute carrier family 22 member 7	Down	Favored	Involved in the sodium-independent transport and excretion of organic anions, some of which are potentially toxic.
*CYP2U1*	cytochrome p450 family 2 subfamily U member 1	Down	Favored	Xenobiotic metabolic process; Cell death; Arachidonic acid metabolic process
*SARDH*	sarcosine dehydrogenase	Down	Favored	An enzyme localized to the mitochondrial matrix which catalyzes the oxidative demethylation of sarcosine
*TTC36*	tetratricopeptide repeat domain 36	Down	Favored	May function as a tumor suppressor in hepatocellular carcinoma (HCC) since it promotes apoptosis but is downregulated in HCC.
*APOC1*	apolipoprotein C1	Down	Favored	High-density lipoprotein and very low-density lipoprotein metabolism; Inhibits cholesteryl ester transfer protein in plasma

Superscript is the information of references related to human HCC

Additionally, 44 hepatic metabolites (e.g., leucine, urea, ribitol, palmitic acid, oxalic acid, myo-inositol, succinic acid, ethanolamine, uracil, sorbitol, galactitol, and taurine) were commonly altered by WD, aging, and FXR deactivation (Fig. S20). To further identify liver disease-related metabolites or gut microbes, an association analysis was performed between hepatic features (76 transcripts and 44 metabolites) and non-hepatic features (serum/urine metabolites and cecal microbiota at genus level) (Fig. S21). An expanded heatmap revealed the expressions of those 25 hepatic transcripts, which predict human HCC survival (Table 1), correlated with serum or urine metabolites and microbes (Fig. S21). The 18 genes whose upregulation predicts worse survival of HCC patients (red) were positively correlated with serum N-methylhydantoin and ornithine, as well as cecal *Dehalobacterium*, *Bacteroides*, and *Desulfovibrio.* The 7 genes whose downregulation predicts worse survival of HCC patients (blue) were positively associated with serum concentrations of formate, arginine, betaine, and glycolate.

## Discussion

This study investigated the impact of WD intake and aging on metabolic liver disease development in WT and FXR KO mice based on multi-omics data. It revealed the indispensable roles of FXR in regulating age and diet-associated liver metabolism. Common and unique hepatic transcripts, liver, serum, and urine metabolites, as well as cecal microbiota affected by diet, and/or age, and/or FXR deactivation were uncovered to identify metabolic features for the healthy liver, NAFLD, and HCC. Transcripts and metabolites as well as their pathways in the liver represent hepatic phenotypes induced by WD, aging, and FXR deactivation. Metabolomics of serum and urine and gut microbiota reflect patterns of metabolic dysfunction, which can guide diagnosis and improve insight into the pathophysiology of metabolic liver diseases.

WD-fed WT mice have metabolic perturbations with mild NASH [22]. Consistently, transcriptomic data revealed that the cholesterol biosynthesis pathway was inhibited, whereas genes involved in the regulation of cytokine production were upregulated by WD intake. We previously found that prolonged WD intake led to hepatic lymphocyte and neutrophil infiltration when mice reached 10 months of age [5]. Furthermore, many proinflammatory cytokine and chemokine genes including the *Ccl17*, *Ccl20*, *Ccl2*, *Tnf*, and *Il6* were induced in 15-month-old mice revealing the combined impact of diet and age [4]. Reduced OXPHOS in WD-fed WT mice, which indicates mitochondrial dysfunction, together with heightened inflammation contribute to deregulated lipid and glucose metabolism, insulin resistance, and cancer development [23–25].

In FXR KO mice, WD intake increased serum alanine aminotransferase at 5 months of age indicating liver injury [14]. WD uniquely enhanced the expression of iron binding related genes in FXR KO mice. Iron overload leads to liver injury through the production of reactive oxygen species, which is implicated in liver carcinogenesis [26]. However, the exact role of FXR in regulating iron remains to be studied.

PCA of hepatic transcriptomics data revealed that WD intake facilitated aging, which is characterized by inflammageing. In consistency, 15-month-old livers had induced cytokine, inflammatory responses, leukocyte migration, myeloid leukocyte activation, etc. Moreover, similar to WD intake, many age-related changes in hepatic transcriptomes found in WT mice were no longer noted in FXR KO mice. 

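The WT age DEGs were followed in FXR KO livers. On CD 365 of the 411 tested in both (88.8%) and on WD 1510 of 1658 (91.1%) changed in the same direction, 213 and 477 of them at unadjusted p under 0.05 and 10 and 62 as DEGs. Their median change in the WT direction was 0.76 and 0.55 in FXR KO against 1.41 and 1.49 in WT. Over all tested genes the age effects of the 2 genotypes correlated with a Spearman coefficient of 0.466 on CD and 0.542 on WD, although genes are not independent replicates. Simulations with the WT fold changes and the spread of the FXR KO livers called a median of 293 and 1350 genes. In turn, the FXR KO age DEGs had a median of 2.11 in FXR KO and 1.23 in their direction in WT on CD, and 1.76 and 1.51 on WD. Genes thus looked larger in the genotype in which they were selected, and part of the gap between the medians comes from the selection. Most WT age DEGs kept their direction in FXR KO.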

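Among the 12 lists, those with the smallest camera p for the decrease with WD in WT were cholesterol biosynthesis, OXPHOS and the cytosolic ribosomal proteins (-0.34, camera adjusted p 3.8e-14). With age in WT they were OXPHOS and the ribosomal proteins (-0.51, 8.8e-24), and so also in FXR KO (-0.26, 2.3e-29). Ribosomal protein genes resemble nuclear OXPHOS genes in being short and abundant, and have no known tie to respiration. With WD in WT at 10 months they fell by 1.01, and by 0.51 with the length and GC trend removed. With WD at 15 months their median was 0.0224 in WT and -0.229 in FXR KO, and that of OXPHOS -0.267 and -0.289. The FXR KO fall at that age was thus not particular to OXPHOS. Across the 48 livers the GC percent of a library and its OXPHOS score had a Pearson correlation of -0.773 (two-sided permutation p 1e-05, the smallest possible), a Spearman correlation of -0.749 and a Pearson correlation of -0.765 without the 2 farthest livers. Within 5, 10 and 15 months Pearson was -0.721, -0.866 and -0.806 and Spearman -0.700, -0.794 and -0.752, and for deviations from the group means -0.809. By median, mitochondrially encoded genes with age changed by -0.00 in WT and -0.11 in FXR KO, the erythrocyte list by -0.68 and 0.39. The WT median of the mitochondrially encoded genes was 0.311 on CD and -0.286 on WD. Their score per liver changed by -0.235 in WT (permutation p 0.163) and by -0.231 in FXR KO (permutation p 0.0241, adjusted 0.0482). Over the 96 tests of lists, 61 passed with camera, and 38 of these held with fry.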

Notably, OXPHOS, the process to generate ATP in mitochondria, was the top downregulated pathway caused by WD intake as well as aging in an FXR-dependent manner. Along the same line, 15-month-old livers had reduced mitochondrial transmembrane transport, energy coupled proton transport, and mitochondrion organization at the transcript level. Together, activation of FXR alleviates aging and diet-reduced OXPHOS at molecular levels.

By examining the differential expression of hepatic genes between WT and FXR KO mice, the specific roles of FXR became apparent. 

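With FXR loss the inflammation list changed by 0.29 on CD (camera adjusted p 0.00329, fry 0.107, two-sided permutation p of the score 0.0581) and by 0.21 on WD (camera 0.168, fry 0.421, permutation p 0.401). On neither diet did all 4 FXR KO livers score above all 4 WT livers at any age. The CD value was 0.49 without WT replicate 19 at 10 months and the WD value 0.08 without FXR KO replicate 4 at 5 months. Without the 10-month livers they were 0.23 and 0.33. Fatty acid metabolism did not fall when averaged over ages, although on CD at 10 months its median was -0.28, with 22 of 60 genes higher. Over ages it changed by 0.09 on CD (camera 0.717) and 0.18 on WD (camera 0.0107, fry 0.0126, permutation p 0.0177), and all 4 FXR KO livers scored above all 4 WT livers on CD at 5 months and on WD at 15 months. The CD value was 0.04 without FXR KO replicate 4 at 15 months, 0.22 without the 10-month livers and -0.01 with the authors' normalization.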

Irrespective of diets, FXR inactivation increased inflammatory responses but inhibited the fatty acid metabolic process. In healthy mice, FXR also uniquely dictates neuron differentiation, muscle contraction, organ growth, and actin cytoskeleton organization in addition to metabolism. Moreover, WD intake further enriched the chemical carcinogenesis, extracellular matrix, and blood vessel development pathways in FXR KO mice leading to tumorigenesis. A limitation of the current study is that those novel roles of FXR found at molecular levels remained to be validated at phenotypic levels using other animal models.

The commonality of diet, age, and FXR KO was uncovered in the current study. The data revealed 654 hepatic transcripts commonly altered with differential expressions due to diet intake, age, and FXR deficiency. Those transcripts have the potential to be metabolic disease development signatures. Among them, 76 transcripts have been documented to be differentially expressed in human HCC vs. healthy livers. Moreover, 25 out of those 76 transcripts can predict the overall survival rate of HCC patients (Table 1). Moreover, transcripts *Trim59*, *Tpx2*, *Kif20a*, *Hmmr*, and *Nuf2* are known biomarkers of human HCC [27–31]. Additionally, upregulations of *Kif18b*, *Top2a*, *Ect2*, *E2f8*, and *Aspm* promote human HCC progression [32–36]. In contrast, *Pck1*, *Tsc22d3*, *Ttc36*, *Slc22a7*, *Cyp2u1*, *Sardh*, and *Apoc1*, whose expressions are downregulated due to WD intake, aging, and FXR KO, are reduced in human HCC. Furthermore, overexpression of the *Pck1* gene protects against HCC via activating gluconeogenesis and inhibiting glycolysis pathways [37]. These observations revealed the relevance of our data to human HCC. Together, the generated data uncovered additional hundreds of biomarkers that may be potential early markers for HCC, which remain to be validated using human specimens.

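The 7 genes were examined singly, each with all comparisons counted. Cyp2u1 (ENSMUSG00000027983.14, chromosome 3, 131082090 to 131096876) fell most widely, a DEG with WD in WT at 10 and 15 months (-2.07 and -1.23), with age in WT on both diets (-1.17 and -2.04) and in all 6 genotype comparisons (-3.16 on CD at 10 months). The groups did not overlap in any of these. Slc22a7 (ENSMUSG00000067144.8, chromosome 17, 46743044 to 46749407) changed with age in WT by -2.21 and -2.75 and was a DEG in 4 genotype comparisons. Its change with WD in WT at 10 months (-1.36, overlapping groups) became 0.34 with naming style in the model. Tsc22d3 (ENSMUSG00000031431.14, chromosome X, 139440091 to 139501408) was a DEG with WD in WT at 10 months (-1.25), with age in WT (-1.31 and -1.16) and with FXR loss on CD at 10 months (-1.24). Ttc36 (ENSMUSG00000039438.8, chromosome 9, 44710694 to 44714369) behaved alike at 10 months (-1.62 with WD, -1.74 with FXR loss) and was a DEG with FXR loss on WD at 5 months (-1.09). Its age effect on WD (-1.09) became 0.01 with GC percent as a covariate. Apoc1 (ENSMUSG00000040564.15, chromosome 7, 19422540 to 19427328) averaged 5386 ± 2199 CPM in WT on CD at 10 months and 2027 ± 118 on WD (n = 4), with overlapping groups (-1.40). It was also a DEG with FXR loss on CD at 10 months (-1.69) and with age in WT on WD (-1.34), each without overlap. Pck1 (ENSMUSG00000027513.12, chromosome 2, 172994744 to 173001066) was a DEG with FXR loss on CD at 10 months (-2.75) and at all ages on WD (-1.51, -2.29 and -2.10), and with age in WT on CD (-1.35). With WD in WT it was never a DEG, at -0.40 at 5 and -0.44 at 10 months and higher at 15 months (0.58, SE 0.17, edgeR adjusted p 0.0372, overlapping groups). Sardh (ENSMUSG00000009614.17, chromosome 2, 27078405 to 27143451) passed adjustment in several comparisons but stayed under 2-fold (-0.37 with WD at 10 months, -0.80 with FXR loss on CD at 10 months). None of the 7 was a DEG with WD or age in FXR KO. All 7 were lower there with WD at 5 and 15 months and with age on WD, 4 with WD at 10 months and 6 with age on CD. Adjusted over the list alone, 2, 0 and 2 were DEGs with WD at 5, 10 and 15 months, and 3 and 1 with age on CD and WD. That is not independent evidence, because the study chose the list on these same livers.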

The commonality of diet, age, and FXR KO was uncovered in the current study. The data revealed 654 hepatic transcripts commonly altered with differential expressions due to diet intake, age, and FXR deficiency. Those transcripts have the potential to be metabolic disease development signatures. Among them, 76 transcripts have been documented to be differentially expressed in human HCC vs. healthy livers. Moreover, 25 out of those 76 transcripts can predict the overall survival rate of HCC patients (Table 1). Moreover, transcripts *Trim59*, *Tpx2*, *Kif20a*, *Hmmr*, and *Nuf2* are known biomarkers of human HCC [27–31]. Additionally, upregulations of *Kif18b*, *Top2a*, *Ect2*, *E2f8*, and *Aspm* promote human HCC progression [32–36]. In contrast, *Pck1*, *Tsc22d3*, *Ttc36*, *Slc22a7*, *Cyp2u1*, *Sardh*, and *Apoc1*, whose expressions are downregulated due to WD intake, aging, and FXR KO, are reduced in human HCC. Furthermore, overexpression of the *Pck1* gene protects against HCC via activating gluconeogenesis and inhibiting glycolysis pathways [37]. These observations revealed the relevance of our data to human HCC. Together, the generated data uncovered additional hundreds of biomarkers that may be potential early markers for HCC, which remain to be validated using human specimens.

Metabolites can impact hepatic inflammation and metabolic disease development. In the liver, irrespective of age, WD increased uracil, oxoproline, and myo-inositol but decreased linoleic acid. Uracil and oxoproline (a cyclized derivative of L-glutamic acid) are etiologic factors for NASH [38]. Myo-inositol is a sugar alcohol and a precursor of inositol triphosphate, acting as an intracellular second messenger and regulating hormonal signaling including insulin [39, 40]. In consistency, linoleic acid is decreased in aging mice and human HCC [41]. In addition, WD enriched steroid biosynthesis with increased squalene in WT mice, and the accumulation of squalene in the liver decreases hepatic cholesterol and triglycerides [42]. Citrate cycle/TCA cycle and glycolysis/gluconeogenesis, enriched by WD only in FXR KO mice, are associated with type 2 diabetes [43].

Hepatic alanine, aspartate, and glutamate metabolism is one of the most significant pathways altered by aging in WT but not in FXR KO mice. It is also the top pathway deregulated by FXR deactivation. Those amino acid metabolic pathways might be involved in the pathogenesis of metabolic syndrome [44]. In addition, aging decreased ethanolamine (amino alcohol) and metabolites involved in the aminoacyl-tRNA biosynthesis in WT mice. Ethanolamine is a precursor for phospholipids synthesis. Dietary ethanolamine exhibits a protective effect against hyperlipidemia in aged mice [45]. Reduced hepatic ethanolamine was consistently found in WD-fed WT mice further suggesting its protective role. Moreover, ursodeoxycholic acid, which was reduced by WD and FXR KO, has hepatoprotective effects partly by regulating the aminoacyl-tRNA biosynthesis [5, 46]. Thus, at the molecular level, hepatic amino acid metabolism in aging is dependent on FXR.

By comparing FXR KO with WT mouse livers, FXR is essential for propanoate metabolism (reduced 2-hydroxybutyric acid, increased 2-ketobutyric acid, succinic acid, and beta-alanine). 2-Hydroxybutyric acid is produced by threonine and methionine as well as glutathione anabolism. It metabolizes into propionyl-CoA, a coenzyme A derivative of propionic acid, which converts into succinyl CoA and participates in the TCA cycle and gluconeogenesis. 2-Hydroxybutyric acid is functionally related to butyric acid which is associated with gut microbiota, and vancomycin pretreatment increases serum 2-hydroxybutyric acid [47]. It has been shown that 2-hydroxybutyric acid via intraperitoneal injection protects against acetaminophen-induced liver injury in mice [47]. In contrast, succinic acid has been identified as an oncometabolite in causing cancer [48]. Consistently, the highest concentration of hepatic succinic acid was observed in WD-fed FXR KO at 15 months of age.

FXR KO reduced hepatic melibiose in a diet-independent manner. Melibiose is a nondigestible disaccharide formed by an α-1,6 linkage between galactose and glucose. Cleaved by α-galactosidase found in *Saccharomyces pastorianus*, melibiose breaks down into glucose and galactose. Decreased hepatic melibiose in FXR KO mice reveals the significance of FXR in regulation of sugar metabolism via the gut-liver axis. Specific to WD-fed animals, FXR KO induces hepatic orotic acid and 3-phosphoglycerate, which have been implicated in tumorigenesis [49, 50].

It is interesting to note that altered hepatic arginine biosynthesis is shared by dietary intervention, aging, and FXR KO. Arginine is synthesized from citrulline in the urea cycle, which is an energetically costly process, and further metabolized into urea. Increased urea was consistently found in the livers of aged mice. Urea is derived from ammonia, which is generally considered to play a role in hepatic encephalopathy [51]. The potential roles of the ammonia-urea cycle in metabolic disease development and liver injury warrant further investigation.

Hepatic fumaric acid (dicarboxylic acid) involved in arginine biosynthesis was increased by both WD and FXR KO. Fumaric acid is formed by the oxidation of succinic acid and a precursor of L-malate in the TCA cycle. In consistency, malic acid was also elevated in WD-fed FXR KO mice. Fumaric acid has been identified as a cancer-causing metabolite [52], indicating TCA cycle involves in the pathogenetic arginine biosynthesis during metabolic liver disease development (Fig. S18).

Serum metabolomics can distinguish chronological ages in both genotypes. Aging increased amino acids (alanine, isoleucine) but decreased 1.3-dihydroxyacetone (DHA, non-toxic sugar) and ketone bodies (acetone, acetoacetate) in the serum. In consistency, hepatic alanine and isoleucine also increased with age. Alanine is produced from pyruvate by transamination. Isoleucine is a branch-chain amino acid (BCAA), and circulating BCAA increases in humans with metabolic diseases including obesity and type 2 diabetes [53].

In contrast with serum metabolome, urine metabolome distinguished dietary effects in both genotypes based on PCA. There was no apparent kidney injury in any of those studied mice. As signatures of WD intake, urine TMA and trimethylamine N-oxide (TMAO) were reduced. Additionally, FXR KO also reduced urine TMA. TMAO is synthesized endogenously from TMA, which is generated from microbial metabolism of choline, lecithin, or carnitine. TMA via the portal circulation converts into TMAO in the liver. A high-fat diet can reduce the ratio of TMA to TMAO in the urine, and TMAO supplementation aggravates liver steatosis by inhibiting FXR [15, 54].

Knockout of FXR also leads to metabolic deterioration based on urine metabolomics. FXR KO increased urine 2-hydroxyvalerate, which is increased with lactic acidosis occurring in succinic acidemia [55]. In line, hepatic succinic acid was elevated in FXR KO mice which are cancer prone. In contrast, FXR KO reduced urine taurine and creatinine. Taurine is an essential amino acid that conjugates bile acids. The reduced output might suggest increased demand in conjugation. Creatinine is a waste product and its reduction in urine might be due to inefficient kidney/glomerular filtration.

PCA showed that the cecal microbiota community structure was distinctly different based on ages dependent on FXR. *Erysipelotrichaceae* and *Lachnospiraceae* (Fig. S12), as butyrate-producing bacteria, were reduced in aged WT mice. Age associated reduction of *Rikenellaceae* was only found in the absence of FXR, and the reduced *Rikenellaceae* is also found in NAFLD [56]. FXR KO mice also have a distinct gut microbiota structure in comparison to the WT, and *Bacteroidaceae* are expanded in FXR KO mice [4]. We further showed that *Bacteroides* at genus level under the *Bacteroidaceae* family was consistently increased due to lack of FXR irrespective of diets and ages.

Using data generated from non-liver specimens, association analysis (Fig. S21) revealed that serum betaine reduction was linked with the elevated expression of genes implicated in HCC poor survival. Betaine is an antioxidant that inhibits inflammation and apoptosis but upregulates cytoprotective Akt/mTOR signaling in fatty liver disease [57]. In this study, serum betaine was reduced in FXR-deficient mice. Moreover, FXR KO increased the relative abundance of *Dehalobacterium*, *Bacteroides,* and *Desulfovibrio*, which were linked with high expression levels of genes implicated in HCC poor survival. It has been shown that these three expanded bacteria contribute to metabolic liver disease development in the mouse model [58, 59]. Fecal metabolites were not analyzed in the current study. Others omics data such as lipidomics and glycomics were also not done. Additional analyses will uncover other biomarkers for the risks of liver metabolic disease development including NASH and HCC.

## Conclusions

Collectively, FXR can be a target for improving human HCC survival, and metabolites or bacteria from noninvasive specimens can potentially be used for the early detection markers of metabolic liver diseases.

## Supplementary Information

**Additional file 1: Fig. S1.** Serum cholesterol and triglycerides levels in WT and FXR KO mice fed with either a CD or WD in 3 age groups. (A) Serum cholesterol levels (Compared with 5-month-old CD-WT, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001) (B) Serum triglycerides levels (Compared with 5-month-old CD-WT, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001). Unpaired t-test.

**Additional file 2: Fig. S2.** Heatmaps show the fold changes of WD-altered 36 transcripts in (A) WT mice and 6 transcripts in (B) FXR KO mice regardless of ages (fold change ≥2 and adjusted *p* value < 0.05). **Fig. S3.** Altered liver metabolites due to differential dietary intake. (A) Diet altered metabolites in both WT and FXR KO mice. (B) Diet changed metabolites only in WT or FXR KO mice (raw *p* value < 0.05 and FDR < 0.1). **Fig. S4.** The effects of diets on hepatic bile acids in WT and FXR KO mice. (A) Principal component analyses of hepatic bile acids of WT and FXR KO mice fed with either a CD or WD. (B) Venn diagrams show the numbers of distinct and overlapping bile acids that were changed by differential diets intake in 3 age groups (*p* < 0.05). (C) A heatmap of relative concentrations of hepatic bile acids. **Fig. S5.** The effects of diets on serum metabolomes in WT and FXR KO mice. (A) Principal component analyses of serum metabolomes of WT and FXR KO mice fed with either a CD or WD. (B) Venn diagrams show the numbers of distinct and overlapping metabolites that were changed by differential diets intake in 3 age groups (raw *p* value < 0.05 and FDR < 0.1). The metabolites in purple were affected by diet in both genotypes. **Fig. S6.** The effects of diets on urine metabolomes in WT and FXR KO mice. (A) Principal component analyses of urine metabolomes of WT and FXR KO mice. (B) Venn diagrams show the numbers of distinct and overlapping metabolites that were changed due to differential diet intake in 3 age groups (raw *p* value < 0.05 and FDR < 0.1). The metabolites in purple are commonly affected by diet in both genotypes. **Fig. S7.** The effects of diets on cecal microbiota. (A) Principal component analyses of cecal microbiota at genus level of WT and FXR KO mice fed with either a CD or WD. (B) Venn diagrams show the numbers of distinct and overlapping cecal microbiota at the genus level that were changed by differential diets intake in 3 age groups (raw *p* value < 0.05). **Fig. S8.** Age altered liver metabolites in WT and FXR KO mice. (A) Heatmap of metabolites that changed due to age (15 vs. 5) shared in both WT and FXR KO mice. (B) Age-changed metabolites in WT or FXR KO mice (raw *p* value < 0.05 and FDR < 0.1). **Fig. S9.** The influence of ages on hepatic bile acids in WT and FXR KO mice. (A) Principal component analyses of hepatic bile acids of 5- or 15-month-old WT and FXR KO mice fed with either a CD or WD. (B) Venn diagrams show the numbers of distinct and overlapping bile acids that were changed in two age groups. **Fig. S10.** The influence of ages on serum metabolomes in WT and FXR KO mice. (A) Principal component analyses of serum metabolomes of 5- or 15-month-old WT and FXR KO mice fed with either a CD or WD. (B) Venn diagrams show the numbers of distinct and overlapping metabolites that were changed in two age groups. The metabolites in purple were commonly affected by ages in both genotypes (raw *p* value < 0.05 and FDR < 0.1). **Fig. S11.** The influence of ages on urine metabolomes in WT and FXR KO mice. (A) Principal component analyses of urine metabolomes of 5- or 15-month-old WT and FXR KO mice fed with either a CD or WD. (B) Venn diagrams show the numbers of distinct and overlapping metabolites that were changed by age (raw *p* value < 0.05 and FDR < 0.1). The metabolites in purple are commonly affected by age in both genotypes. **Fig. S12.** The influence of ages on cecal microbiota in WT and FXR KO mice. (A) Principal component analyses of cecal microbiota at genus level of 5- or 15-month-old WT and FXR KO mice fed with either a CD or WD . (B) Venn diagrams show the numbers of distinct and overlapping bacteria at the genus level that were changed by age (raw *p* value < 0.05). **Fig. S13.** Altered liver metabolites due to FXR KO. (A) A heatmap shows FXR KO-altered metabolites commonly found in mice with either a CD or WD. (B) FXR KO changed metabolites in WT or FXR KO mice (raw *p* value < 0.05 and FDR < 0.1). **Fig. S14.** The effects of FXR KO on hepatic bile acids. (A) Principal component analyses of serum metabolomes of WT and FXR KO mice fed with either a CD or WD and euthanized when they were 5, 10, and 15 months old. (B) Venn diagrams show the numbers of distinct and overlapping metabolites that were altered by FXR KO in CD- and WD-fed mice (raw p value < 0.05 and FDR < 0.1). **Fig. S15.** The effects of FXR KO on serum metabolomes. (A) Principal component analyses of serum metabolomes of WT and FXR KO mice fed with either a CD or WD and euthanized when they were 5, 10, and 15 months old. (B) Venn diagrams show the numbers of distinct and overlapping metabolites that were altered by FXR KO in CD- and WD-fed mice (raw *p* value < 0.05 and FDR < 0.1). The metabolites in purple were commonly changed by FXR KO in both CD- and WD-fed mice. **Fig. S16.** A heatmap shows serum metabolite levels in WT and FXR KO mice fed with either a CD or WD for different durations. **Fig. S17.** The effects of FXR KO on urine metabolomes. (A) Principal component analyses of urine metabolomes of WT and FXR KO mice fed with either a CD or WD and euthanized when mice were 5, 10, and 15 months old. (B) Venn diagrams show the numbers of distinct and overlapping metabolites that were altered by FXR KO in CD- and WD-fed mice (raw *p* value < 0.05 and FDR < 0.1). The metabolites in purple were commonly changed by FXR KO in both CD- and WD-fed mice. **Fig. S18.** A heatmap shows urine metabolite levels in WT and FXR KO mice fed with either a CD or WD for different durations. **Fig. S19.** The effects of FXR KO on cecal microbiota. (A) Principal component analyses of cecal microbiota at genus level of WT and FXR KO mice fed with either a CD or WD and euthanized when mice were 5, 10, and 15 months old. (B) Venn diagrams show the numbers of distinct and overlapping bacteria that were altered by FXR KO in CD- and WD-fed mice. The bacteria in purple were commonly changed by FXR KO in both CD- and WD-fed mice. (C) A heatmap of relative abundances of cecal microbiota at genus level that were changed by FXR KO irrespective of ages (raw *p* value < 0.05). **Fig. S20.** Common changes in hepatic metabolites due to WD intake, aging, and FXR KO. Venn diagram shows the number of altered metabolites by each risk factor. Heatmap of 44 hepatic metabolites that were commonly altered by diet, age, and FXR KO (raw *p* value < 0.05 and FDR < 0.1). **Fig. S21.** Spearman’s correlation analysis between hepatic features (76 transcripts and 44 metabolites that were commonly altered by diet, age, and FXR KO) and serum/urine metabolites as well as cecal microbiota at the genus level. *p < 0.05, **p < 0.01 with Hochberg correction. Upregulated transcripts are in red, while downregulated ones are in blue. **Fig. S22.** Diet, age, and FXR KO altered hepatic, serum, and urine metabolites involved in the urea cycle, TCA cycle, and methionine cycle.

**Additional file 3: Table S1.** The function of hepatic transcripts that were consistently altered by WD intake in WT and FXR KO mice irrespective of their ages.

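Of the genes listed as higher with WD in WT, 7 of 8 were DEGs at all 3 ages, and of those listed as lower 24 of 27. The exceptions were Orm3, Gm10642 and Fasn, which missed at least 1 age, and D830032E09Rik, which had enough counts only at 15 months. Fasn changed by -1.30, -0.20 and -1.32. Its 10-month value crossed zero, to 0.08, with 1 liver left out. Adjusted over the list alone 8, 8 and 8 of the higher and 26, 24 and 27 of the lower genes were DEGs by age, which is not independent evidence as the list was made from the same livers. In FXR KO livers the genes listed as lower in WT had median changes of -1.37, -1.36 and -0.83, with 23 of 24 negative at each age, and 8, 0 and 0 were DEGs.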

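The table that follows gives the GC percent of each library, which ran from 47.6% to 49.6% over the 48 libraries. Because GC percent differed between groups, it was entered as a covariate. At 15 months this lowered the WT diet count from 842 to 4, and at 10 months from 1498 to 246. A covariate that differs between the groups compared also takes up part of the difference of interest. Removing instead the trend with gene length and GC from each library, which leaves the groups unadjusted, gave 1012 genes at 10 months. Of these, 783 were also called without the removal. At 15 months the trend removal gave 633 higher and 191 lower genes, against 662 and 180 in the main test.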

**Additional file 4: Table S2.** RNA sequence quality data.

## Data Availability

RNA sequencing data are available on Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) (GSE216375). All data to support the conclusions are present in the paper and supplemental Figures/Tables. Additional information related to this paper can be requested from the authors.

## Abbreviations

BA: Bile acid
CD: Control diet
DEGs: Differentially expressed genes
FXR: Farnesoid X receptor
GPBAR1: G protein-coupled bile acid receptor 1
HCC: Hepatocellular carcinoma
KO: Knockout
NAFLD: non-alcoholic fatty liver disease
NASH: Non-alcoholic steatohepatitis
OXPHOS: Oxidative phosphorylation
PCA: Principal component analysis
TCGA: The Cancer Genome Atlas
TMA: Trimethylamine
TMAO: Trimethylamine N-oxide
WD: Western diet
WT: Wild-type

## References

[1] Ioannou GN (2021). Epidemiology and risk-stratification of NAFLD-associated HCC. J Hepatol.

[2] Juanola O, Martínez-López S, Francés R, Gómez-Hurtado I. Non-alcoholic fatty liver disease: metabolic, genetic, epigenetic and environmental risk factors. Int J Environ Res Public Health. 2021;18(10):5227.10.3390/ijerph18105227PMC815593234069012

[3] Sheng L, Jena PK, Hu Y, Wan YY (2021). Age-specific microbiota in altering host inflammatory and metabolic signaling as well as metabolome based on the sex. Hepatobiliary Surg Nutr.

[4] Sheng L, Jena PK, Hu Y, Liu HX, Nagar N, Kalanetra KM (2017). Hepatic inflammation caused by dysregulated bile acid synthesis is reversible by butyrate supplementation. J Pathol.

[5] Jena PK, Sheng L, Liu HX, Kalanetra KM, Mirsoian A, Murphy WJ (2017). Western diet-induced dysbiosis in farnesoid X receptor knockout mice causes persistent hepatic inflammation after antibiotic treatment. Am J Pathol.

[6] Jena PK, Sheng L, Li Y, Wan YY (2020). Probiotics VSL#3 are effective in reversing non-alcoholic steatohepatitis in a mouse model. Hepatobiliary Surg Nutr.

[7] Jena PK, Sheng L, Nguyen M, Di Lucente J, Hu Y, Li Y (2020). Dysregulated bile acid receptor-mediated signaling and IL-17A induction are implicated in diet-associated hepatic health and cognitive function. Biomark Res.

[8] Xiong X, Wang X, Lu Y, Wang E, Zhang Z, Yang J (2014). Hepatic steatosis exacerbated by endoplasmic reticulum stress-mediated downregulation of FXR in aging mice. J Hepatol.

[9] Lefebvre P, Staels B (2014). Failing FXR expression in the liver links aging to hepatic steatosis. J Hepatol.

[10] Wu L, Feng J, Li J, Yu Q, Ji J, Wu J (2021). The gut microbiome-bile acid axis in hepatocarcinogenesis. Biomedi Pharmacother= Biomedecine & pharmacotherapie.

[11] Huang X-f, Zhao W-y, Huang W-d (2015). FXR and liver carcinogenesis. Acta Pharmacol Sin.

[12] Kim I, Morimura K, Shah Y, Yang Q, Ward JM, Gonzalez FJ (2007). Spontaneous hepatocarcinogenesis in farnesoid X receptor-null mice. Carcinogenesis.

[13] Su H, Ma C, Liu J, Li N, Gao M, Huang A (2012). Downregulation of nuclear receptor FXR is associated with multiple malignant clinicopathological characteristics in human hepatocellular carcinoma. Am J Physiol Gastrointest Liver Physiol.

[14] Sheng L, Jena PK, Liu HX, Kalanetra KM, Gonzalez FJ, French SW (2017). Gender differences in bile acids and microbiota in relationship with gender dissimilarity in steatosis induced by diet and FXR inactivation. Sci Rep.

[15] Hasegawa Y, Chen S-Y, Sheng L, Jena PK, Kalanetra KM, Mills DA (2020). Long-term effects of western diet consumption in male and female mice. Sci Rep.

[16] Sinal CJ, Tohkin M, Miyata M, Ward JM, Lambert G, Gonzalez FJ (2000). Targeted disruption of the nuclear receptor FXR/BAR impairs bile acid and lipid homeostasis. Cell.

[17] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods.

[18] Soneson C, Love MI, Robinson MD. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res. 2015;4:1521.10.12688/f1000research.7563.1PMC471277426925227

[19] Zhu A, Ibrahim JG, Love MI (2019). Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics (Oxford, England).

[20] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[21] Dubois-Chevalier J, Dubois V, Dehondt H, Mazrooei P, Mazuy C, Sérandour AA (2017). The logic of transcriptional regulator recruitment architecture at cis-regulatory modules controlling liver functions. Genome Res.

[22] Machado MV, Michelotti GA, Xie G, de Almeida TP, Boursier J, Bohnic B (2015). Mouse models of diet-induced nonalcoholic steatohepatitis reproduce the heterogeneity of the human disease. PLoS One.

[23] Kim J-a, Wei Y, Sowers JR (2008). Role of mitochondrial dysfunction in insulin resistance. Circ Res.

[24] Ribas V, García-Ruiz C, Fernández-Checa JC (2016). Mitochondria, cholesterol and cancer cell metabolism. ClinTransl Med.

[25] Bournat JC, Brown CW (2010). Mitochondrial dysfunction in obesity. Curr Opin Endocrinol Diabetes Obes.

[26] Miyanishi K, Tanaka S, Sakamoto H, Kato J (2019). The role of iron in hepatic inflammation and hepatocellular carcinoma. Free Radic Biol Med.

[27] Khatamianfar V, Valiyeva F, Rennie PS, Lu WY, Yang BB, Bauman GS (2012). TRIM59, a novel multiple cancer biomarker for immunohistochemical detection of tumorigenesis. BMJ Open.

[28] Neumayer G, Belzil C, Gruss OJ, Nguyen MD (2014). TPX2: of spindle assembly, DNA damage response, and cancer. Cell Mol Life Sci.

[29] Li L, Lei Q, Zhang S, Kong L, Qin B (2017). Screening and identification of key biomarkers in hepatocellular carcinoma: evidence from bioinformatic analysis. Oncol Rep.

[30] Guo H, Fan Q (2021). Identification of the HMMR gene as a diagnostic and prognostic biomarker in hepatocellular carcinoma based on integrated bioinformatics analysis. Evid Based Complement Alternat Med.

[31] Xie X, Jiang S, Li X (2021). Nuf2 is a prognostic-related biomarker and correlated with immune infiltrates in hepatocellular carcinoma. Front Oncol.

[32] Yang B, Wang S, Xie H, Wang C, Gao X, Rong Y (2020). KIF18B promotes hepatocellular carcinoma progression through activating Wnt/β-catenin-signaling pathway. J Cell Physiol.

[33] Wang T, Lu J, Wang R, Cao W, Xu J (2022). TOP2A promotes proliferation and metastasis of hepatocellular carcinoma regulated by miR-144-3p. J Cancer.

[34] Xu D, Wang Y, Wu J, Zhang Z, Chen J, Xie M (2021). ECT2 overexpression promotes the polarization of tumor-associated macrophages in hepatocellular carcinoma via the ECT2/PLK1/PTEN pathway. Cell Death Dis.

[35] Lv Y, Xiao J, Liu J, Xing F (2017). E2F8 is a potential therapeutic target for hepatocellular carcinoma. J Cancer.

[36] Zhang H, Yang X, Zhu L, Li Z, Zuo P, Wang P (2021). ASPM promotes hepatocellular carcinoma progression by activating Wnt/β-catenin signaling through antagonizing autophagy-mediated Dvl2 degradation. FEBS Open Bio.

[37] Tang Y, Zhang Y, Wang C, Sun Z, Li L, Cheng S (2018). Overexpression of PCK1 gene antagonizes hepatocellular carcinoma through the activation of gluconeogenesis and suppression of glycolysis pathways. Cell Physiol Biochem.

[38] Qi S, Xu D, Li Q, Xie N, Xia J, Huo Q (2017). Metabonomics screening of serum identifies pyroglutamate as a diagnostic biomarker for nonalcoholic steatohepatitis. Clin Chim Acta.

[39] Croze ML, Soulage CO (2013). Potential role and therapeutic interests of myo-inositol in metabolic diseases. Biochimie.

[40] Chhetri DR (2019). Myo-inositol and its derivatives: their emerging role in the treatment of human diseases. Front Pharmacol.

[41] Ferrarini A, Di Poto C, He S, Tu C, Varghese RS, Kara Balla A (2019). Metabolomic analysis of liver tissues for characterization of hepatocellular carcinoma. J Proteome Res.

[42] Lou-Bonafonte JM, Martínez-Beamonte R, Sanclemente T, Surra JC, Herrera-Marcos LV, Sanchez-Marco J, et al. Current insights into the biological action of squalene. Mol Nutr Food Res. 2018;62(15):e1800136.10.1002/mnfr.20180013629883523

[43] Guasch-Ferré M, Santos JL, Martínez-González MA, Clish CB, Razquin C, Wang D (2020). Glycolysis/gluconeogenesis- and tricarboxylic acid cycle-related metabolites, Mediterranean diet, and type 2 diabetes. Am J Clin Nutr.

[44] Sookoian S, Pirola CJ (2012). Alanine and aspartate aminotransferase and glutamine-cycling pathway: their roles in pathogenesis of metabolic syndrome. World J Gastroenterol.

[45] Ding L, Zhang L, Shi H, Xue C, Yanagita T, Zhang T (2020). The protective effect of dietary EPA-enriched ethanolamine plasmalogens against hyperlipidemia in aged mice. Eur J Lipid Sci Technol.

[46] Kim DJ, Chung H, Ji SC, Lee S, Yu KS, Jang IJ (2019). Ursodeoxycholic acid exerts hepatoprotective effects by regulating amino acid, flavonoid, and fatty acid metabolic pathways. Metabolomics.

[47] Zheng N, Gu Y, Hong Y, Sheng L, Chen L, Zhang F (2020). Vancomycin pretreatment attenuates acetaminophen-induced liver injury through 2-hydroxybutyric acid. J Pharm Anal.

[48] Xia L, Zhang H, Wang X, Zhang X, Nie K (2021). The role of succinic acid metabolism in ovarian cancer. Front Oncol.

[49] Winter H, Kaisaki PJ, Harvey J, Giacopuzzi E, Ferla MP, Pentony MM, et al. Identification of circulating genomic and metabolic biomarkers in intrahepatic cholangiocarcinoma. Cancers (Basel). 2019;11(12):1895.10.3390/cancers11121895PMC696659731795195

[50] Li M, Wu C, Yang Y, Zheng M, Yu S, Wang J (2021). 3-phosphoglycerate dehydrogenase: a potential target for cancer treatment. Cell Oncol (Dordr).

[51] Parekh PJ, Balart LA (2015). Ammonia and its role in the pathogenesis of hepatic encephalopathy. Clin Liver Dis.

[52] Ni Y, Xie G, Jia W (2014). Metabonomics of human colorectal cancer: new approaches for early diagnosis and biomarker discovery. J Proteome Res.

[53] Lynch CJ, Adams SH (2014). Branched-chain amino acids in metabolic signalling and insulin resistance. Nat Rev Endocrinol.

[54] Tan X, Liu Y, Long J, Chen S, Liao G, Wu S (2019). Trimethylamine N-oxide aggravates liver steatosis through modulation of bile acid metabolism and inhibition of farnesoid x receptor signaling in nonalcoholic fatty liver disease. Mol Nutr Food Res.

[55] Asano K, Miyamoto I, Matsushita T, Murakami Y, Minoura S, Wagatsuma T (1988). Succinic acidemia: a new syndrome of organic acidemia associated with congenital lactic acidosis and decreased NADH-cytochrome c reductase activity. Clin Chim Acta.

[56] Michels N, Zouiouich S, Vanderbauwhede B, Vanacker J, Indave Ruiz BI, Huybrechts I (2022). Human microbiome and metabolic health: an overview of systematic reviews. Obes Rev.

[57] Veskovic M, Mladenovic D, Milenkovic M, Tosic J, Borozan S, Gopcevic K (2019). Betaine modulates oxidative stress, inflammation, apoptosis, autophagy, and Akt/mTOR signaling in methionine-choline deficiency-induced fatty liver disease. Eur J Pharmacol.

[58] Le HH, Lee MT, Besler KR, Johnson EL (2022). Host hepatic metabolism is modulated by gut microbiota-derived sphingolipids. Cell Host Microbe.

[59] Zhang X, Coker OO, Chu ES, Fu K, Lau HCH, Wang YX (2021). Dietary cholesterol drives fatty liver-associated liver cancer by modulating gut microbiota and metabolites. Gut.

# Supplementary material for: The essential roles of FXR in diet and age influenced metabolic changes and liver disease development: a multi-omics study
**Source:** Biomark Res. 2023 Feb 18;11:20. doi: 10.1186/s40364-023-00458-9

Fig.S2

(A)

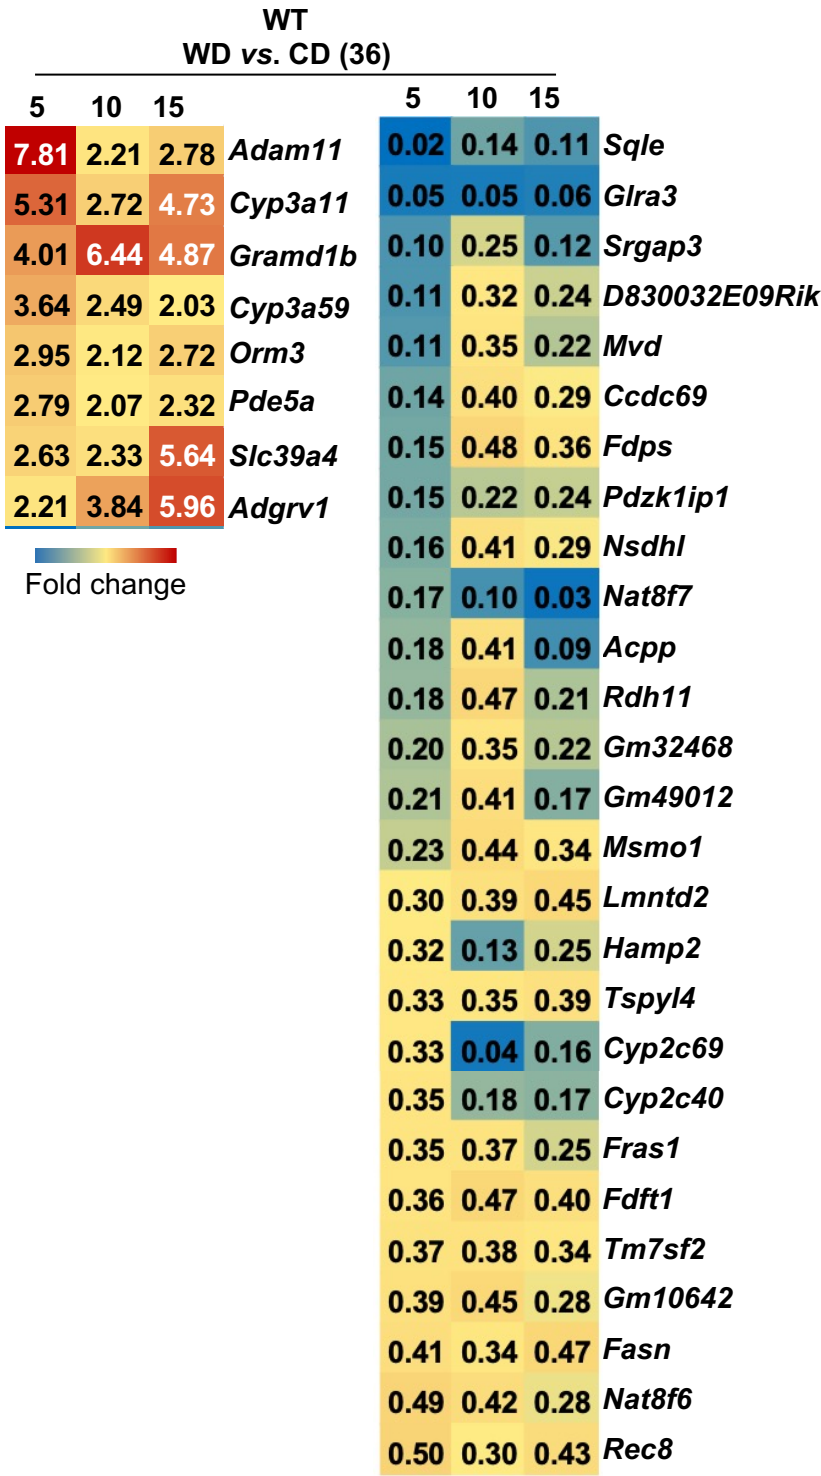

(B)

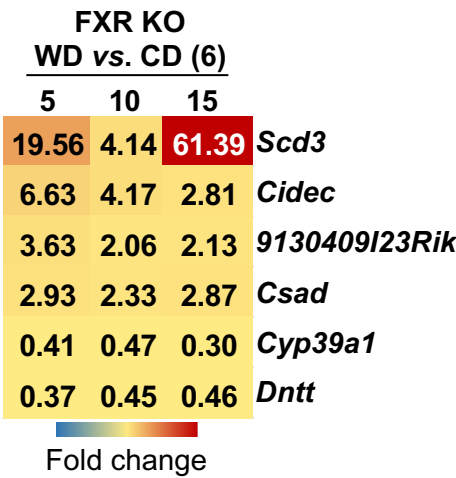

Fig. S3  
(A)

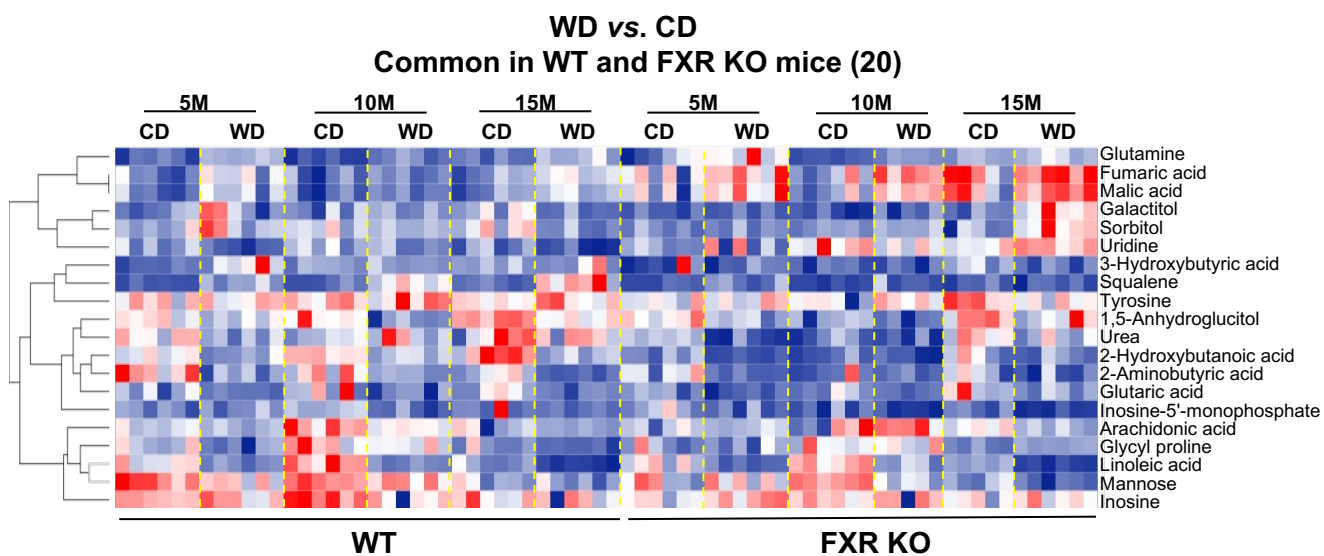

(B)

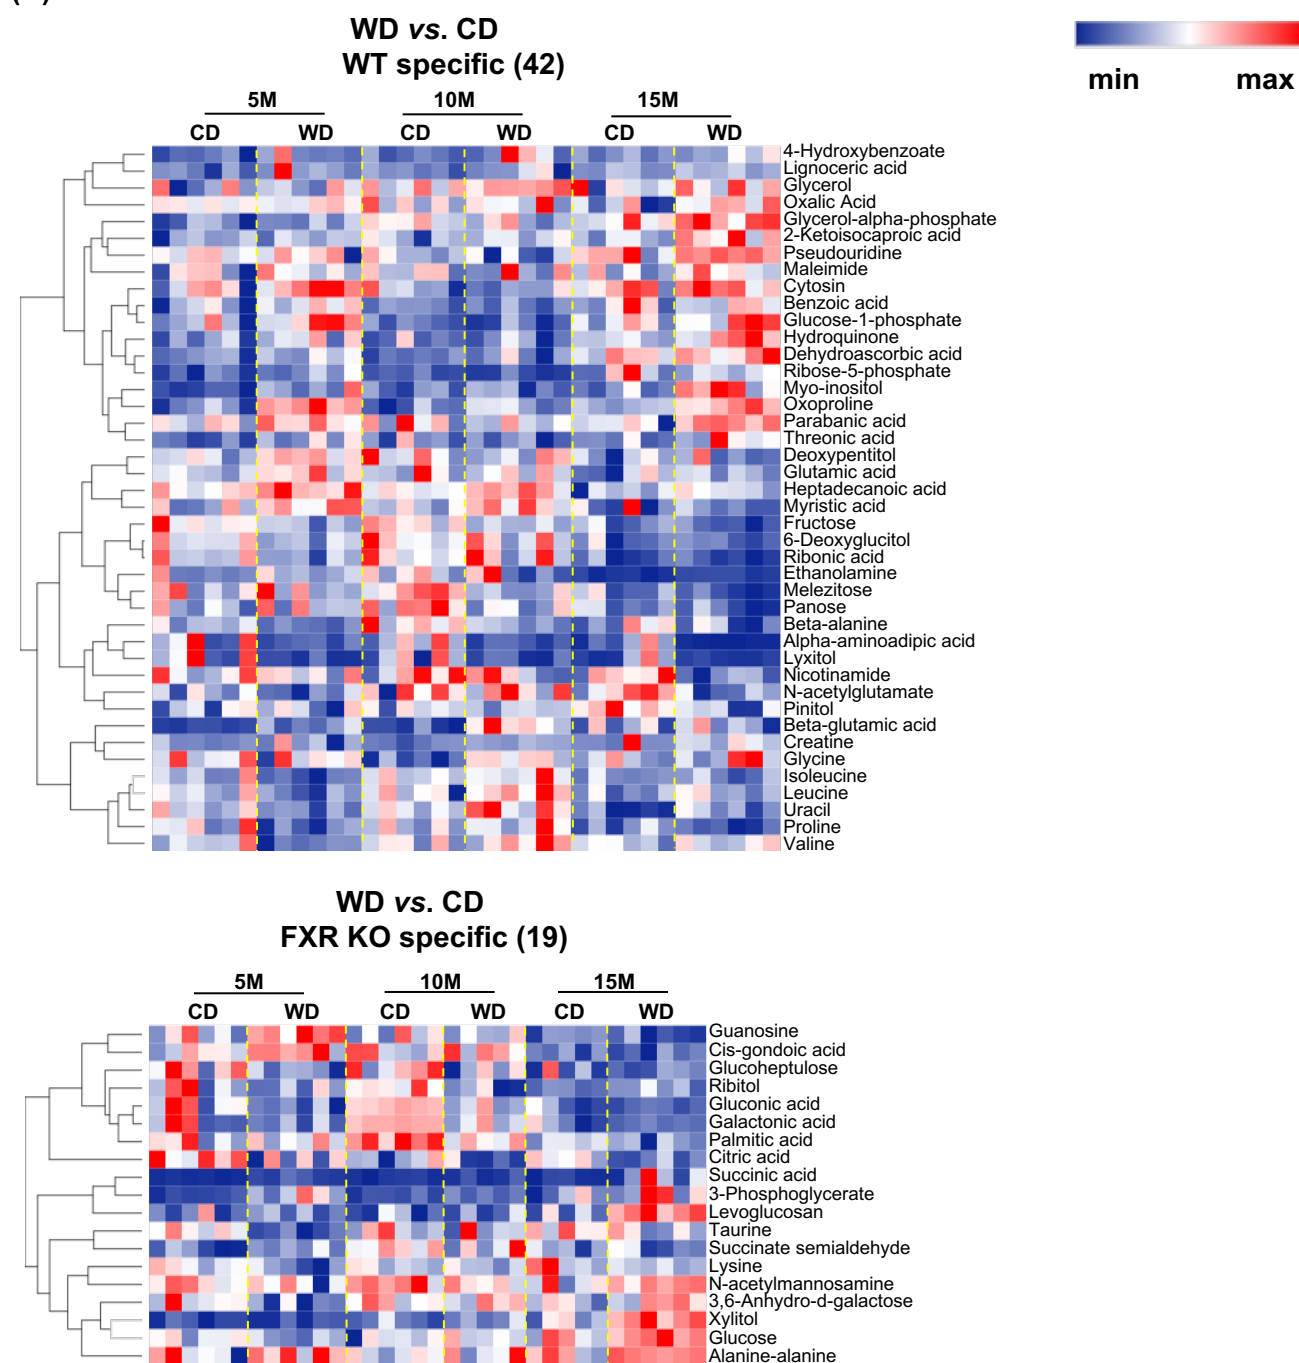

Fig. S4

## Hepatic bile acids

(A)

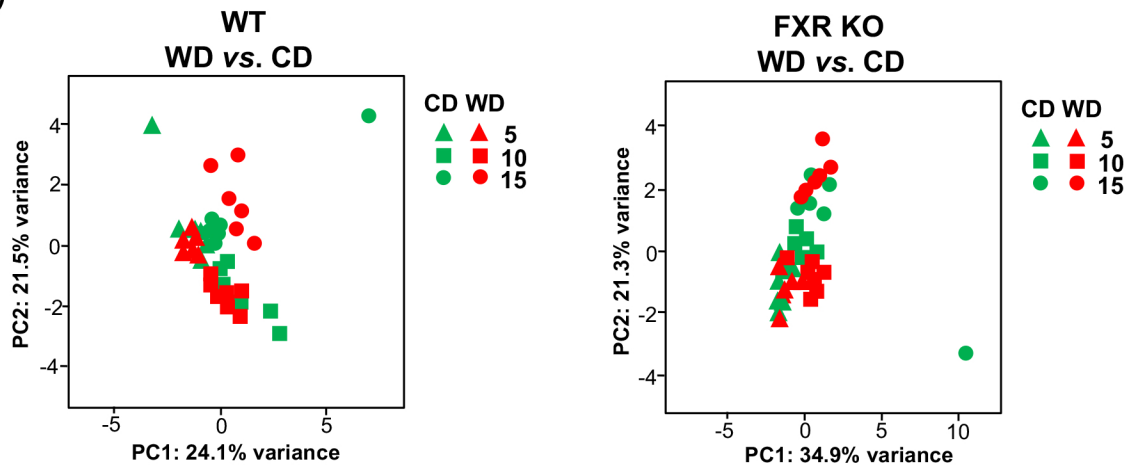

(B)

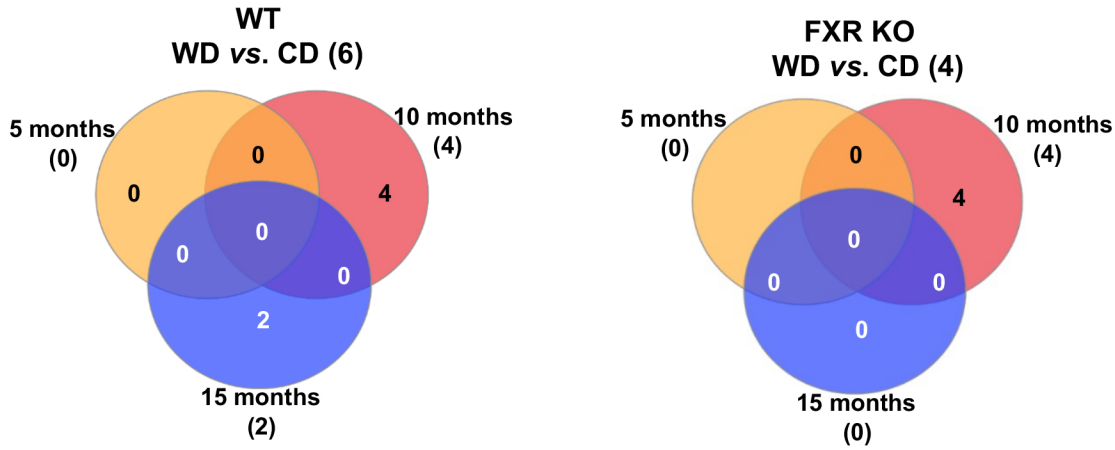

(C)

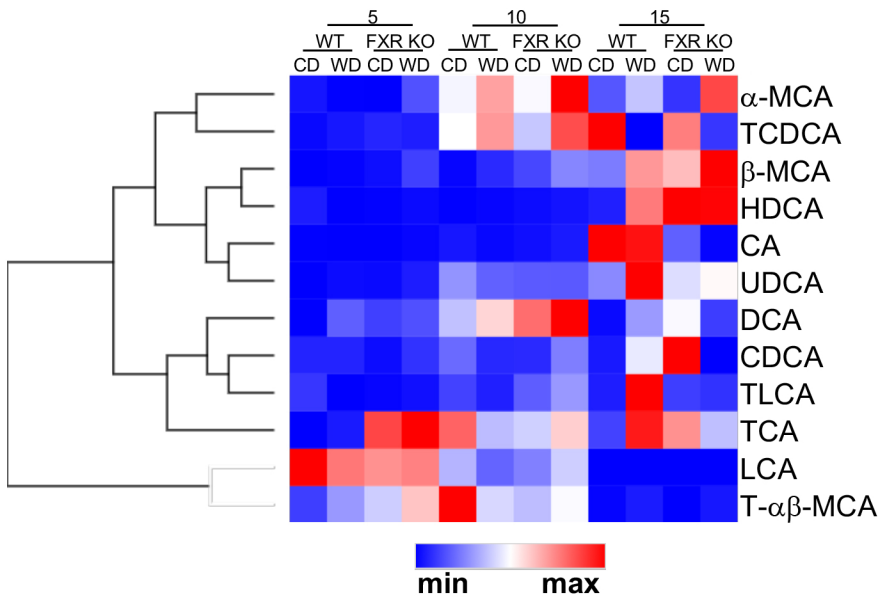

# Serum Metabolome

(A)

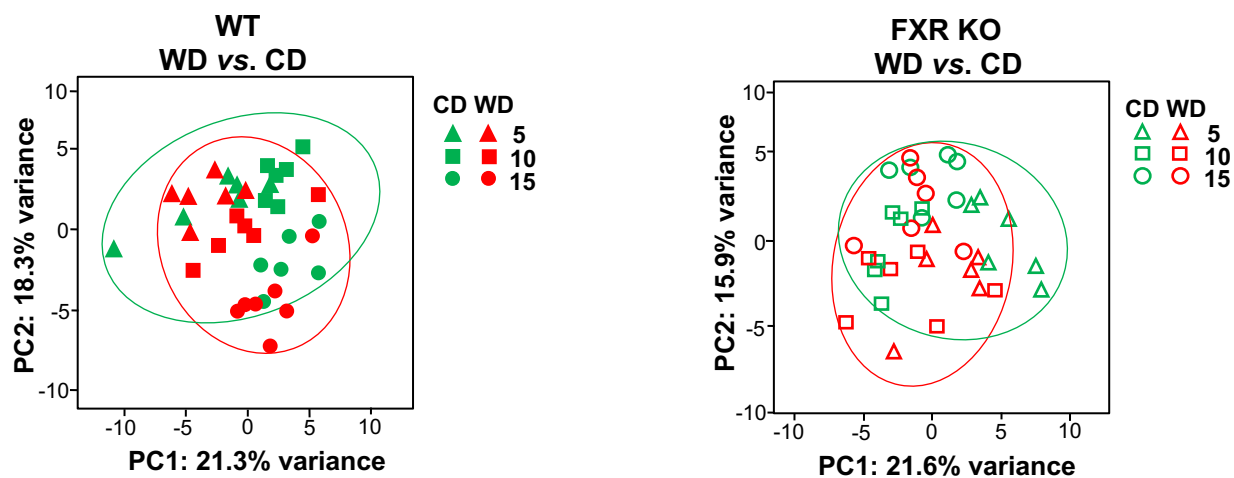

(B)

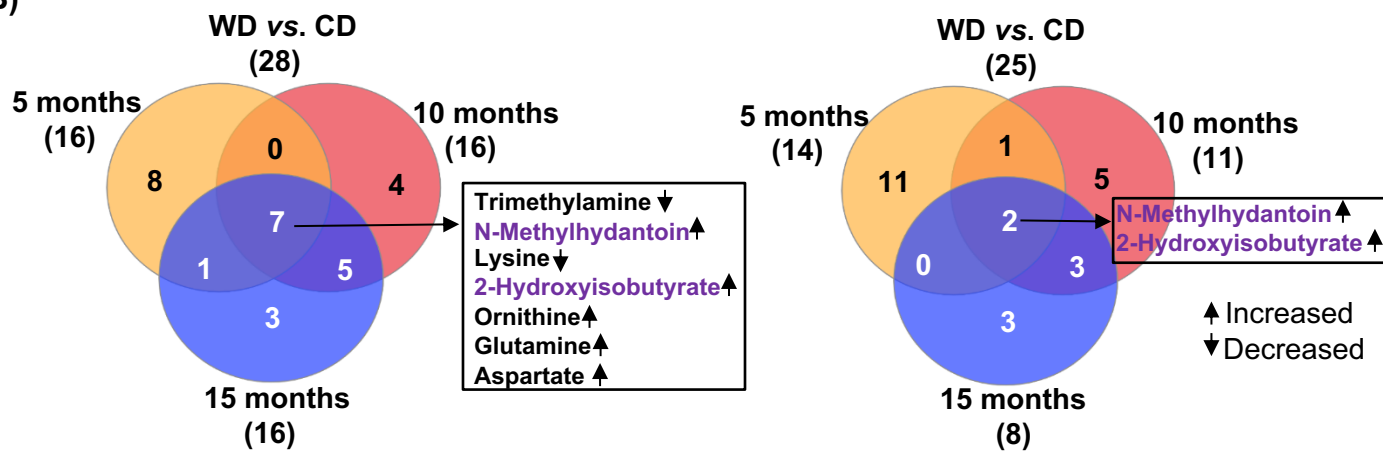

## Urine Metabolome

(A)

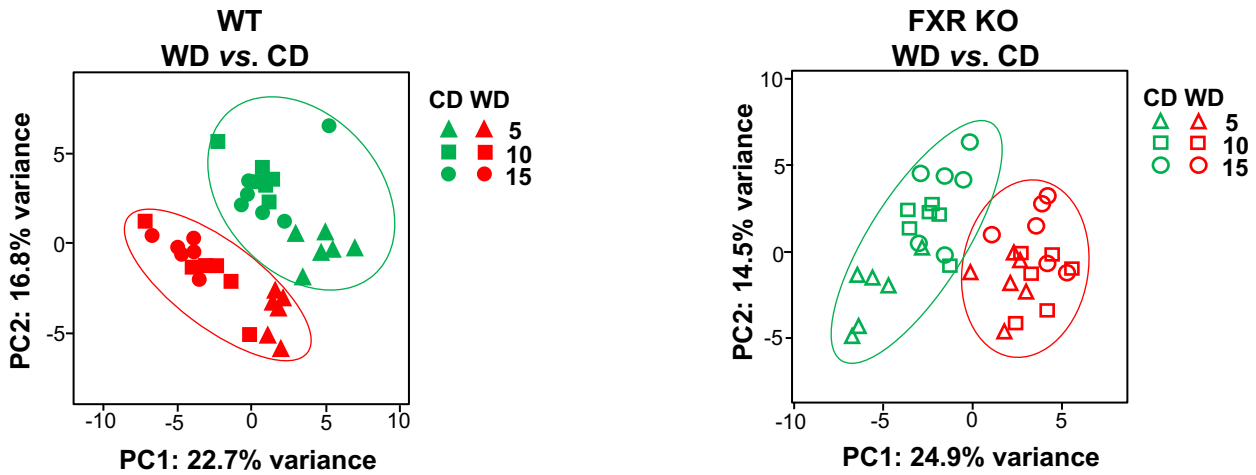

(B)

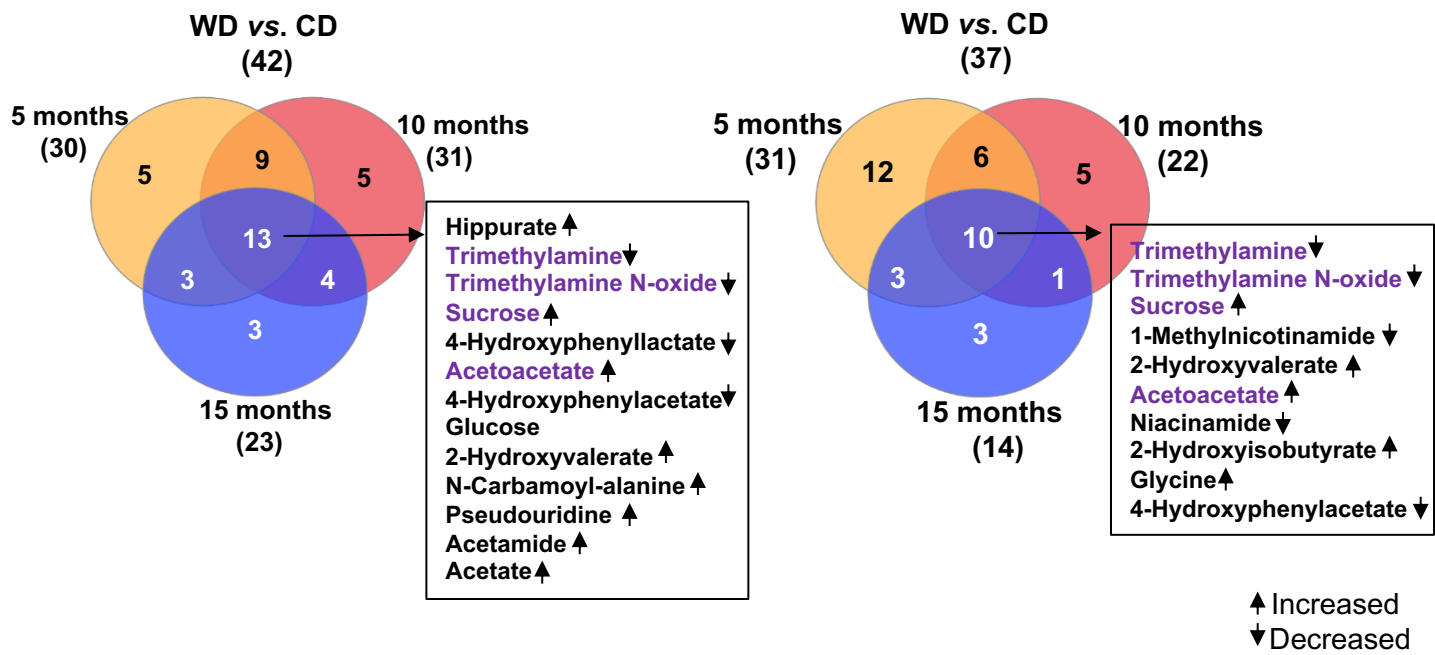

Fig. S7

### Cecal microbiota at genus level

(A)

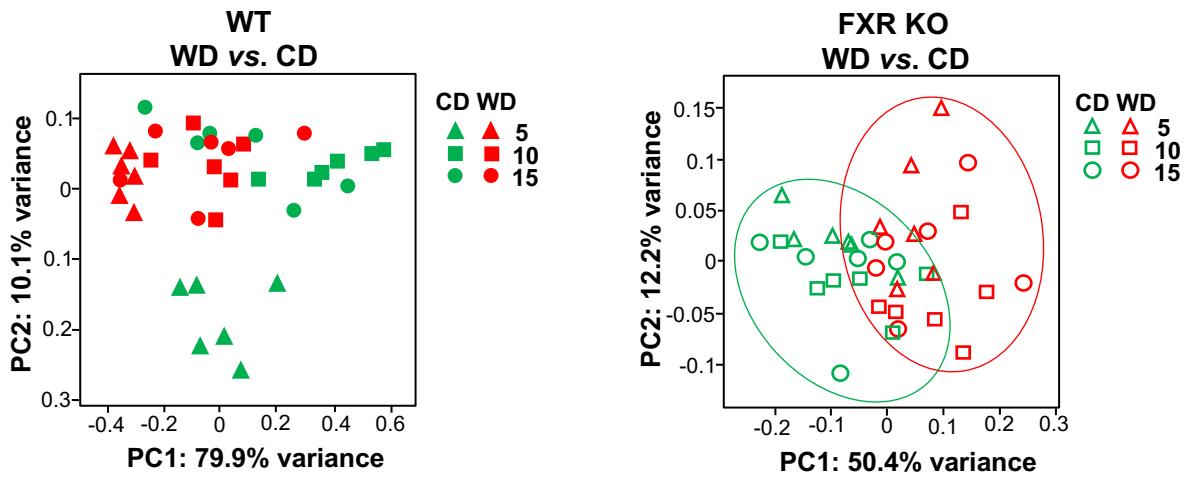

(B)

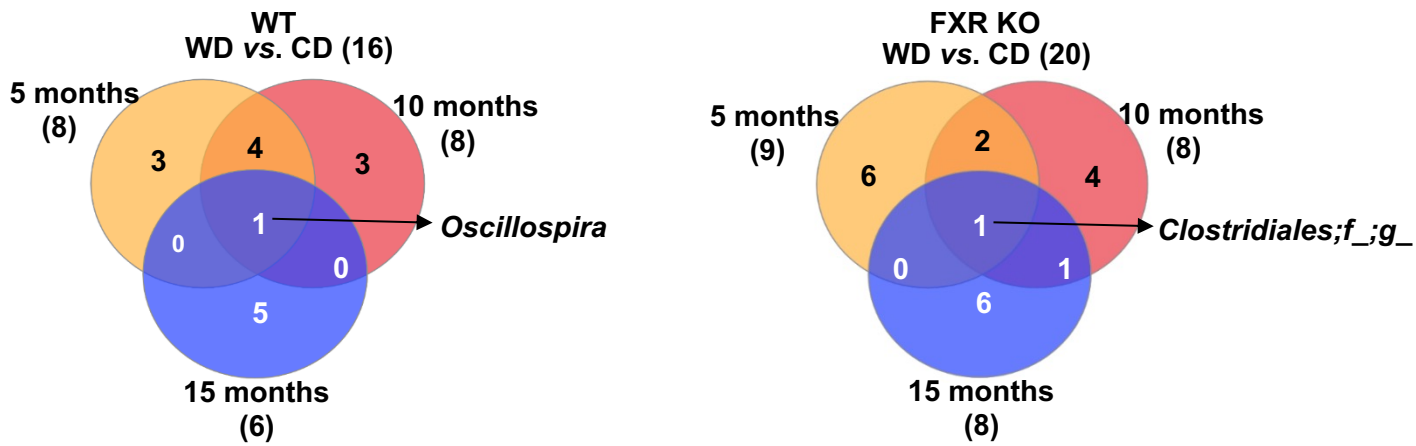

Fig. S8

(A)

15 vs. 5  
Common in WT and FXR KO mice

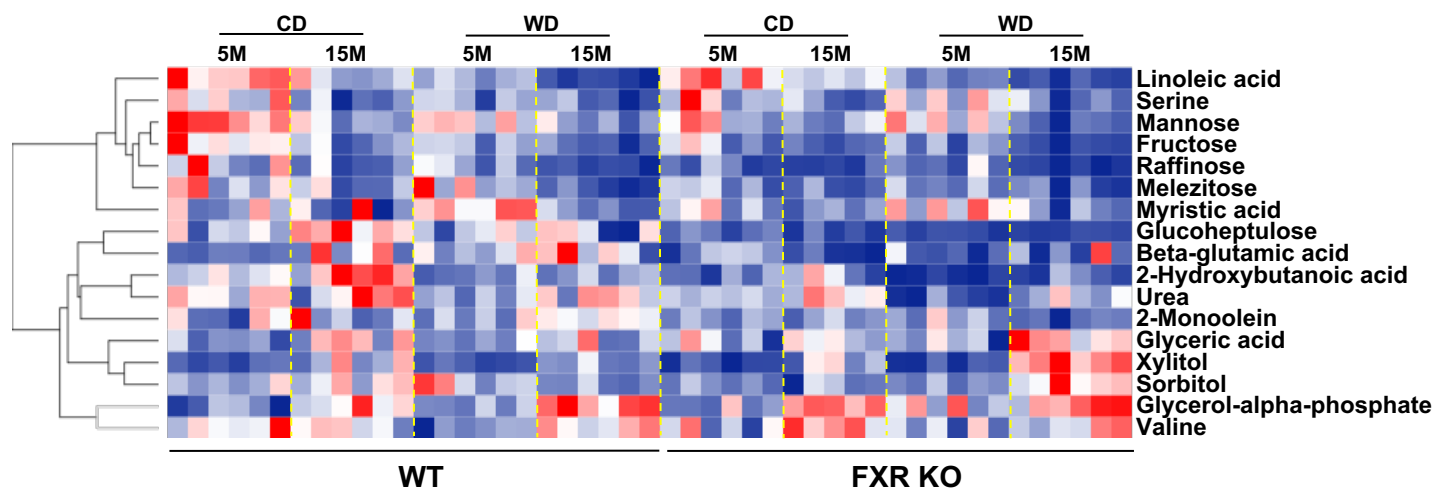

(B)

15 vs. 5  
WT specific

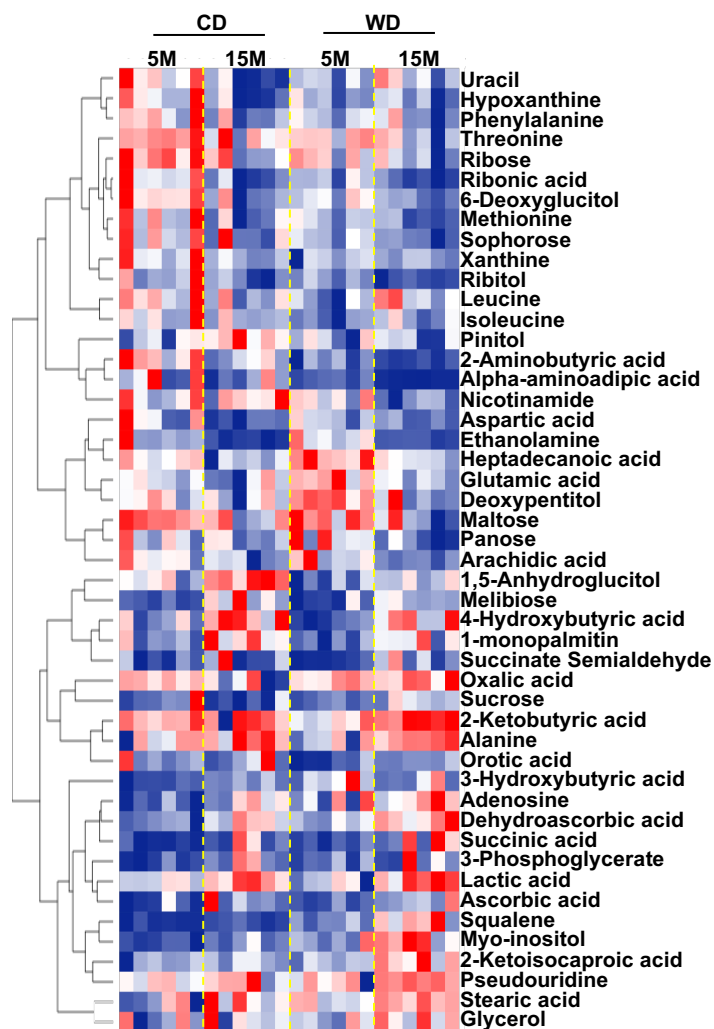

15 vs. 5  
FXR KO specific

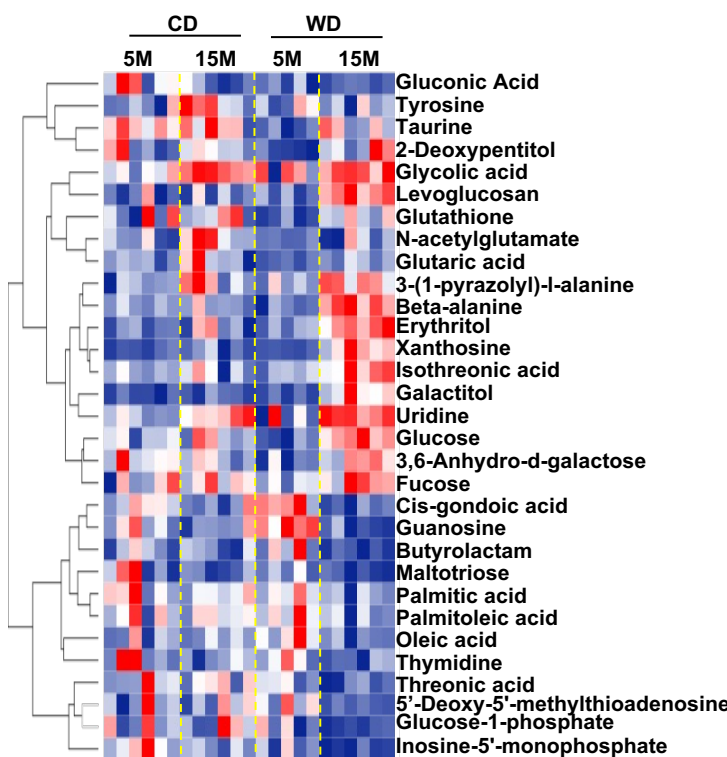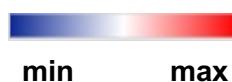

Fig. S9

(A)

# Hepatic bile acids

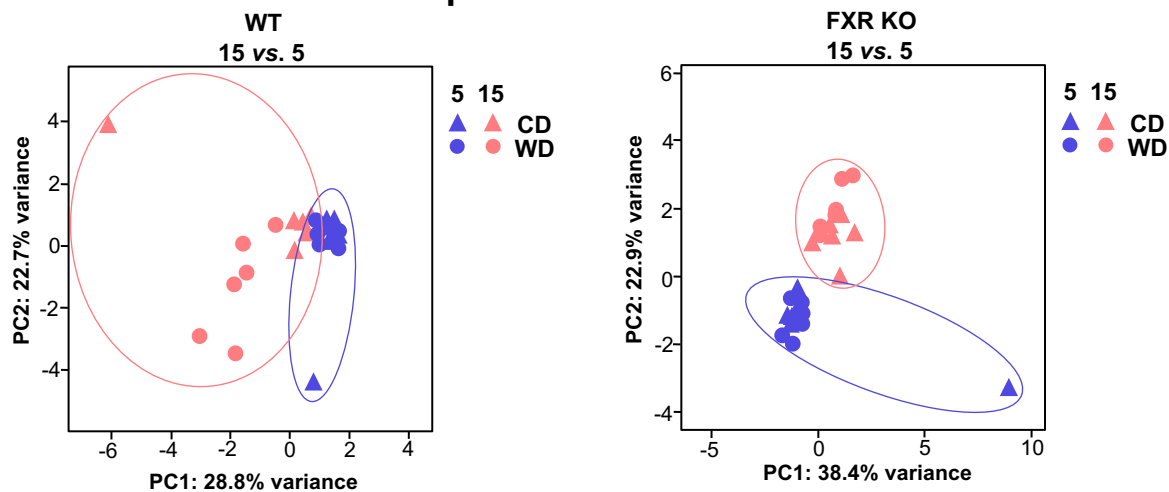

(B)

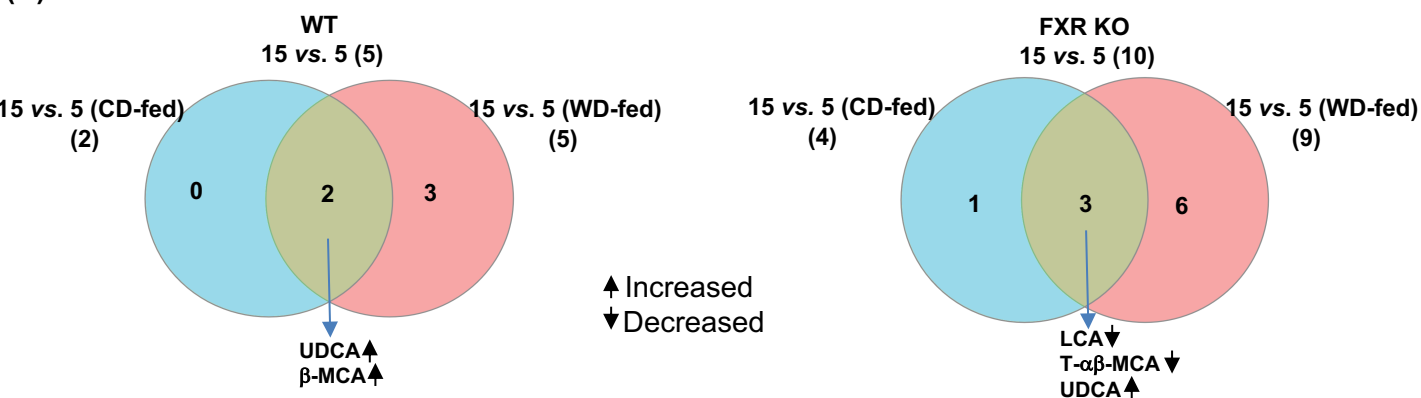

Fig. S10

# Serum Metabolome

(A)

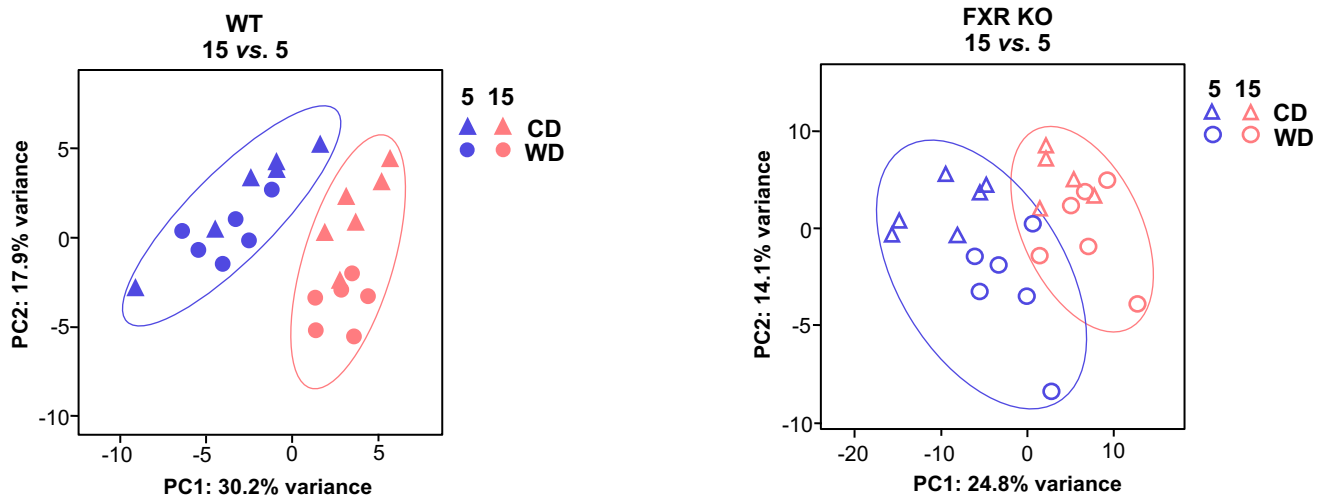

(B)

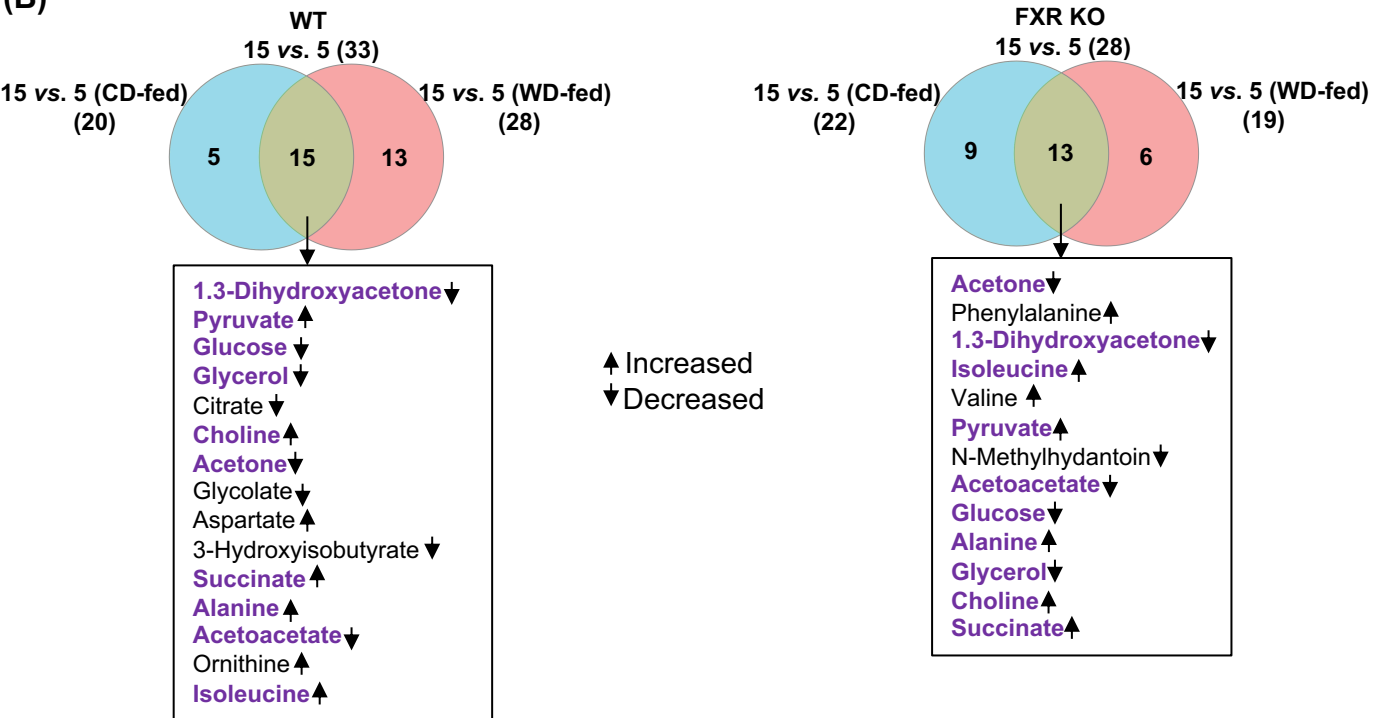

## Urine Metabolome

(A)

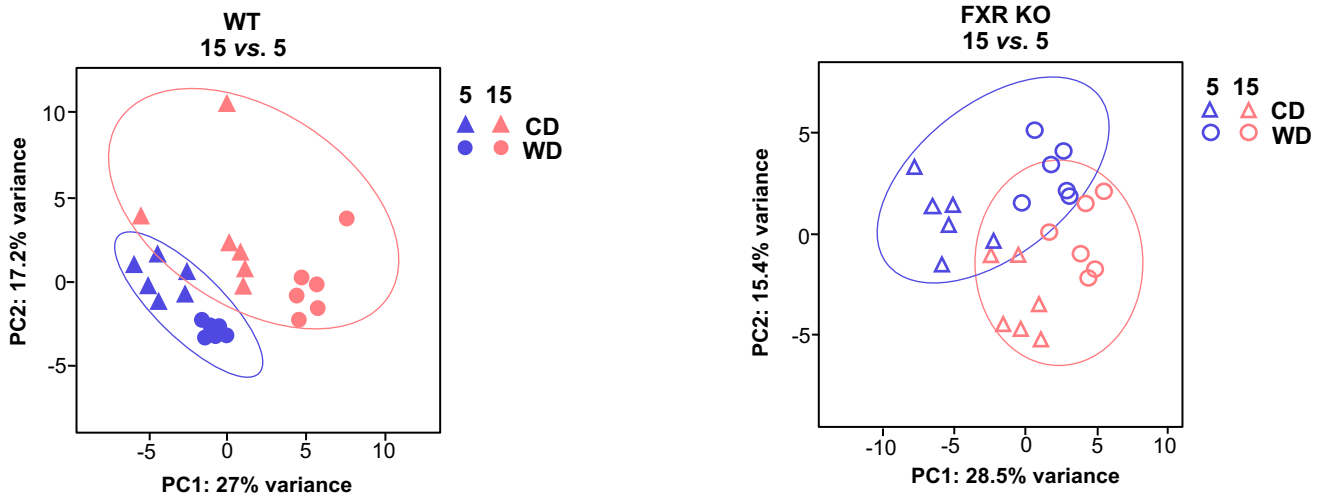

(B)

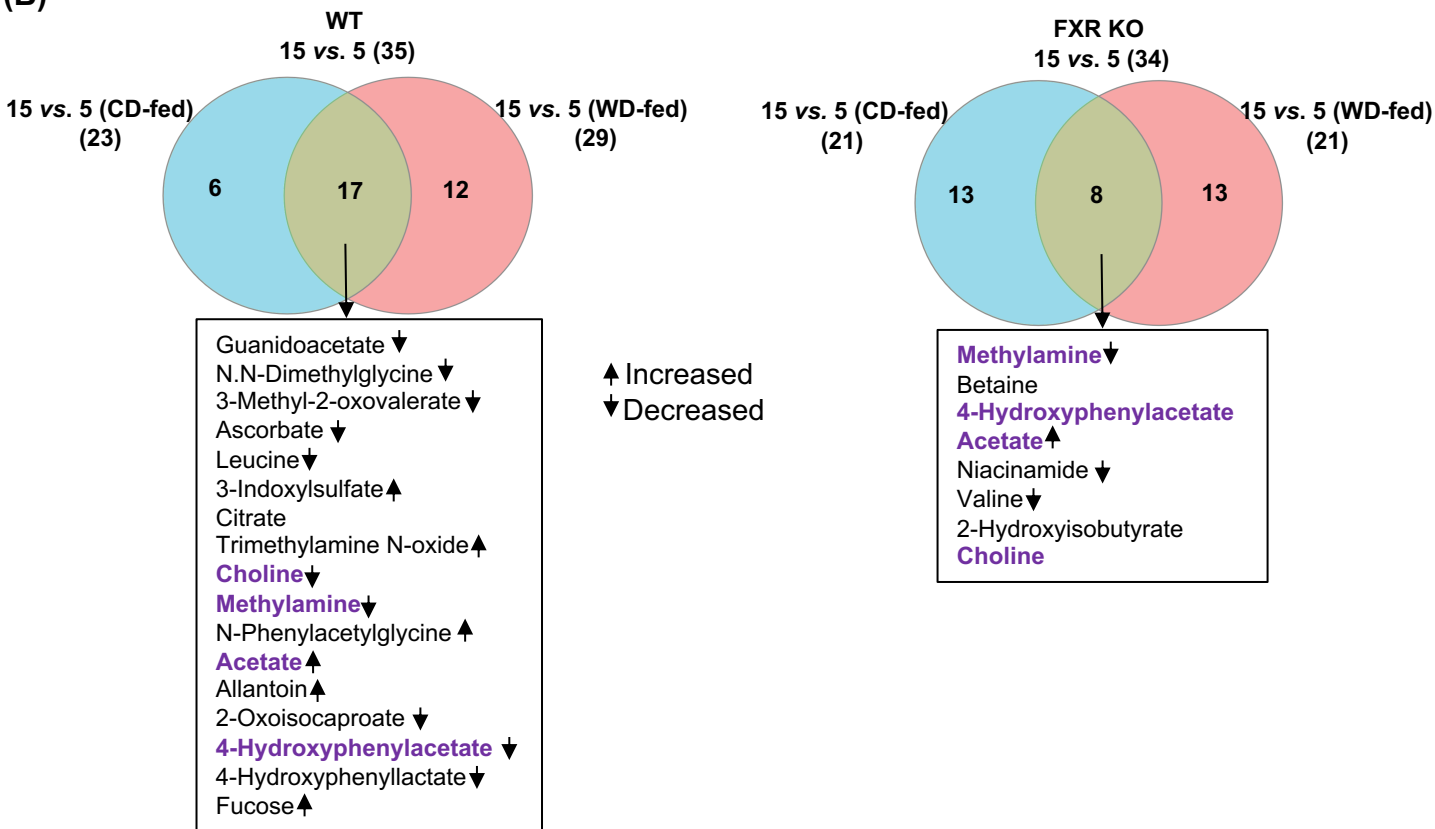

Fig. S12

## Cecal microbiota at genus level

(A)

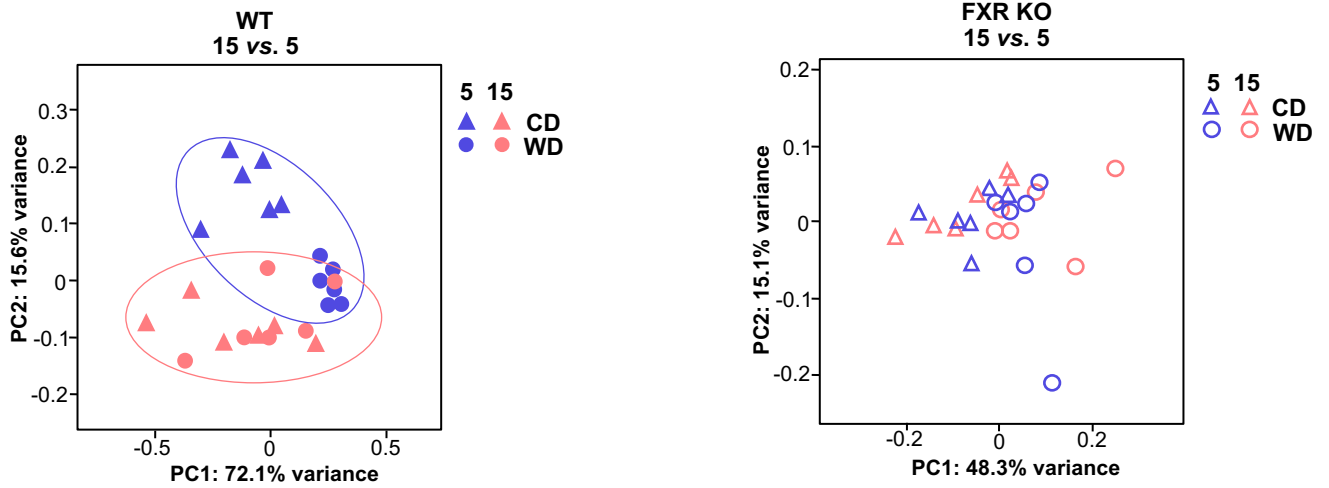

(B)

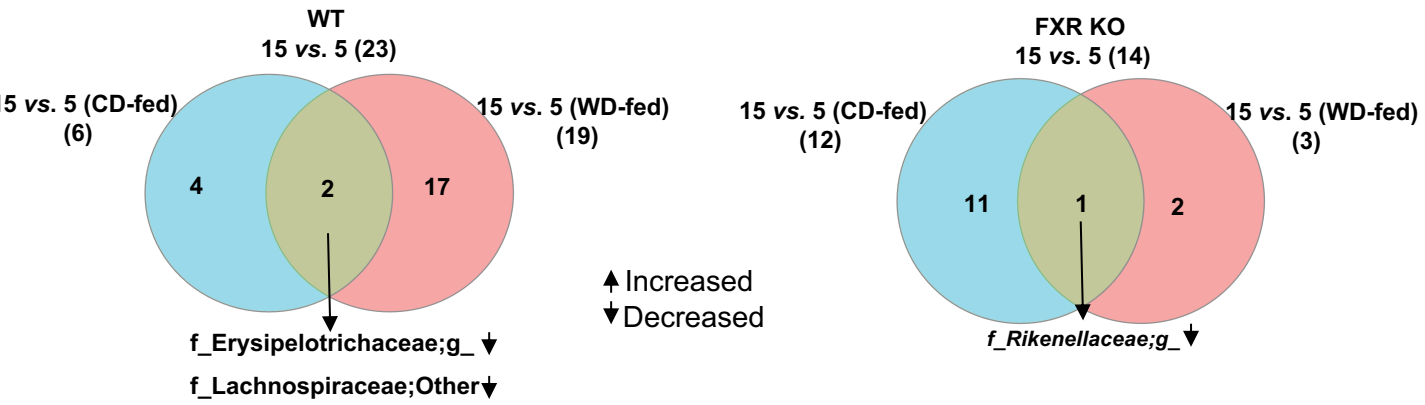

(A) Fig. S13

# **FXR KO vs. WT** **Common in CD and WD-fed mice**

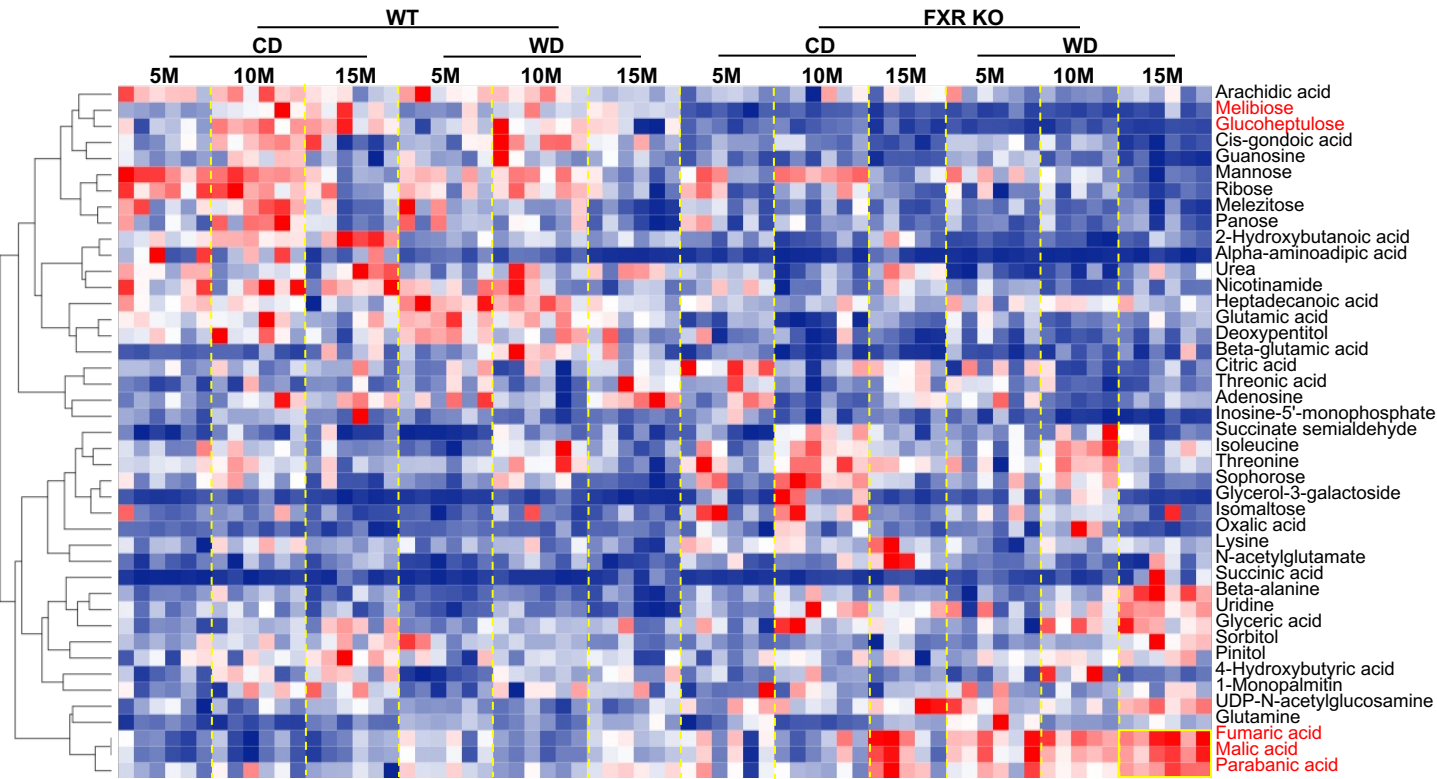

## **(B)** **FXR KO vs. WT (CD)**

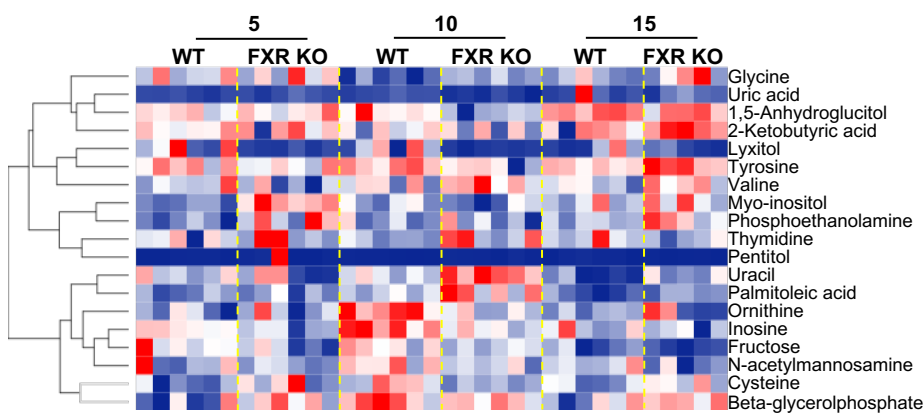

## **FXR KO vs. WT (WD)**

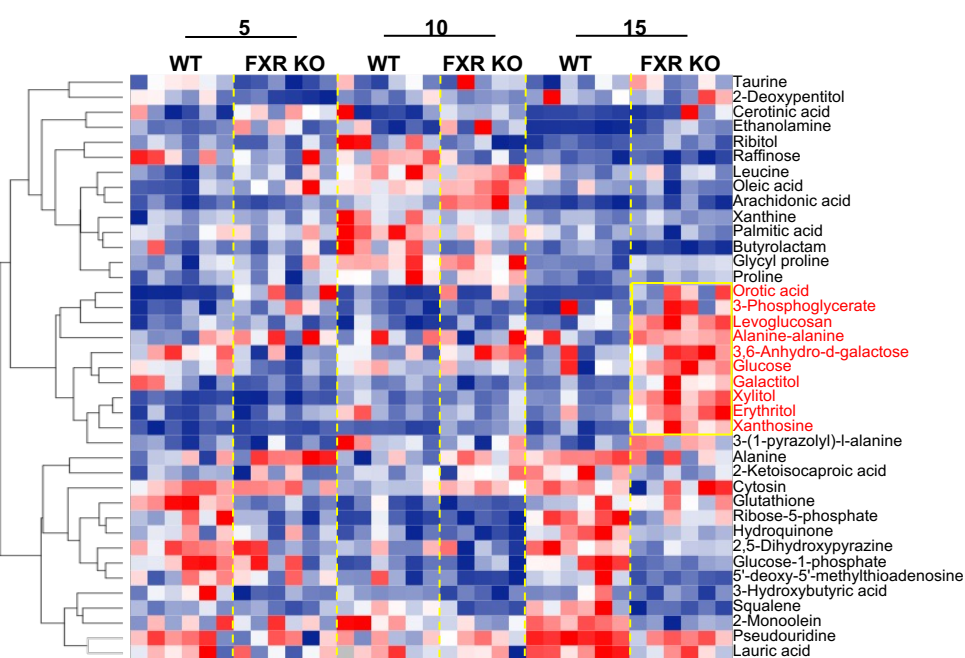

Fig. S14

## Hepatic bile acids

(A)

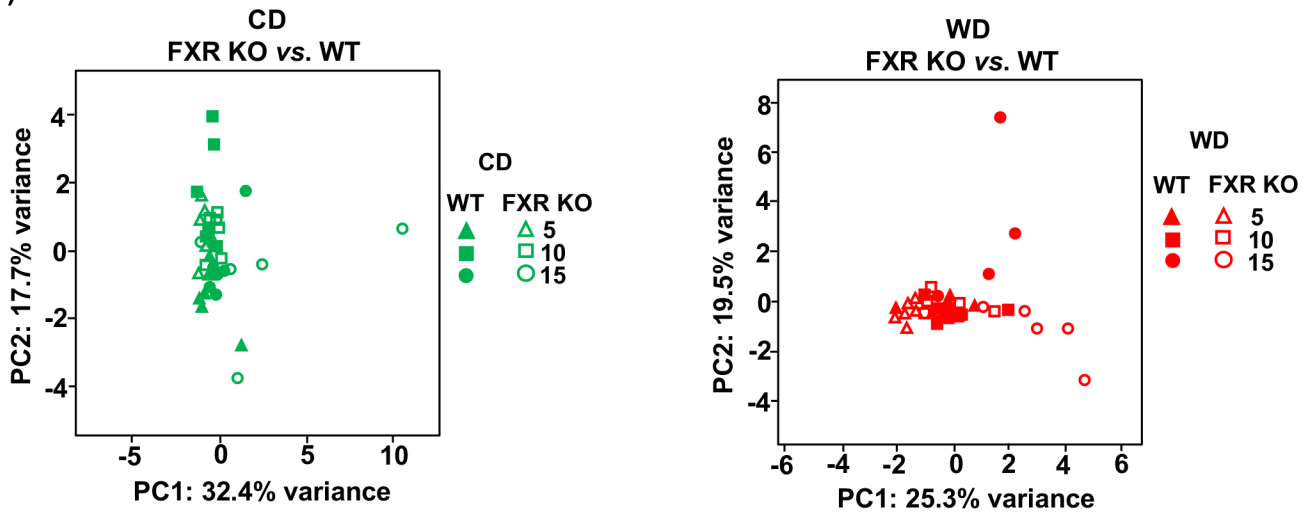

(B)

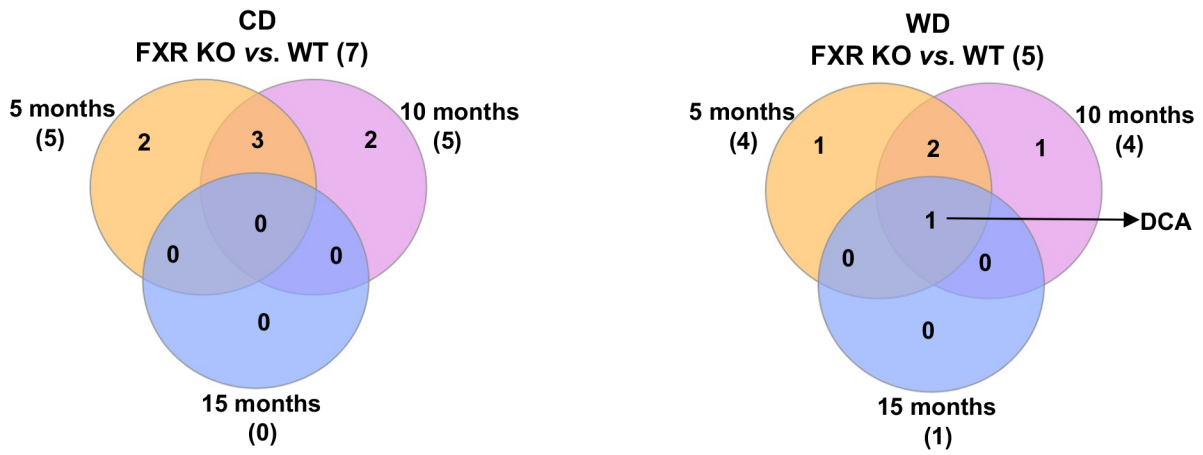

Serum Metabolome

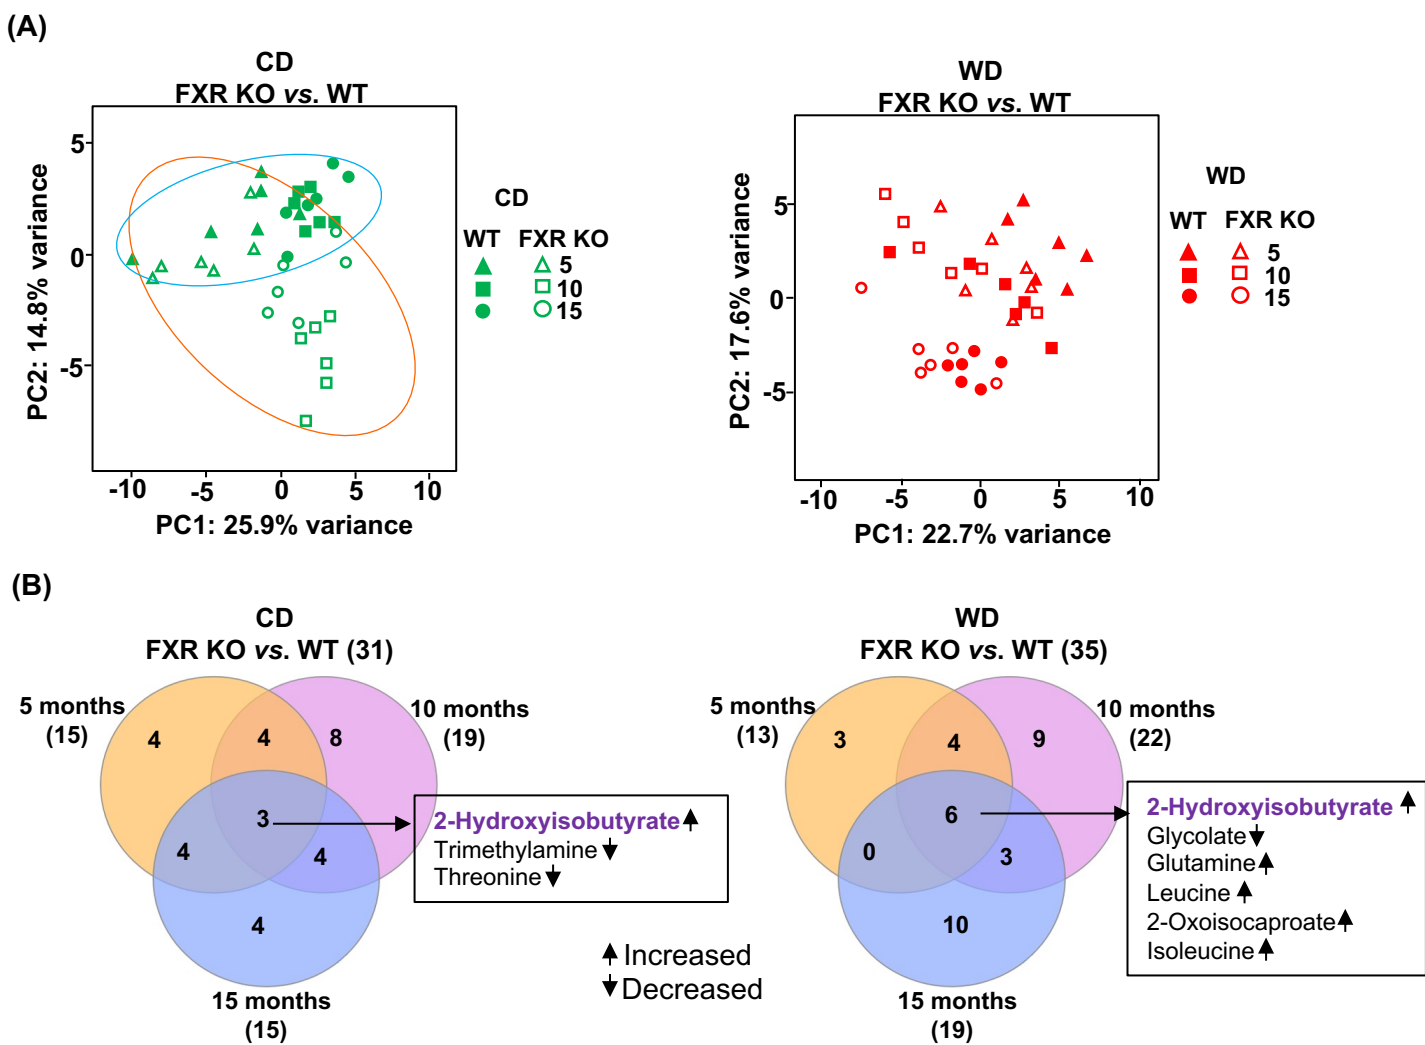

Fig. S16

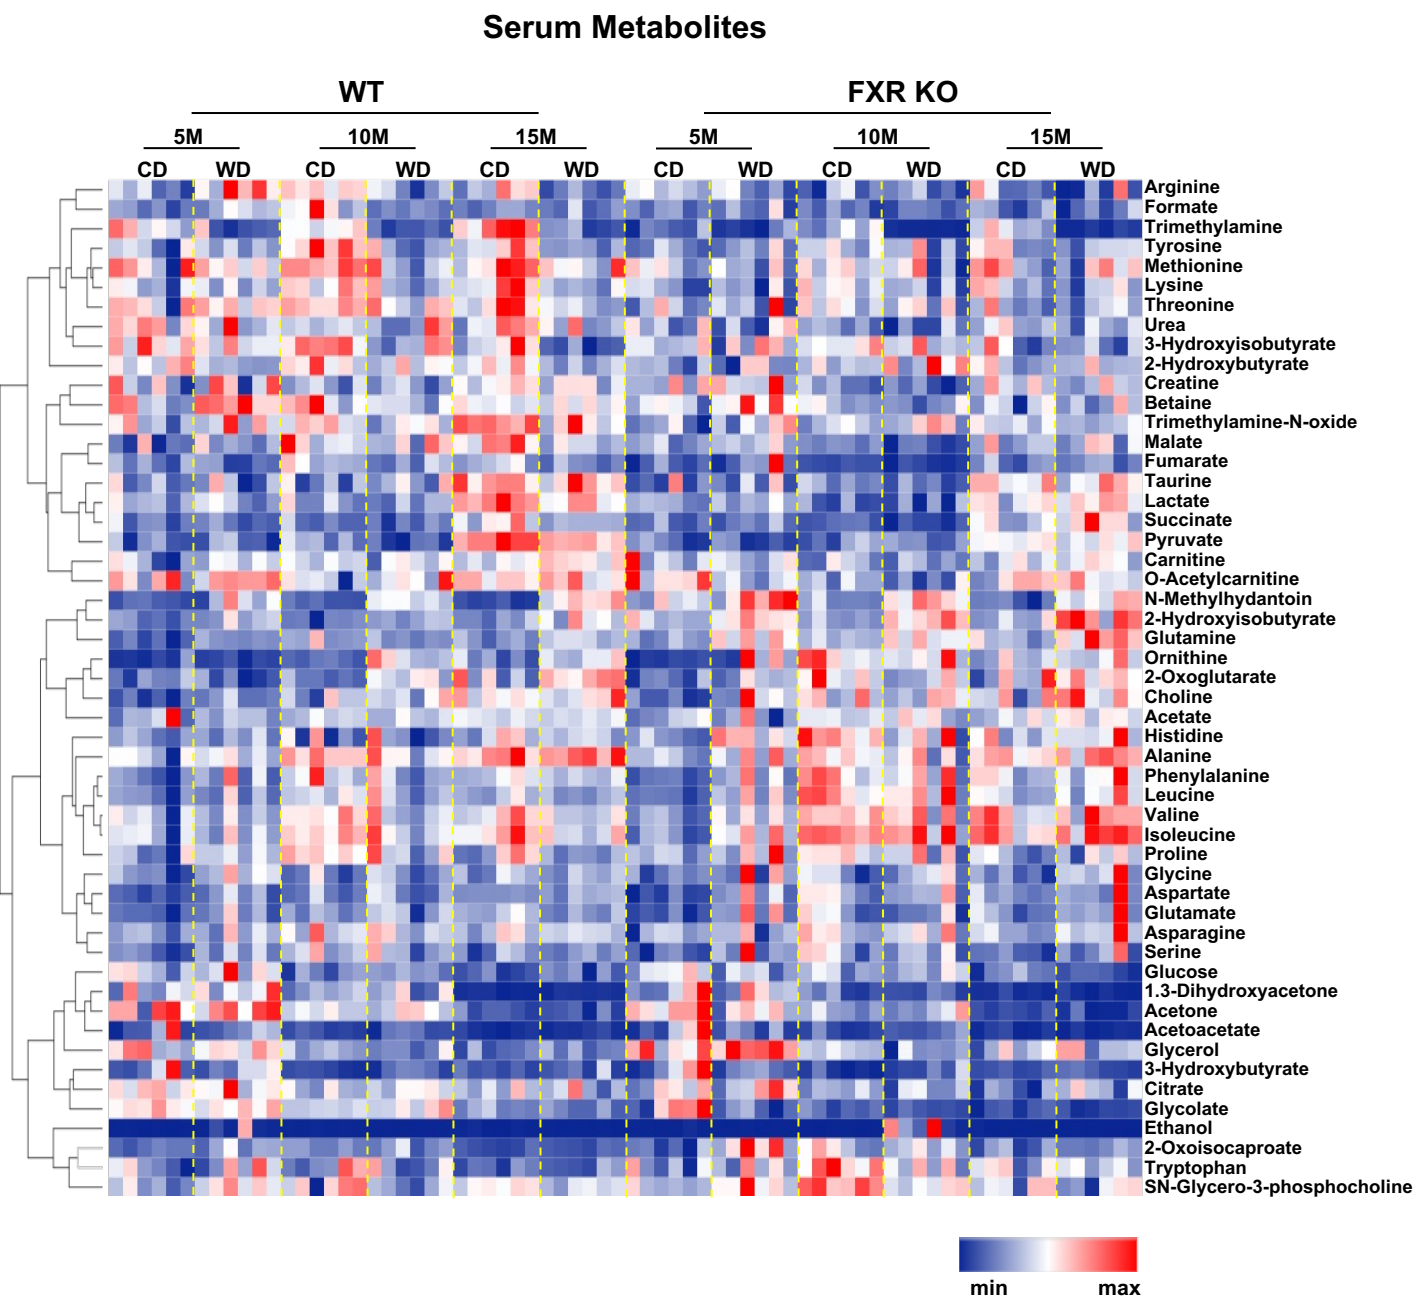

## Urine Metabolome

(A)

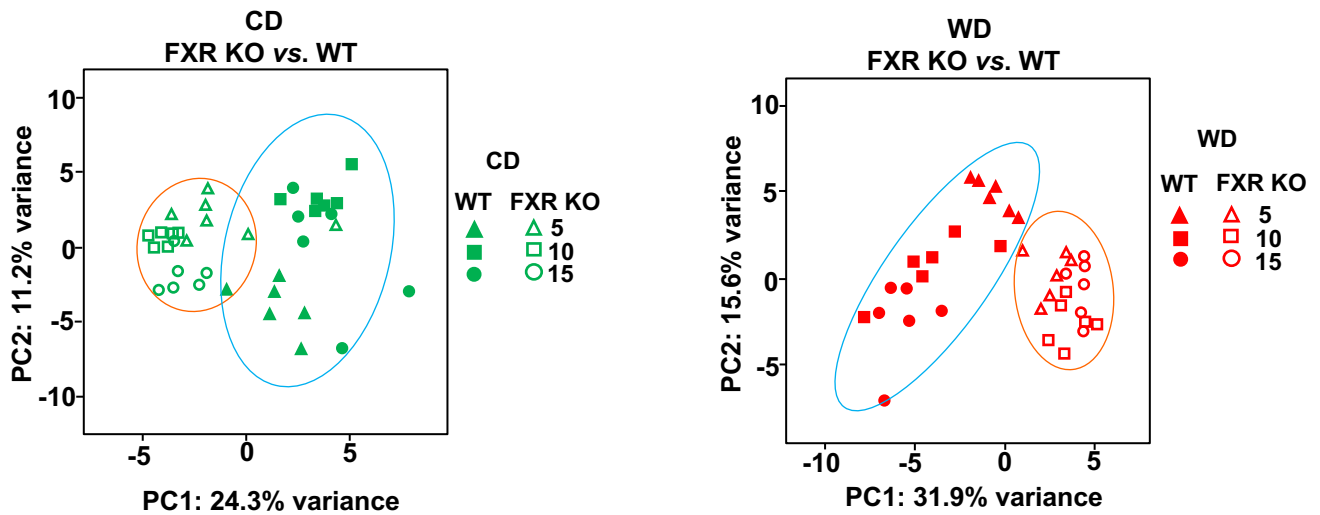

(B)

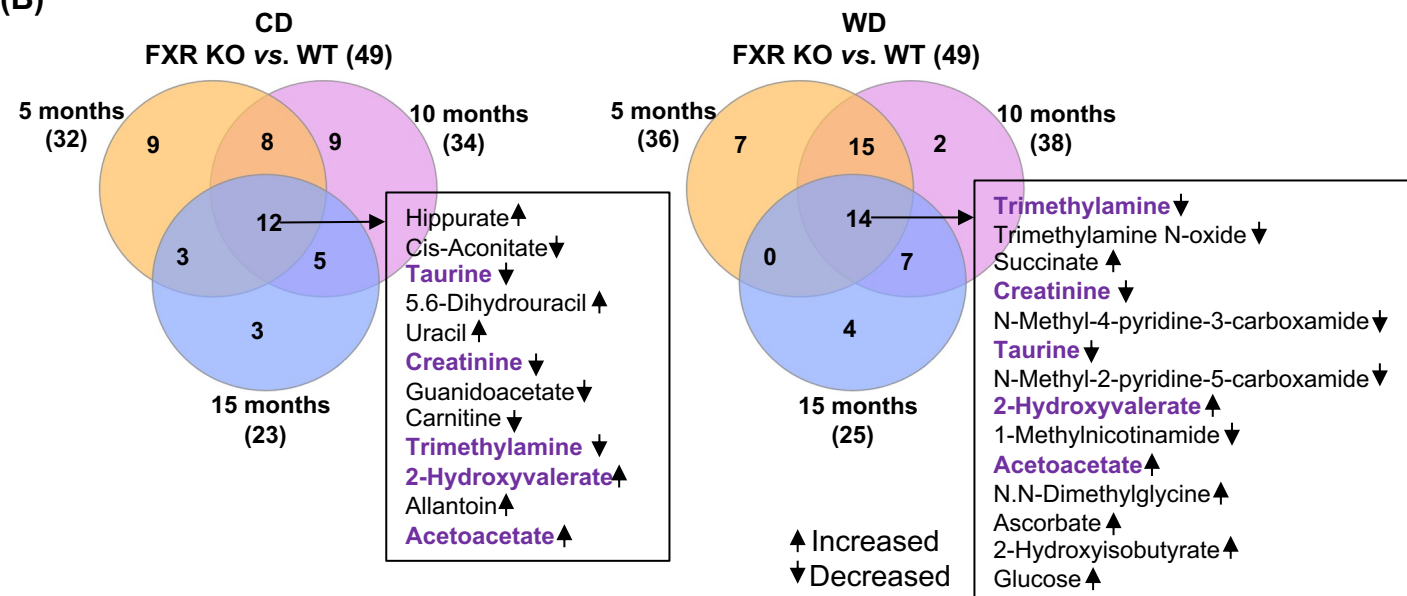

Fig. S18

## Urine Metabolites

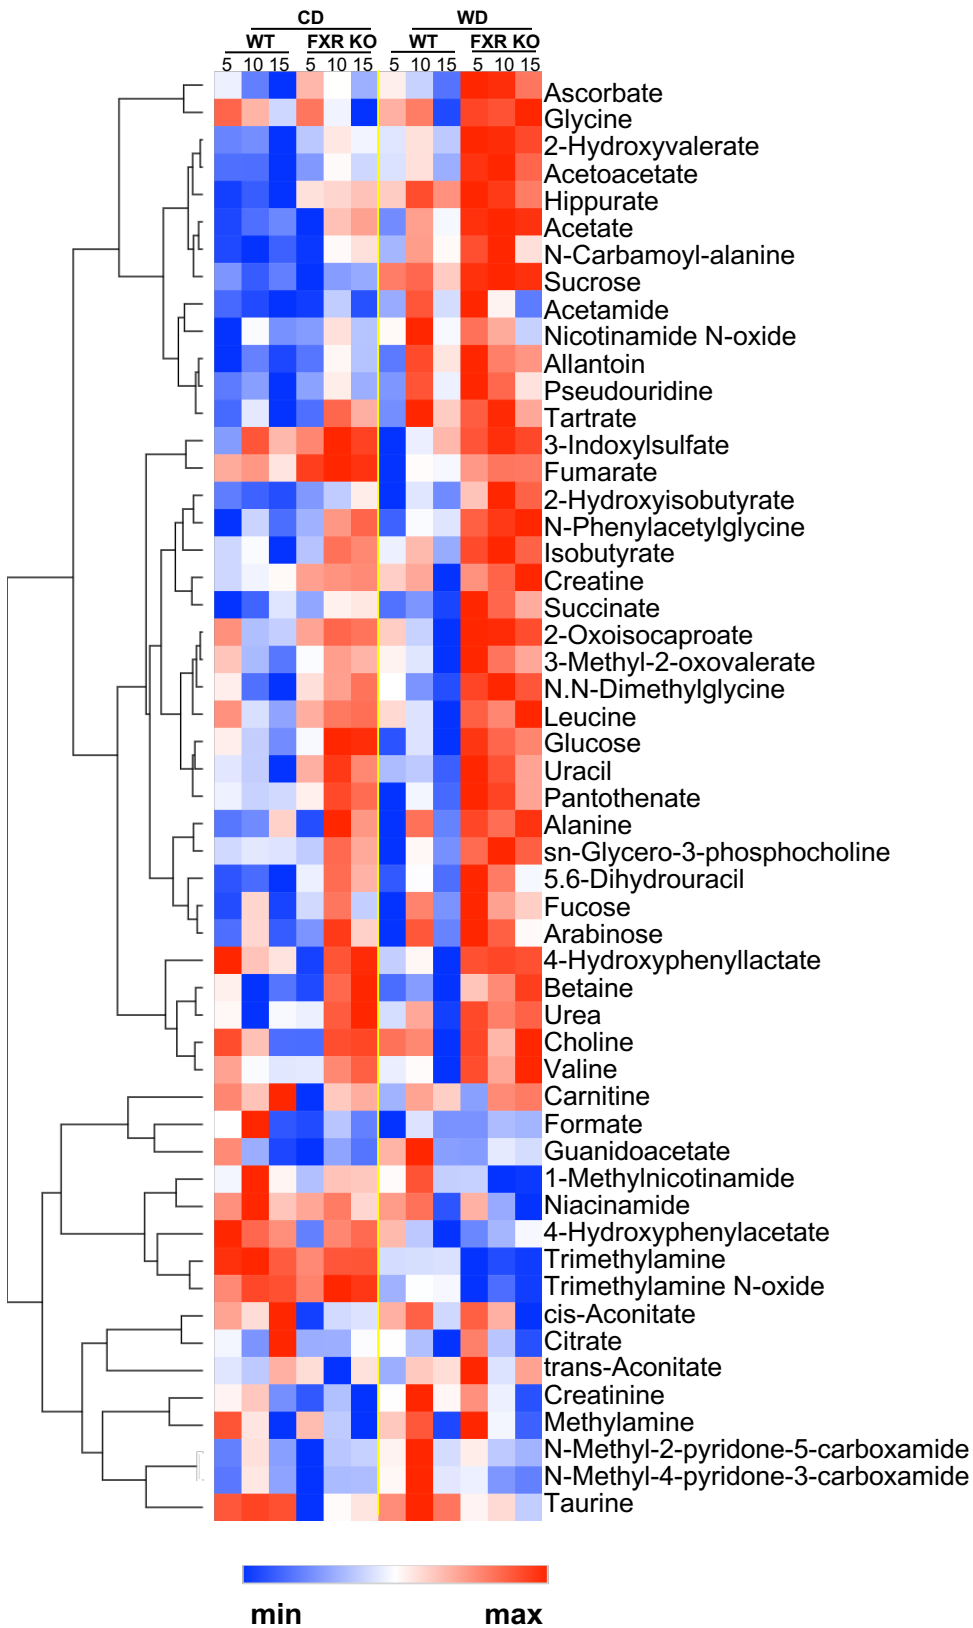

# Cecal microbiota at genus level

(A)

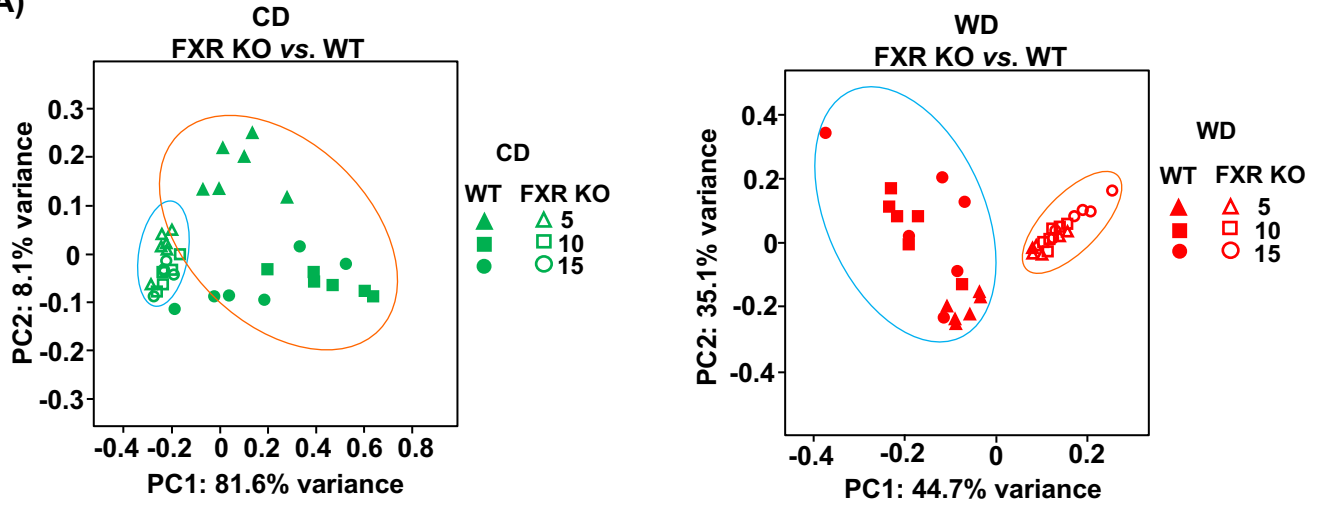

(B)

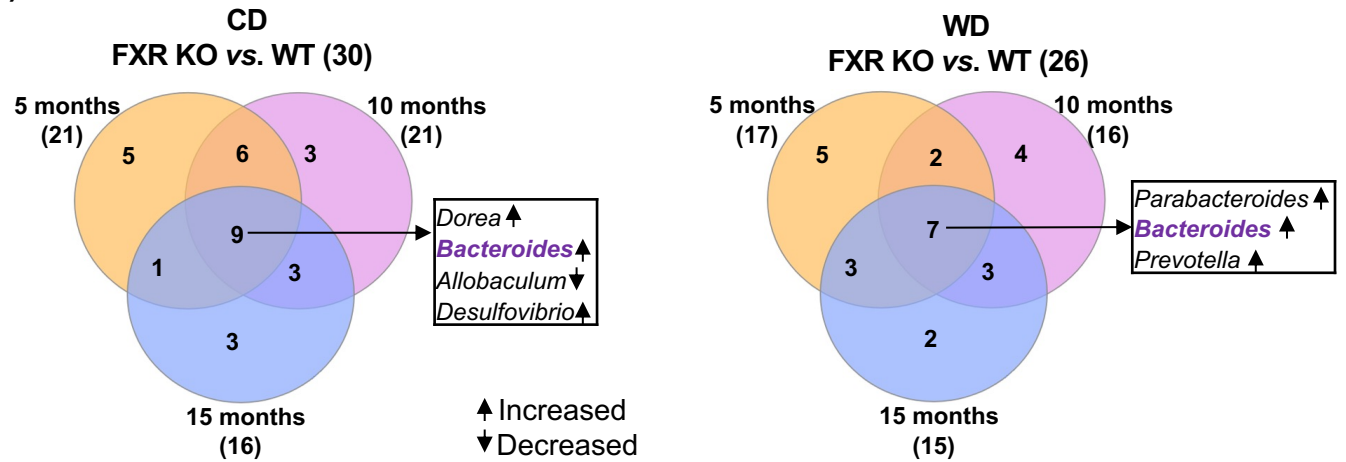

(C)

# Cecal microbiota at genus level

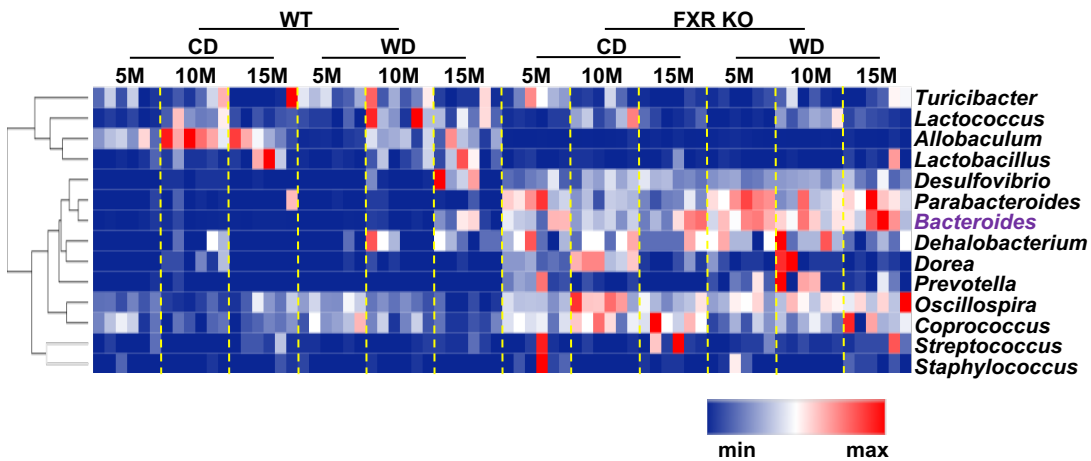

Fig. S20

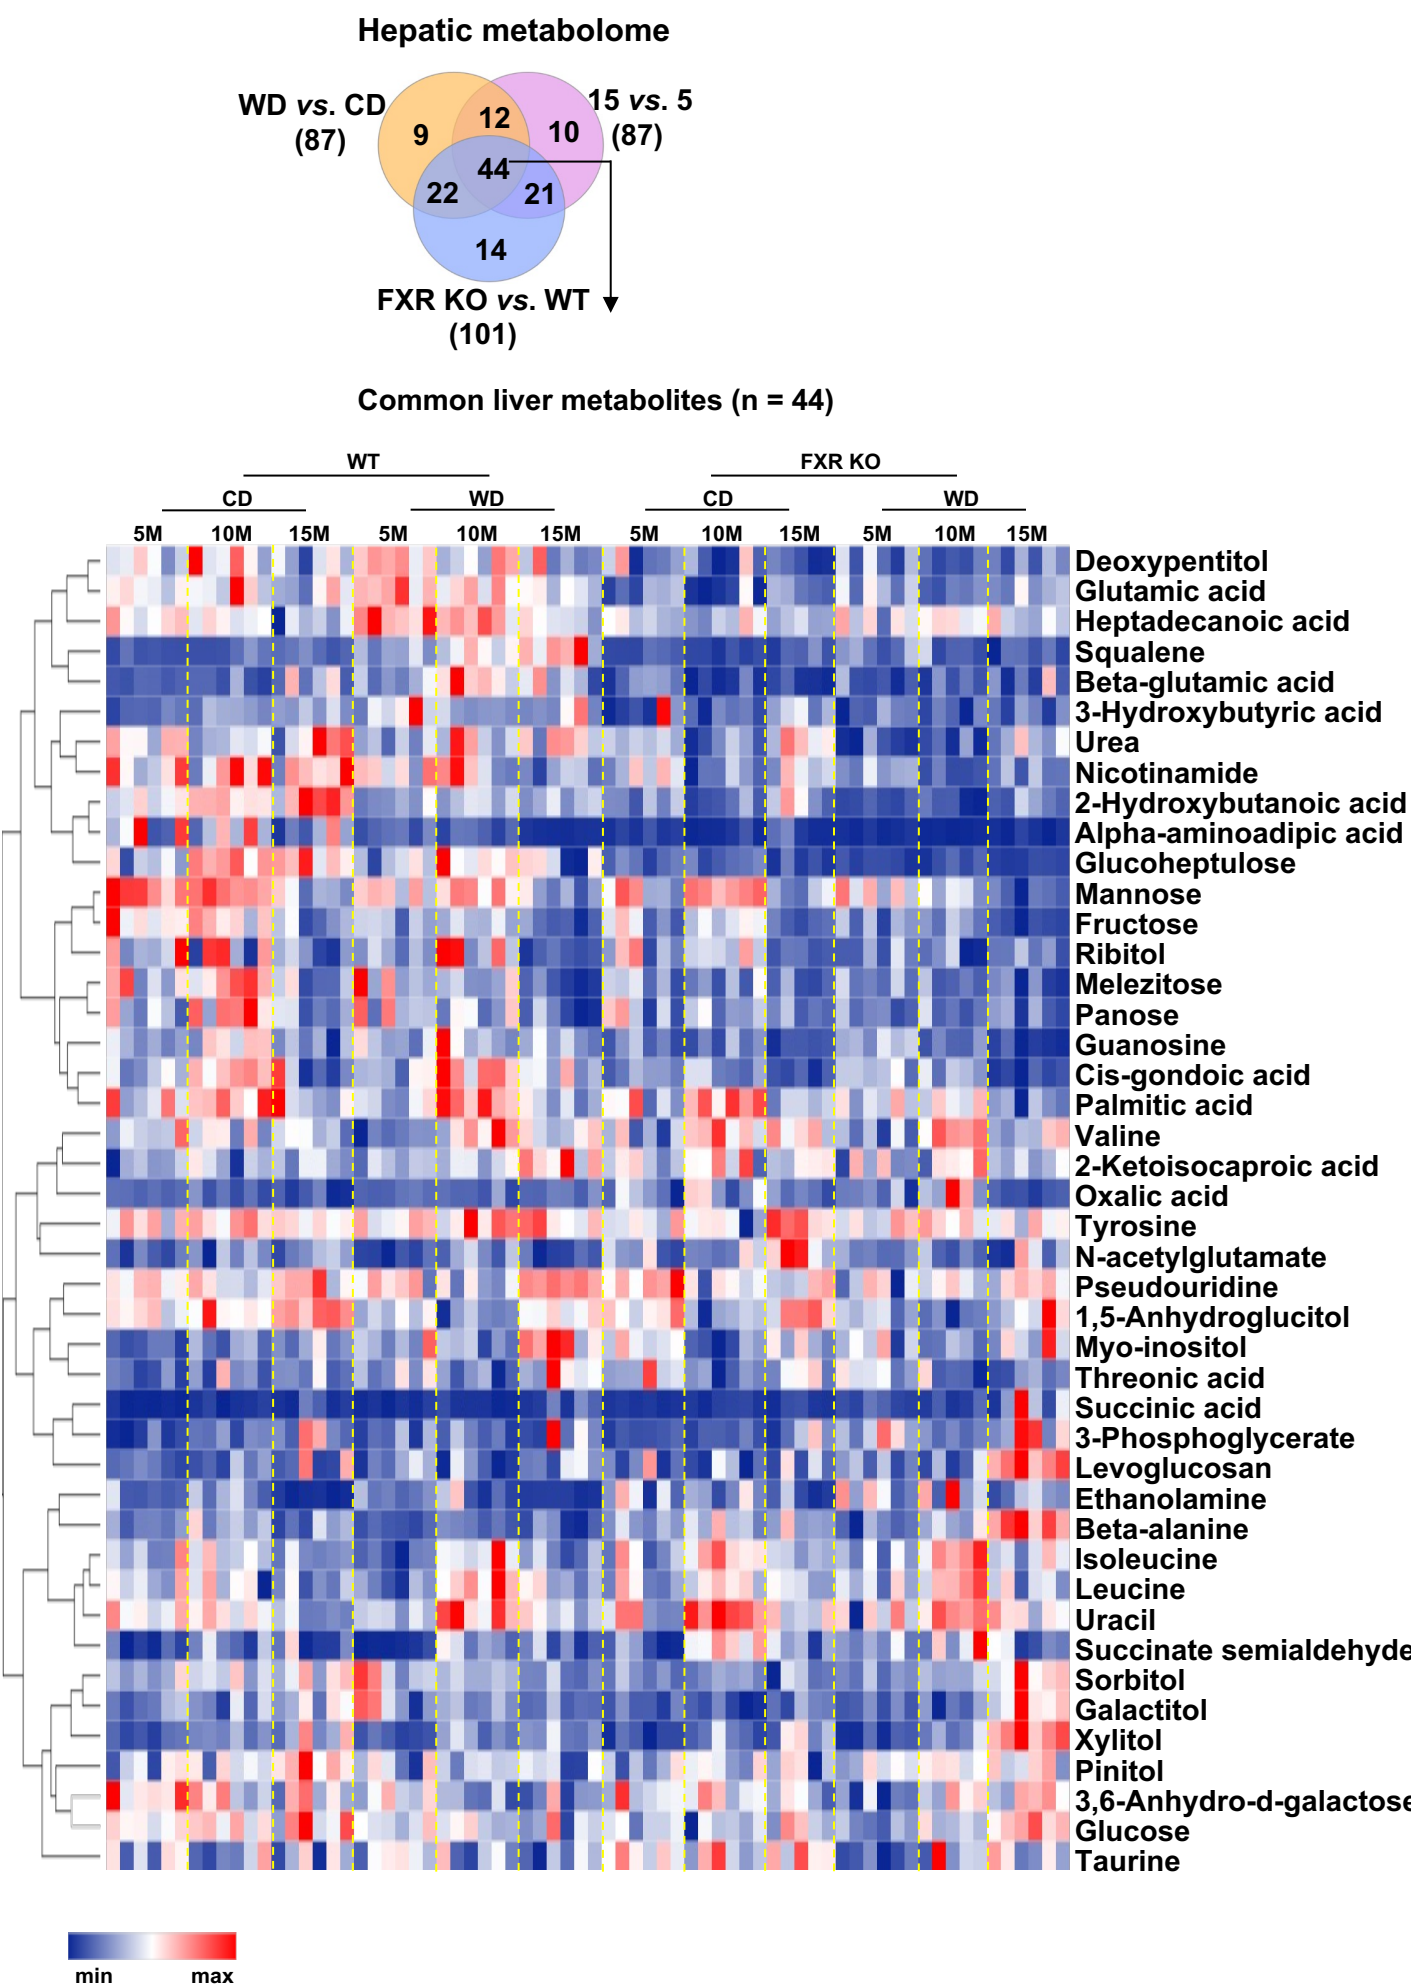

Fig. S21

Correlation analysis between the hepatic feature (76 transcripts and 44 metabolites that were commonly altered by diet, age and FXR KO) and serum/urine metabolites as well as cecal microbiota at genus level

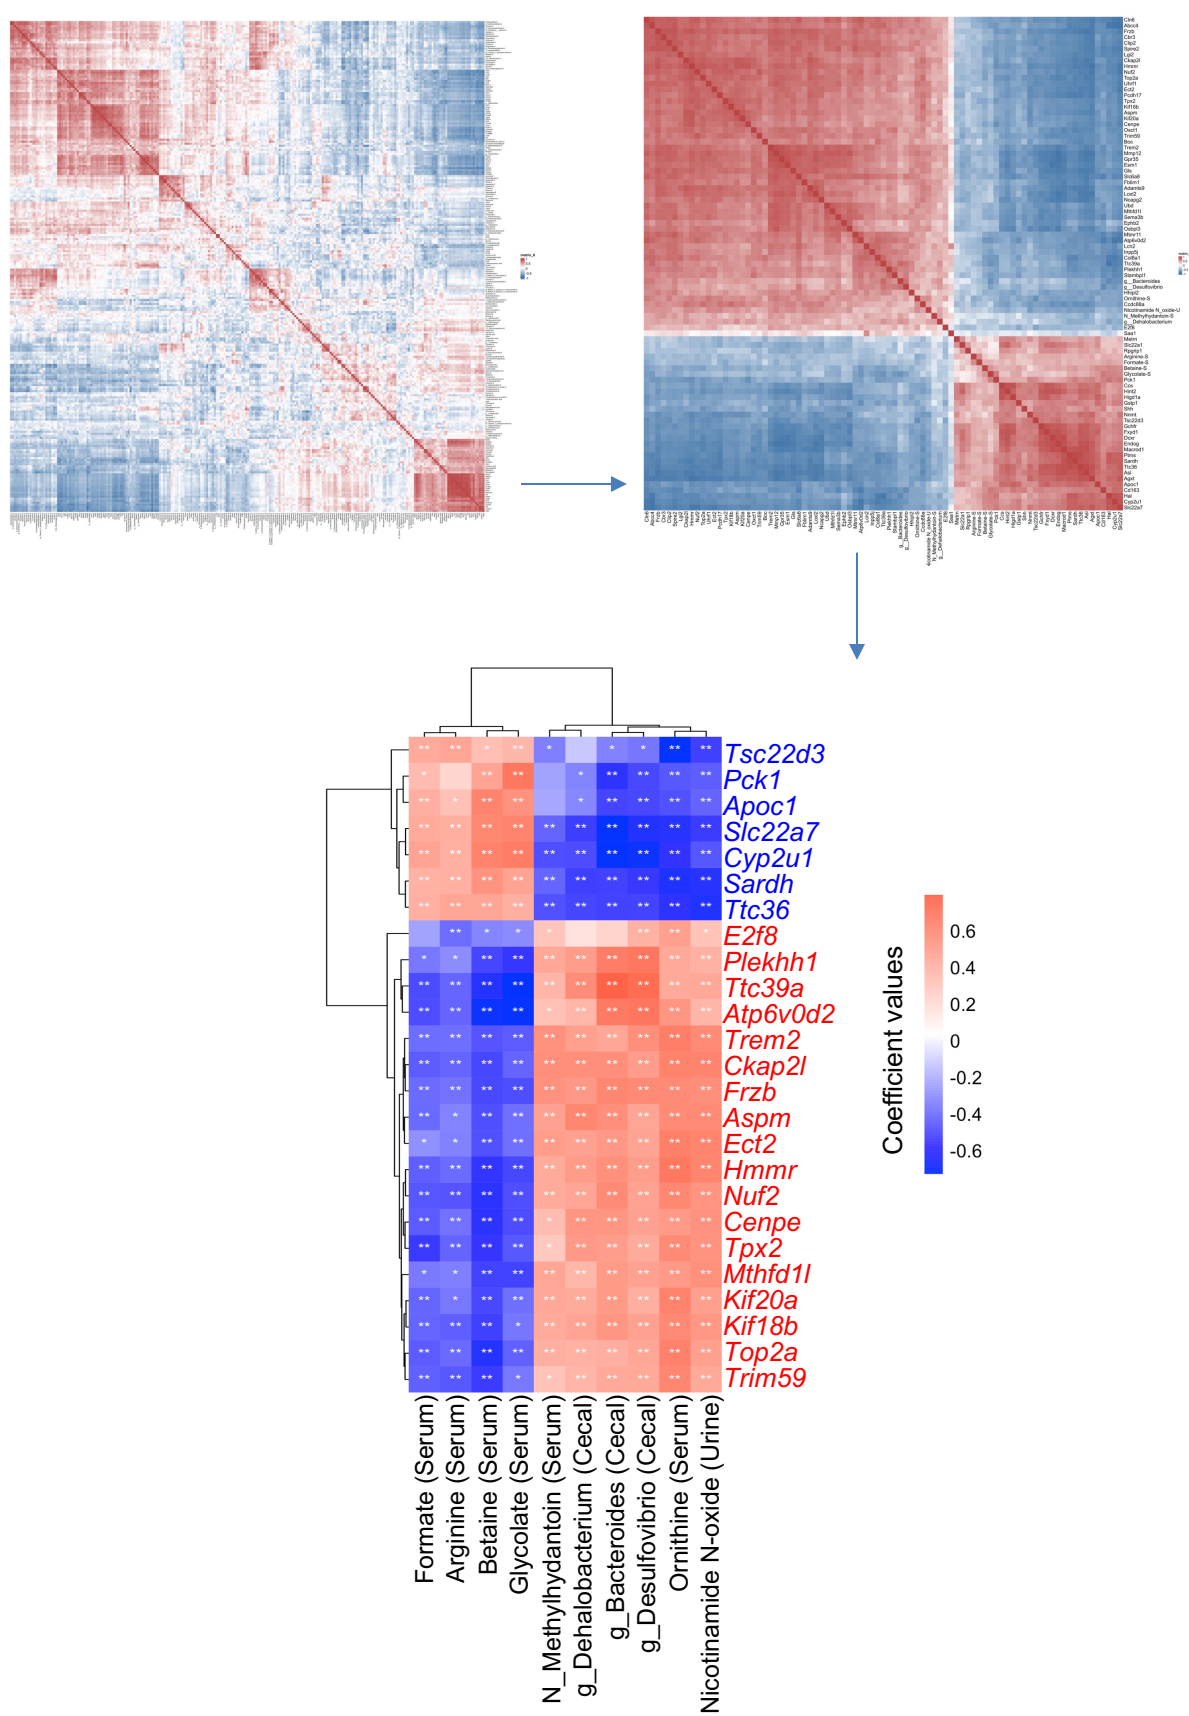

Fig. S22

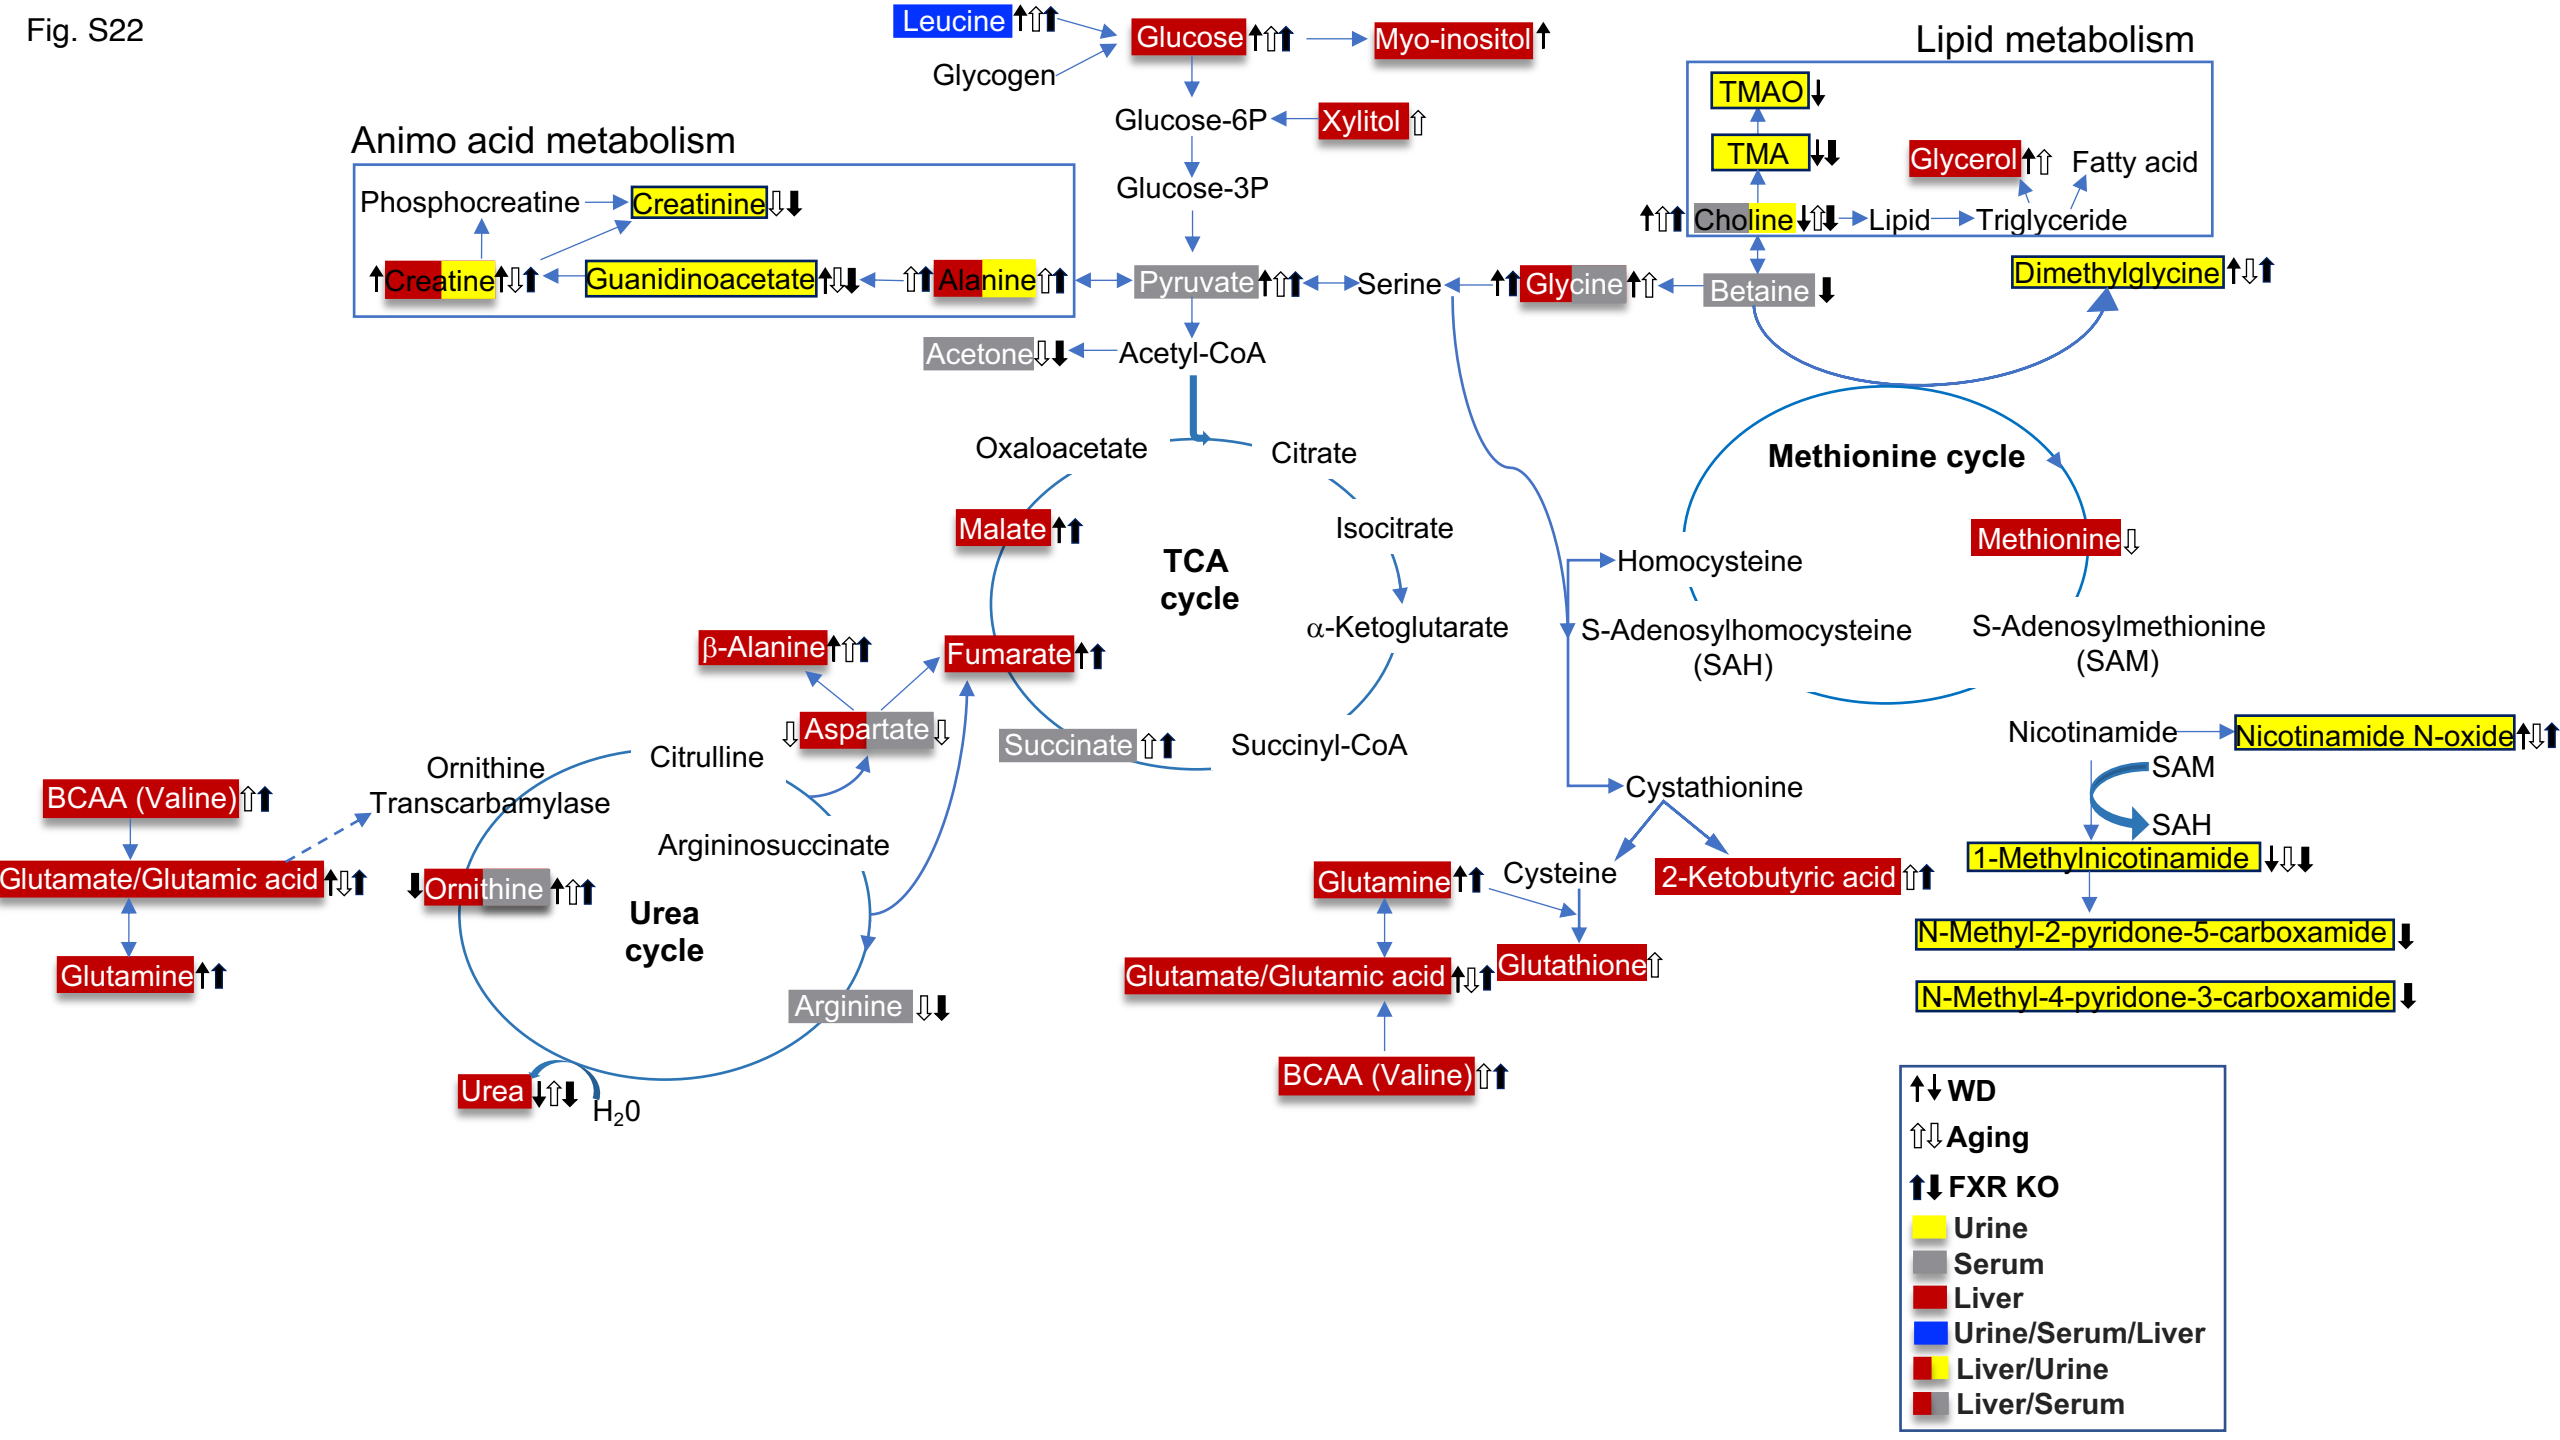

**Supplement:** Supplementary file 2 — Additional file 2: Fig. S2. Heatmaps show the fold changes of WD-altered 36 transcripts in (A) WT mice and 6 transcripts in (B) FXR KO mice regardless of ages (fold change ≥2 and adjusted p value < 0.05). Fig. S3. Altered liver metabolites due to differential dietary intake. (A) Diet altered metabolites in both WT and FXR KO mice. (B) Diet changed metabolites only in WT or FXR KO mice (raw p value < 0.05 and FDR < 0.1). Fig. S4. The effects of diets on hepatic bile acids in WT and FXR KO mice. (A) Principal component analyses of hepatic bile acids of WT and FXR KO mice fed with either a CD or WD. (B) Venn diagrams show the numbers of distinct and overlapping bile acids that were changed by differential diets intake in 3 age groups (p < 0.05). (C) A heatmap of relative concentrations of hepatic bile acids. Fig. S5. The effects of diets on serum metabolomes in WT and FXR KO mice. (A) Principal component analyses of serum metabolomes of WT and FXR KO mice fed with either a CD or WD. (B) Venn diagrams show the numbers of distinct and overlapping metabolites that were changed by differential diets intake in 3 age groups (raw p value < 0.05 and FDR < 0.1). The metabolites in purple were affected by diet in both genotypes. Fig. S6. The effects of diets on urine metabolomes in WT and FXR KO mice. (A) Principal component analyses of urine metabolomes of WT and FXR KO mice. (B) Venn diagrams show the numbers of distinct and overlapping metabolites that were changed due to differential diet intake in 3 age groups (raw p value < 0.05 and FDR < 0.1). The metabolites in purple are commonly affected by diet in both genotypes. Fig. S7. The effects of diets on cecal microbiota. (A) Principal component analyses of cecal microbiota at genus level of WT and FXR KO mice fed with either a CD or WD. (B) Venn diagrams show the numbers of distinct and overlapping cecal microbiota at the genus level that were changed by differential diets intake in 3 age groups (raw p value < 0.05). Fig. S8.

# Supplementary material for: The essential roles of FXR in diet and age influenced metabolic changes and liver disease development: a multi-omics study
**Source:** Biomark Res. 2023 Feb 18;11:20. doi: 10.1186/s40364-023-00458-9
**Supplement:** Supplementary file 3 — Additional file 3: Table S1. The function of hepatic transcripts that were consistently altered by WD intake in WT and FXR KO mice irrespective of their ages.

**Table S1. The function of transcripts that were consistently altered by WD in WT (36) and FXR KO (6) mice irrespective of their ages**

| Genes  (FXR dependent) | Description | WD *vs*. CD  (WT) | Function |
| --- | --- | --- | --- |
| *Adam11* | a disintegrin and metallopeptidase domain 11 | Up | Involved in cell-cell and cell-matrix interactions, including fertilization, muscle development, and neurogenesis |
| *Cyp3a11* | cytochrome P450, family 3, subfamily a, polypeptide 11 | Up | Oxidation-reduction process |
| *Gramd1b* | GRAM domain containing 1B | Up | Cholesterol transporter that mediates non-vesicular transport of cholesterol from the plasma membrane to the endoplasmic reticulum |
| *Cyp3a59* | cytochrome P450, family 3, subfamily a, polypeptide 59 | Up | Iron ion binding; oxidation-reduction process |
| *Orm3* | orosomucoid 3 | Up | Regulation of immune system process |
| *Pde5a* | Phosphodiesterase 5A | Up | Purine metabolism; Plays a role in signal transduction by regulating the intracellular concentration of cyclic nucleotides |
| *Slc39a4* | solute carrier family 39 (zinc transporter), member 4 | Up | Zinc influx into cells by the SLC39 gene family |
| *Adgrv1* | adhesion G protein-coupled receptor V1 | Up | Implicated in myoclonic epilepsy |
| *Sqle* | squalene epoxidase | Down | A key enzyme in cholesterol metabolism |
| *Glra3* | glycine receptor alpha 3 | Down | Ion transport |
| *Srgap3* | SLIT-ROBO Rho GTPase activating protein 3 | Down | Signal transduction; Positive regulation of GTPase activity |
| *D830032E09Rik* | RIKEN cDNA D830032E09 gene | Down | Unknown |
| *Mvd* | mevalonate diphosphate decarboxylase | Down | The enzyme mevalonate pyrophosphate decarboxylase catalyzes the conversion of mevalonate pyrophosphate into isopentenyl pyrophosphate in one of the early steps in cholesterol biosynthesis. It decarboxylates and dehydrates its substrate while hydrolyzing ATP. |
| *Ccdc69* | coiled-coil domain containing 69 | Down | Microtubule binding; Spindle midzone assembly |
| *Fdps* | Farnesyl diphosphate synthase | Down | It encodes an enzyme that catalyzes the production of geranyl pyrophosphate and farnesyl pyrophosphate from isopentenyl pyrophosphate and dimethylallyl pyrophosphate. |
| *Pdzk1ip1* | PDZK1 interacting protein 1 | Down | Plays an important role in tumor biology |
| *Nsdhl* | NAD(P) dependent steroid dehydrogenase-like | Down | A potential metastatic driver in triple-negative breast cancer |
| *Nat8f7* | N-acetyltransferase 8 (GCN5-related) family member 7 | Down | Pseudogene |
| *Acpp* | acid phosphatase, prostate | Down | It encodes an enzyme that catalyzes the conversion of orthophosphoric monoester to alcohol and orthophosphate. |
| *Rdh11* | retinol dehydrogenase 11 | Down | An NADPH-dependent retinal reductase and a short-chain dehydrogenase/reductase |
| *Gm32468* | predicted gene, 32468 | Down | Unknown |
| *Gm49012* | None | Down | Unknown |
| *Msmo1* | methylsterol monooxygenase 1 | Down | Cholesterol biosynthesis |
| *Lmntd2* | lamin tail domain containing 2 | Down | Involved in regulation of chromatin assembly |
| *Hamp2* | hepcidin antimicrobial peptide 2 | Down | Involved in the maintenance of iron homeostasis, and it is necessary for the regulation of iron storage in macrophages; antimicrobial activity against bacteria and fungi |
| *Tspyl4* | TSPY-like 4 | Down | Nucleosome assembly |
| *Cyp2c69* | cytochrome P450, family 2, subfamily c, polypeptide 69 | Down | Oxidation-reduction process |
| *Cyp2c40* | cytochrome P450, family 2, subfamily c, polypeptide 4 | Down | Oxidation-reduction process |
| *Fras1* | fraser extracellular matrix complex subunit 1 | Down | It encodes an extracellular matrix protein that appears to function in the regulation of epidermal-basement membrane adhesion and organogenesis during development. |
| *Fdft1* | farnesyl diphosphate farnesyl transferase 1 | Down | It encodes a membrane-associated enzyme located at a branch point in the mevalonate pathway. |
| *Tm7sf2* | transmembrane 7 superfamily member 2 | Down | Cholesterol biosynthetic process |
| *Gm10642* | predicted gene 10642 | Down | Unknown |
| *Fasn* | fatty acid synthase | Down | Catalyze the synthesis of palmitate from acetyl-CoA and malonyl-CoA, in the presence of NADPH, into long-chain saturated fatty acids. |
| *Nat8f6* | N-acetyltransferase 8 (GCN5-related) family member 6 | Down | Pseudogene |
| *Rec8* | REC8 meiotic recombination protein | Down | Meiotic synapsis |
| **Genes**  **(FXR-independent)** | **Description** | **WD *vs*. CD (FXR KO)** | **Function** |
| *Scd3* | stearoyl-coenzyme A desaturase 3 | Up | Rate-limiting enzyme catalyzing the synthesis of  monounsaturated fatty acids, mainly oleate (18:1) and palmitoleate (16:1) |
| *Cidec* | cell death-inducing DFFA-like effector c | Up | Encodes a member of the cell death-inducing DNA fragmentation factor-like effector family |
| *9130409I23Rik* | RIKEN cDNA 9130409I23 gene | Up | Lipid metabolic process; Sphingolipid biosynthetic process |
| *Csad* | cysteine sulfinic acid decarboxylase | Up | Organosulfur biosynthesis; Taurine biosynthesis |
| *Cyp39a1* | cytochrome P450, family 39, subfamily a, polypeptide 1 | Up | Steroid metabolism; Cholesterol degradation; Lipid metabolism; Bile acid biosynthesis |
| *Dntt* | deoxynucleotidyltransferase, terminal | Up | DNA metabolic process; DNA-dependent DNA replication |

# Supplementary material for: The essential roles of FXR in diet and age influenced metabolic changes and liver disease development: a multi-omics study
**Source:** Biomark Res. 2023 Feb 18;11:20. doi: 10.1186/s40364-023-00458-9
**Supplement:** Supplementary file 4 — Additional file 4: Table S2. RNA sequence quality data.

**Table S2. RNA sequence quality data**

| Sample | Group (genotype-age-diet) | Raw reads | Effective (%) | Error (%) | Q20 (%) | Q30 (%) | GC (%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| A_5_1 | **WT-5-CD** | **47440490** | **98.6** | **0.02** | **98.49** | **95.66** | **48.47** |
| A_5_2 | WT-5-CD | 45897774 | 98.39 | 0.02 | 98.52 | 95.68 | 49.14 |
| A_5_3 | WT-5-CD | 55934524 | 98.58 | 0.02 | 98.44 | 95.32 | 48.87 |
| A_5_4 | WT-5-CD | 51748952 | 98.47 | 0.02 | 98.46 | 95.43 | 48.44 |
| A_10_19 | WT-10-CD | 68377230 | 98.12 | 0.02 | 98.66 | 96.14 | 49.35 |
| A_10_2 | WT-10-CD | 43538390 | 98.26 | 0.02 | 98.33 | 95.11 | 47.9 |
| A_10_3 | WT-10-CD | 45939292 | 98.9 | 0.02 | 98.39 | 95.24 | 47.88 |
| A_10_5 | WT-10-CD | 46155496 | 98.94 | 0.02 | 98.28 | 94.93 | 48.01 |
| A_15_1 | WT-15-CD | 49713604 | 98.53 | 0.02 | 98.64 | 96.02 | 48.79 |
| A_15_2 | WT-15-CD | 51609246 | 97.97 | 0.02 | 98.57 | 95.89 | 48.57 |
| A_15_3 | WT-15-CD | 45011236 | 98.25 | 0.02 | 98.57 | 95.84 | 48.85 |
| A_15_5 | WT-15-CD | 44083522 | 98.43 | 0.02 | 98.56 | 95.81 | 48.78 |
| B_5_1 | WT-5-WD | 48422084 | 98.45 | 0.02 | 98.46 | 95.34 | 48.5 |
| B_5_2 | WT-5-WD | 54483466 | 98.21 | 0.03 | 98 | 94.15 | 48.14 |
| B_5_3 | WT-5-WD | 45659764 | 98.2 | 0.02 | 98.54 | 95.68 | 47.55 |
| B_5_4 | WT-5-WD | 43857748 | 98.34 | 0.02 | 98.43 | 95.32 | 48.01 |
| B_10_B3 | WT-10-WD | 42019656 | 98.31 | 0.02 | 98.21 | 95 | 49.54 |
| B_10_B4 | WT-10-WD | 42508030 | 98.38 | 0.02 | 98.33 | 95.26 | 49.39 |
| B_10_B5 | WT-10-WD | 42578310 | 98.76 | 0.02 | 98.4 | 95.46 | 48.7 |
| B_10_B6 | WT-10-WD | 46265038 | 98.35 | 0.02 | 98.34 | 95.34 | 49.22 |
| B_15_1 | WT-15-WD | 41746894 | 98.39 | 0.02 | 98.54 | 95.81 | 49.16 |
| B_15_2 | WT-15-WD | 49613588 | 98.37 | 0.02 | 98.61 | 95.97 | 49.32 |
| B_15_3 | WT-15-WD | 41166428 | 98.32 | 0.02 | 98.62 | 96 | 49 |
| B_15_4 | WT-15-WD | 46705860 | 98.64 | 0.02 | 98.61 | 95.94 | 49.18 |
| C_5_1 | FXR KO-5-CD | 45363918 | 98.24 | 0.02 | 98.41 | 95.27 | 48.48 |
| C_5_2 | FXR KO-5-CD | 50452214 | 98.17 | 0.02 | 98.42 | 95.34 | 48.27 |
| C_5_3 | FXR KO-5-CD | 57903580 | 98.12 | 0.02 | 98.53 | 95.71 | 48.92 |
| C_5_4 | FXR KO-5-CD | 47437630 | 98.02 | 0.02 | 98.5 | 95.51 | 48.79 |
| C_10_C3 | FXR KO-10-CD | 40548056 | 98.98 | 0.02 | 98.18 | 94.96 | 49.42 |
| C_10_C4 | FXR KO-10-CD | 43376480 | 98.76 | 0.02 | 98.32 | 95.25 | 48.74 |
| C_10_C5 | FXR KO-10-CD | 44255628 | 98.59 | 0.02 | 98.44 | 95.55 | 49.05 |
| C_10_C6 | FXR KO-10-CD | 41625248 | 98.61 | 0.02 | 98.48 | 95.66 | 48.71 |
| C_15_1 | FXR KO-15-CD | 45102858 | 98.25 | 0.02 | 98.65 | 96.09 | 49.2 |
| C_15_2 | FXR KO-15-CD | 53791868 | 98.51 | 0.02 | 98.55 | 95.85 | 48.54 |
| C_15_3 | FXR KO-15-CD | 43671590 | 97.78 | 0.02 | 98.65 | 96.01 | 48.54 |
| C_15_4 | FXR KO-15-CD | 45878944 | 98.52 | 0.02 | 98.61 | 95.92 | 48.55 |
| D_5_1 | FXR KO-5-WD | 45014982 | 97.99 | 0.02 | 98.5 | 95.56 | 48.65 |
| D_5_2 | FXR KO-5-WD | 46641356 | 98.29 | 0.02 | 98.52 | 95.64 | 49.3 |
| D_5_3 | FXR KO-5-WD | 54108828 | 98.13 | 0.02 | 98.59 | 95.71 | 48.46 |
| D_5_4 | FXR KO-5-WD | 48965644 | 97.96 | 0.02 | 98.43 | 95.41 | 49.51 |
| D_10_2 | FXR KO-10-WD | 45884124 | 98.59 | 0.02 | 98.63 | 95.92 | 47.83 |
| D_10_7 | FXR KO-10-WD | 46826436 | 97.98 | 0.02 | 98.55 | 95.77 | 48.29 |
| D_10_D5 | FXR KO-10-WD | 43979422 | 98.44 | 0.02 | 98.44 | 95.55 | 49.63 |
| D_10_D6 | FXR KO-10-WD | 43187858 | 98.09 | 0.02 | 98.45 | 95.54 | 49.26 |
| D_15_1 | FXR KO-15-WD | 54403098 | 98.42 | 0.02 | 98.08 | 94.57 | 48.95 |
| D_15_2 | FXR KO-15-WD | 48213670 | 98.35 | 0.02 | 98.58 | 95.91 | 49.03 |
| D_15_3 | FXR KO-15-WD | 44217554 | 98.64 | 0.02 | 98.55 | 95.84 | 48.82 |
| D_15_4 | FXR KO-15-WD | 41950896 | 98.57 | 0.02 | 98.47 | 95.6 | 48.86 |

Effective: (Clean reads/Raw reads) * 100%

Error: base error rate

Q20, Q30: (Base count of Phred value > 20 or 30) / (Total base count)

GC: (G & C base count) / (Total base count)

How the deposited data were processed for this re-analysis (not part of the article)

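The deposited count table of the study was used. Each value is a count, the number of reads that Salmon assigned to a gene in a library, summed over transcripts and rounded by the authors, and no normalization had been applied to it. The second table deposited by the authors holds a normalized signal, the counts divided by a factor for each gene and library. Those factors have a geometric mean of 1 per gene over the libraries. The signal entered only as an alternative to the counts, either through its factors as offsets or directly for principal components. Both tables hold 54309 genes and 48 libraries, 1 per mouse, and 2339 genes lack a symbol. Library totals ran from 17815522 to 29495373 counts, and 16250 genes passed the filter in all 48 libraries.

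Groups were compared with edgeR 4.0.16 in R 4.3.3. Genes with at least 10 counts in at least 4 of the libraries compared were kept, libraries were scaled by TMM, and the quasi-likelihood test was used with only the groups compared in the fit. A gene was called a DEG at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change of at least 2, as in the study. Adjusted p values printed in the text come from edgeR unless another tool is named, and are two-sided. The 16 pairwise comparisons were WD against CD in each genotype at 3 ages, 15 against 5 months in each genotype and diet, and FXR KO against WT in each diet and age. The difference between genotypes was tested in 5 fits, for diet at each age and for age on each diet. Fold changes against a group in which every library had at most 3 counts are given as lower bounds.

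Named genes were those fixed by rule before the data were examined. They are Nr1h4, every mouse gene the study names from the liver transcriptomes, the FXR responsive genes Nr0b2, Abcb11, Cyp7a1 and Cyp8b1, the gene with the largest increase and the largest decrease among the DEGs of each comparison (with a symbol, a mean of at least 1 CPM and no overlap between groups), and up to 3 members of each list with the smallest adjusted p. Locations are on GRCm39.

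There were 12 gene lists and 9 marker lists of cell types. The lists were cholesterol biosynthesis, OXPHOS (nuclear), mitochondrially encoded OXPHOS, cytosolic ribosomal proteins, inflammation, B cell, fatty acid metabolism, extracellular matrix, xenobiotic metabolism, cell division, iron ion binding and erythrocyte. The marker lists were Kupffer cell and macrophage, neutrophil, T cell, cholangiocyte, stellate cell and fibroblast, pancreatic acinar cell, adipocyte, skeletal muscle and hepatocyte. They were written from general knowledge of the genes, since no pathway database was at hand, and differ from the pathways of the study. Lists were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1 on effects averaged over ages or diets. A score per liver, the mean of centred log2 CPM over the list, was tested by permuting livers within age or diet. Permutation p values are unadjusted unless called adjusted.

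Principal components used the 500 most variable genes of log2 CPM with a prior count of 2, centred and not scaled. The mean silhouette width of the labels on PC1 and PC2 was tested by permutation, exact where all relabelings numbered at most 1e+05 and otherwise with 1e+05 drawn relabelings. In a comparison of 4 against 4 livers an exact p cannot be under 0.0286.

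Alternatives fixed before the data were examined were DESeq2 1.42.0 with and without shrinkage by apeglm 1.24.0, all 12 groups in one fit, no filter on low counts, median-of-ratios size factors, the authors' factors as offsets, library GC percent as a covariate, a replicate block within age, fry, the 10-month samples left out, and for principal components the variance stabilizing transformation, all filtered genes and the deposited signal. Each library was also left out in turn. Alternatives chosen after the data were seen were removal of the trend with gene length and GC content from each library, naming style of the replicates as a term for the 4 10-month groups, and DESeq2 with all 12 groups, without shrinkage, with the authors' factors, or with shrinkage by ashr 2.2.63.

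The code was tried on simulated counts before use. Of 200 genes given a change, edgeR recovered 197 (98.5%) of 13566 tested with 6 unchanged genes called, and the interaction test 178 (89%) of 14512 with 5 unchanged genes called. A shift of 0.5 given to a list of 83 genes was recovered with a median of 0.484 and no call among the 11 other lists. Simulated clusters gave a silhouette width of 0.538, and unstructured data 0.00348.

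Bile acids, microbiota, metabolites, histology and human tumour data of the study were not analysed here, nor were its pathway databases. Raw reads were not reprocessed.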

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

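Library batch, GC content, the weight of 1 library in cell division and contamination behind the B cell signal were named as tests before the data were examined. All other tests described here were chosen only after the result was seen.

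Each of 24 measures was examined in each of the 12 groups for a liver far from the other 3, by Dixon's ratio at its 95% critical value. Of these 288 tests 30 were past the limit, where about 1 in 20, or 14.4, is what chance gives. WT CD replicate 19 at 10 months accounts for 9 of the 30, FXR KO WD replicate 2 at 10 months for 4 and FXR KO CD replicate 1 at 5 months for 2.

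WT CD replicate 19 at 10 months drew attention first. Its OXPHOS score was -0.0378 (nearest liver of its group 0.885), ribosomal proteins -0.058 (1.03), xenobiotic metabolism -0.336 (0.0571), cell division 0.326 (-0.835), macrophage markers 0.573 (-0.55), stellate cell markers -0.0745 (-0.424) and hepatocyte markers -0.18 (0.949). It had 29500000 counts, the most of all libraries, and stood at 21.5 on PC1 (-24.5). Apart from the total, it lay nearer the WD livers of its age than the other CD livers in each of these. A mislabelled diet may be the reason. A diet score from 88 genes placed it at 0.651, with the other CD livers at 0.0844, 0.115 and 0.0775 and the WD livers at 0.931, 0.896, 0.715 and 0.759. Its cholesterol biosynthesis score of -0.0256 lay between the CD livers (nearest 0.416) and the WD livers (nearest -0.228). A copy of Nnt with 394 to 751 counts in all 4 CD livers and 0 in the WD livers puts it with the CD livers, but is a single gene. The GC percent of its library was 49.35, against 47.88 to 48.01 in the other CD livers of its age. On these values a wrong label, a CD liver with an older profile and a difference in library preparation cannot be told apart. Without replicate 19 the diet comparison at 10 months gained DEGs, to 2732.

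At 10 months the WT diet comparison gave 1498 DEGs and the CD genotype comparison 1605, more than at the other ages. The 3 plain-number CD livers other than replicate 19 held high OXPHOS and ribosomal protein transcripts. A library batch that follows replicate naming may be involved. Within FXR KO WD, where both styles occur, the difference between styles correlated at 0.616 with the WT CD minus WD effect. In 27 splits of other groups the largest size was 0.441 and the median 0.185. Splits within the WT CD livers at 10 months, which share 1 style but enter that effect, gave 0.562, 0.566 and -0.578 and were not counted. With GC percent as a covariate the counts became 246 and 790, and the fall of OXPHOS -0.44 in place of -1.10. With the trend by length and GC removed there were 1012 DEGs with WD in WT, 783 of them among the 1498. GC and length thus account for part of the pattern at most, and how large a part stays open. Batch and diet coincide fully in WT at 10 months and cannot be told apart there. What stays open is how much of the 10-month effect is diet.

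FXR KO WD replicate 2 at 10 months had an inflammation score of -0.26 (nearest 0.992), skeletal muscle markers at 2.08 (-1.35), Nr1h4 at 56.7 CPM (42.8) and PC1 at 2.16 (-27.4), and FXR KO CD replicate C3 had inflammation at 1.09 (0.188). The split of FXR KO livers that puts C3 with D5, D6 and 7 gave 491 DEGs where the diets gave 0. With a real count of 0, all 35 of 35 splits give at least as many by construction, so their number decides nothing. An exchange of C3 and replicate 2 could give the 491 DEGs. The diet score of C3 was -0.0313, on the CD side and far from the 1.27, 0.804, 1.04 and 1.01 of the FXR KO WD livers, which argues against it. Replicate 2, at 1.27, was the highest of the WD livers. In cholesterol biosynthesis, too, C3 (0.726) lay with the CD livers and replicate 2 (-0.616) with the WD livers. At 15 months CD replicates 3 and 4 reached 0.766 and 0.993 in the diet score, within the range of the WD livers, but no CD liver did so at 10 months. Individual variation in inflammation at 10 months stays as a hypothesis.

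Cell division genes were high in C3 as well. The share of 1 library in this could be large, since 15 list members were DEGs on CD at 10 months and 4 without it, with the median going from 1.67 to 0.90. Leaving out C4, C5 or C6 gave 7, 21 and 8 calls and medians of 1.71, 1.88 and 1.71, so C3 carries much of the size of the difference, while there were 4 calls and a median of 0.90 without it.

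FXR KO CD replicate C6 at 10 months had a pancreatic acinar score of 7.23 (nearest 0.0728), and acinar genes made up 0.132% of its counts. All 10 acinar genes were highest there, 9 of them over 10 times the second library. Amy2a5 reached 720 CPM against 2.38. Pancreatic tissue in the sample is the likely source, by the 10 genes. Skeletal muscle genes made up 0.0683% of the counts of FXR KO CD replicate 3 at 15 months (Acta1 194 CPM against 84.9 in the second library), and muscle markers were past the limit in WT CD replicate 1 at 5 months (5.86, nearest -1.18) and FXR KO WD replicate 4 at 5 months (4.95, -1.86). No test of their source was made.

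Other single values past the limit were spread over livers. For cholesterol biosynthesis they were WT WD replicate 2 at 5 months (-1.13, nearest -1.08) and FXR KO CD C5 at 10 months (-0.0806, 0.726), and for mitochondrially encoded genes WT WD replicate 2 at 15 months (-0.492, -0.272). Xenobiotic metabolism was high in FXR KO WD replicate 7 at 10 months (1.11, 0.711). Macrophage markers were low in FXR KO CD replicate 1 at 5 months (-1.88, -0.577), whose Nr1h4 was 64.0 CPM (60.9). T cell markers stood out in FXR KO WD replicate 3 at 5 months (-0.443, -0.734), WT CD replicate 2 at 10 months (0.724, -0.00832) and WT WD replicate 1 at 15 months (1.51, 0.17). Stellate cell markers were high in FXR KO CD replicate 3 at 15 months (0.54, -0.098), acinar markers in WT CD replicate 5 at 15 months (0.264, -0.863), adipocyte markers in WT CD replicate 1 at 15 months (-0.282, -0.833) and Nr1h4 in WT CD replicate 2 at 15 months (118 CPM, 104). This is near the number chance gives, and no cause was tested.

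B cell genes rose with age more in FXR KO, by 0.496 in the list. Contamination by blood could do this. Within FXR KO the B cell score rose by 1.10 more than the erythrocyte score (exact p 0.0286), so blood alone does not account for that rise. Between genotypes the erythrocyte list differed by 1.39 (camera adjusted p 0.000247, fry 0.0666, permutation p 0.00818), so blood stays open for the difference. In FXR KO the B cell score also rose by 0.632 more than T cell markers (exact p 0.00612) and by 0.652 more than neutrophil markers (exact p 0.211), averaged over diets. Lymphoid aggregates in old livers stay as a hypothesis, which the counts cannot place in the tissue.

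The differences between genotypes were of interest because the study draws its main conclusion from them. Genes with a different diet effect numbered 9, 2029 and 1 at 5, 10 and 15 months, and with a different age effect 5 on CD and 101 on WD. Chance division of the livers may give such counts. Among 100 splits drawn, 8, 2 and 6 gave at least as many genes for diet and 4 and 4 for age, the real split included. Labels exchanged within a genotype can add effects of both genotypes, so these splits do not show what chance alone gives and the question stays open. For lists the differences were 0.321 (OXPHOS), -0.0803 (inflammation) and 0.501 (cholesterol biosynthesis) for diet, and 0.246 (OXPHOS), -0.233 (inflammation) and 0.496 (B cell) for age. The OXPHOS one for diet has the opposite sign without the 10-month livers, -0.17.

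Chance division of the livers was examined for the pairwise counts as well. In 15 of the 16 comparisons only 1 split of 35, the real one, gave that many DEGs, and chance may be set aside there as far as 35 splits allow, for WT and FXR KO diet at 5 and 15 months, WT diet at 10 months, the 4 age comparisons and the 6 genotype comparisons.

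FXR KO livers had fewer DEGs than WT livers for diet and age. A larger spread between FXR KO livers could lower the counts. With the WT fold changes and the FXR KO spread, simulations gave a median of 159, 1156 and 462.5 DEGs for diet and 293 and 1350 for age. Found were 26, 0, 8, 21 and 110. The fold changes put in were WT estimates with noise of their own, and single livers moved the FXR KO counts, at 10 months from 0 to 59. How much of the gap spread accounts for therefore stays open. Smaller effects in FXR KO stay as a hypothesis, except with WD at 10 months, where 43.2% of the WT DEGs moved in the same direction in FXR KO.

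The effect of WD in WT and of FXR loss on CD share their reference livers. The shared libraries may create a correlation, and simulations without any effect gave 0.459, 0.465 and 0.455 at 5, 10 and 15 months. The correlations found were 0.308, 0.788 and 0.373, above the simulated value only at 10 months, where the batch described above may also act. As the simulations held no effects, the lower values at 5 and 15 months do not show that the effects are unalike.

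Genes that differed between FXR KO and WT in all 6 comparisons included 16 pseudogenes, 14 higher in FXR KO. Reads moved between a gene and its copy could cause this. The sum of a gene and its copy should then stay level, but over 7 pairs the largest median change of the sum was -1.74, and 1 pair stayed under 0.2. In 6 of the pairs the sum moved less than the gene, such as -0.219 against -1.38 for Rps7 and -1.74 against -2.83 for Ndufs5, so moved reads account for part of the change at most and the rest stays open. Sequence around Nr1h4 from another strain could bring such genes near it. Of the 102 genes 2 lay within 5 Mb, where 53 of the 13323 tested genes lie, and 10 on chromosome 10 (9.80% against 4.99% of the tested genes, Fisher p 0.0357). Such sequence may therefore account for a few genes near Nr1h4 but not for those on other chromosomes. Another strain background across the genome may be present, and such genes were on 19 chromosomes. The strain of the 2 colonies and the genotype cannot be told apart. Gm10184, nearly absent from WT (at most 12 counts), and the Nnt copy, found in WT CD but not WT WD at 10 months, are of this kind, as are Eif4a-ps4, Gm12671 and Moxd1 by age.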

How the results depend on the processing

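The alternatives were set before the data were examined, except those said below to be chosen after seeing the data, and all tests of causes named in this part were chosen only after the result was seen, apart from the one of GC content.

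Of 787 alternative values of counts 516 stayed within 1.5 times the main value and 271 moved further. Of 902 values of lists 846 stayed the same, 35 were weaker, 6 stronger and 15 reversed. Of 5314 values of named genes 4540 stayed the same, 633 were weaker, 130 stronger and 11 reversed, and of 200 PCA values 199 kept their call or stayed within 1 SD of the livers, and 1 moved further. That SD is wide for WT CD, where the position of the 10-month livers went from 0.382 to 0.0633 without replicate 19, and the silhouette width of diet in WT, still past its threshold, went from 0.256 to 0.138 without CD replicate 2 at 15 months. With median-of-ratios size factors every count stayed within 1.5 times the main value, and every list and named gene stayed the same. By the rule for PCA values, the variance stabilizing transformation and the deposited signal changed none of them. Median-of-ratios factors, the authors' offsets and the removal of the trend, for which it was computed, shifted the median change of all genes by no more than 0.1.

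With unshrunken DESeq2, the count of diet DEGs in FXR KO was 194 at 5 months, 151 at 10 months and 396 at 15 months (main 26, 0 and 8). The count of age DEGs in FXR KO was 239 on CD and 293 on WD (main 21 and 110). The count of genes with a different diet effect between genotypes was 85 at 5 months and 143 at 15 months (main 9 and 1). For genes with a different age effect between genotypes it gave 64 on CD and 379 on WD (main 5 and 101). The totals were 644 for diet in FXR KO and 472 for age in FXR KO (main 33 and 127). The count of diet DEGs at all 3 ages was 8 in FXR KO (main 0). The cause was not tested.

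With DESeq2 and apeglm shrinkage, the count of diet DEGs in FXR KO was 131 at 5 months, 116 at 10 months and 237 at 15 months (main 26, 0 and 8). For age DEGs in FXR KO it gave 180 on CD and 229 on WD (main 21 and 110). The totals were 418 for diet in FXR KO and 366 for age in FXR KO (main 33 and 127). For diet DEGs at all 3 ages it gave 5 in FXR KO (main 0). For these moves the cause was not tested.

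With no filter on low counts, the count of diet DEGs in FXR KO was 48 at 5 months, 39 at 10 months and 55 at 15 months (main 26, 0 and 8). It gave 69 on CD as the number of age DEGs in FXR KO (main 21). It gave 17 at 5 months and 32 at 15 months as the number of genes with a different diet effect between genotypes (main 9 and 1). The genes with a different age effect between genotypes came to 18 on CD (main 5). The totals were 125 for diet in FXR KO and 191 for age in FXR KO (main 33 and 127). Inflammation for FXR loss on WD went from 0.21 to 0.23. The cause was not tested.

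With the authors' per-gene normalization as offsets, the count of diet DEGs in FXR KO was 14 at 5 months and 6 at 10 months (main 26 and 0). The age DEGs in FXR KO came to 2 on CD and 69 on WD (main 21 and 110). Genes with a different diet effect between genotypes numbered 4 at 5 months and 3 at 15 months (main 9 and 1). The count of genes with a different age effect between genotypes was 2 on CD (main 5). The totals were 71 for age in FXR KO (main 127). Fatty acid metabolism for FXR loss on CD went from 0.0894 to -0.00735. Here the cause was not tested. The 2 age DEGs of FXR KO on CD were both lower, where the main test had 10 higher and 11 lower.

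With GC percent of each library as a covariate, the count of diet DEGs in WT was 246 at 10 months and 4 at 15 months (main 1498 and 842). The count of diet DEGs in FXR KO was 51 at 5 months, 11 at 10 months and 26 at 15 months (main 26, 0 and 8). Age DEGs in WT numbered 149 on WD (main 1727). The count of age DEGs in FXR KO was 745 on WD (main 110). The count of genotype DEGs on CD was 790 at 10 months (main 1605). For genotype DEGs on WD it gave 221 at 5 months (main 896). For genes with a different diet effect between genotypes it gave 2 at 5 months, 675 at 10 months and 0 at 15 months (main 9, 2029 and 1). It gave 21 on WD as the number of genes with a different age effect between genotypes (main 101). The totals were 411 for diet in WT, 87 for diet in FXR KO, 557 for age in WT, 752 for age in FXR KO and 1213 for FXR loss on CD (main 2113, 33, 1898, 127 and 1896). Genes common to diet, age and FXR KO numbered 108 (main 576). It gave 0 in WT as the number of diet DEGs at all 3 ages (main 40). OXPHOS for the genotype difference in the age effect went from 0.25 to 0.0443. Inflammation for the genotype difference in the age effect went from -0.23 to 0.14. Cholesterol biosynthesis for the genotype difference in the age effect went from -0.0315 to 0.13. Cyp8b1 (CD 15 months, FXR KO vs WT) went from 0.0371 to -0.0512. Ttc36 (WT WD, 15 vs 5 months) went from -1.09 to 0.0149. GC percent differs between the groups, so the covariate takes up part of the group difference by construction, and it raised the age count of FXR KO on WD, for which the cause was not tested.

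With all 12 groups in one fit, the count of diet DEGs in WT was 144 at 5 months (main 218). It gave 143 at 5 months, 233 at 10 months and 195 at 15 months as the number of diet DEGs in FXR KO (main 26, 0 and 8). For age DEGs in FXR KO it gave 187 on CD (main 21). It gave 841 at 15 months as the number of genotype DEGs on CD (main 414). The genotype DEGs on WD came to 796 at 10 months (main 506). The genes with a different diet effect between genotypes came to 15 at 15 months (main 1). The totals were 505 for diet in FXR KO and 310 for age in FXR KO (main 33 and 127). The diet DEGs at all 3 ages came to 9 in FXR KO (main 0). This fit estimates the dispersion of a gene from all groups, and the cause was not tested.

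With a replicate block within age and all 12 groups in one fit, the count of diet DEGs in WT was 141 at 5 months (main 218). Diet DEGs in FXR KO numbered 83 at 5 months, 198 at 10 months and 77 at 15 months (main 26, 0 and 8). It gave 100 on CD as the number of age DEGs in FXR KO (main 21). Genotype DEGs on CD numbered 709 at 15 months (main 414). The count of genotype DEGs on WD was 760 at 10 months (main 506). Genes with a different diet effect between genotypes numbered 2 at 5 months and 6 at 15 months (main 9 and 1). The count of genes with a different age effect between genotypes was 1 on CD and 45 on WD (main 5 and 101). The totals were 315 for diet in FXR KO and 198 for age in FXR KO (main 33 and 127). Diet DEGs at all 3 ages numbered 25 in WT and 5 in FXR KO (main 40 and 0). Cyp8b1 (CD 15 months, FXR KO vs WT) went from 0.0371 to -0.11. Here the cause was not tested. Equal replicate numbers do not pair livers across groups. Over 45 pairs of groups the median correlation of equal numbers was -0.0031 (-0.426 to 0.271), and 10 were over 0.1. The block is therefore no test of a weaker effect, and the 10-month livers carried no block term, since their numbers differ between groups.

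With a replicate block within age in the list tests, inflammation for the genotype difference in the age effect went from -0.23 to -0.22. For these moves the cause was not tested.

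With fry in place of camera, OXPHOS for diet in FXR KO (-0.10) no longer passed. Inflammation for diet in FXR KO (0.61) no longer passed. Inflammation for age in FXR KO (0.54) no longer passed. Inflammation for FXR loss on CD (0.29) no longer passed. Extracellular matrix for FXR loss on WD (0.44) no longer passed. OXPHOS for the genotype difference in the diet effect (0.32) no longer passed. Inflammation for the genotype difference in the diet effect (-0.0803) no longer passed. OXPHOS for the genotype difference in the age effect (0.25) no longer passed. Inflammation for the genotype difference in the age effect (-0.23) no longer passed. B cell for the genotype difference in the age effect (0.50) no longer passed. Camera keeps the correlation between genes at 0.01 while fry estimates it from the residuals, which lowers the number of calls where that correlation is higher. Over all lists 61 of 96 tests passed with camera, and 23 of these did not with fry.

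With the 10-month samples left out, inflammation for FXR loss on CD went from 0.29 to 0.23. Fatty acid metabolism for FXR loss on CD went from 0.0894 to 0.22. Inflammation for FXR loss on WD went from 0.21 to 0.33. OXPHOS for the genotype difference in the diet effect went from 0.32 to -0.17. Inflammation for the genotype difference in the diet effect went from -0.0803 to 0.15. B cell for the genotype difference in the diet effect went from 0.0994 to -0.14. The 10-month livers carry the signs that differ, and the cause was not tested.

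With all genes passing the filter in the PCA, the mean position of the 10-month WD livers of WT went from 0.807 to 1.00. For these moves the cause was not tested.

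The following alternatives were chosen after seeing the data. With the length and GC trend of each library removed, the count of diet DEGs in FXR KO was 9 at 10 months (main 0). For genes with a different diet effect between genotypes it gave 5 at 5 months, 998 at 10 months and 3 at 15 months (main 9, 2029 and 1). Cyp8b1 (CD 15 months, FXR KO vs WT) went from 0.0371 to -0.0261. With the same trend removed, the WT diet DEGs at 10 months were 696 higher and 316 lower (68.8% higher, main 53.8%), and the CD genotype DEGs at 10 months 733 higher and 448 lower (62.1% higher, main 50.7%). The cause was not tested.

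With label style as a batch term for the 4 10-month groups, the count of diet DEGs in WT was 1 at 10 months (main 1498). It gave 2 at 10 months as the number of diet DEGs in FXR KO (main 0). For genotype DEGs on CD it gave 159 at 10 months (main 1605). It gave 0 at 10 months as the number of genes with a different diet effect between genotypes (main 2029). Cyp8b1 (CD 10 months, FXR KO vs WT) went from -0.70 to 0.0984. Pde5a (WT 10 months, WD vs CD) went from 1.19 to -0.22. Slc22a7 (WT 10 months, WD vs CD) went from -1.36 to 0.34. The copy of Nnt (ENSMUSG00000116207.2), lower by at least 201-fold with WD in WT at 10 months, had a fitted change of 1.91. Naming style coincides with diet in WT, so the term is estimated from the FXR KO WD livers, which hold both styles. With it the OXPHOS list still changed by -0.59 with WD in WT at 10 months. The cause was not tested. It was chosen after seeing the data.

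With unshrunken DESeq2 and all 12 groups in one fit, the count of diet DEGs in FXR KO was 226 at 5 months, 247 at 10 months and 394 at 15 months (main 26, 0 and 8). The age DEGs in FXR KO came to 310 on CD and 260 on WD (main 21 and 110). It gave 921 at 15 months as the number of genotype DEGs on CD (main 414). The genotype DEGs on WD came to 1461 at 5 months and 869 at 10 months (main 896 and 506). The genes with a different diet effect between genotypes came to 39 at 5 months and 54 at 15 months (main 9 and 1). Genes with a different age effect between genotypes numbered 47 on CD and 205 on WD (main 5 and 101). The totals were 752 for diet in FXR KO, 497 for age in FXR KO and 2095 for FXR loss on WD (main 33, 127 and 1390). Genes common to diet, age and FXR KO numbered 960 (main 576). The count of diet DEGs at all 3 ages was 17 in FXR KO (main 0). The cause was not tested. It was chosen after seeing the data.

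With unshrunken DESeq2, all 12 groups in one fit and the authors' per-gene factors, the count of diet DEGs in WT was 2342 at 10 months (main 1498). The count of diet DEGs in FXR KO was 221 at 5 months, 254 at 10 months and 343 at 15 months (main 26, 0 and 8). Age DEGs in FXR KO numbered 258 on CD and 211 on WD (main 21 and 110). Genotype DEGs on CD numbered 2747 at 10 months and 842 at 15 months (main 1605 and 414). The count of genotype DEGs on WD was 1434 at 5 months and 862 at 10 months (main 896 and 506). The count of genes with a different diet effect between genotypes was 31 at 5 months, 3132 at 10 months and 48 at 15 months (main 9, 2029 and 1). For genes with a different age effect between genotypes it gave 46 on CD and 207 on WD (main 5 and 101). The totals were 721 for diet in FXR KO, 414 for age in FXR KO, 3269 for FXR loss on CD and 2098 for FXR loss on WD (main 33, 127, 1896 and 1390). Genes common to diet, age and FXR KO numbered 974 (main 576). For diet DEGs at all 3 ages it gave 13 in FXR KO (main 0). Here the cause was not tested. It was chosen after seeing the data.

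With ashr-shrunken DESeq2, all 12 groups in one fit and the authors' per-gene factors, the count of diet DEGs in WT was 129 at 5 months and 415 at 15 months (main 218 and 842). It gave 129 at 5 months, 43 at 10 months and 75 at 15 months as the number of diet DEGs in FXR KO (main 26, 0 and 8). The count of age DEGs in WT was 180 on CD (main 441). For age DEGs in FXR KO it gave 162 on CD (main 21). For genotype DEGs on CD it gave 633 at 15 months (main 414). The totals were 223 for diet in FXR KO and 260 for age in FXR KO (main 33 and 127). Genes common to diet, age and FXR KO numbered 363 (main 576). It gave 17 in WT as the number of diet DEGs at all 3 ages (main 40). For these moves the cause was not tested. It was chosen after seeing the data.

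With 1 liver left out at a time the results moved as follows, as the lowest to the highest value. The diet DEGs in WT ran from 140 to 214 at 5 months and 975 to 2732 at 10 months. The diet DEGs in FXR KO ran from 0 to 23 at 5 months, 0 to 59 at 10 months and 0 to 61 at 15 months. The age DEGs in WT ran from 278 to 536 on CD. The age DEGs in FXR KO ran from 0 to 50 on CD and 9 to 85 on WD. The genotype DEGs on CD ran from 247 to 470 at 5 months, 1038 to 2621 at 10 months and 232 to 502 at 15 months. The genotype DEGs on WD ran from 384 to 1063 at 5 months and 266 to 697 at 10 months. The genes with a different diet effect between genotypes ran from 3 to 17 at 5 months, 1472 to 3116 at 10 months and 0 to 66 at 15 months. The genes with a different age effect between genotypes ran from 1 to 23 on CD and 35 to 335 on WD. The totals ran from 8 to 89 for diet in FXR KO, 29 to 154 for age in FXR KO and 1423 to 2913 for FXR loss on CD. The genes common to diet, age and FXR KO ran from 449 to 912. The diet DEGs at all 3 ages ran from 0 to 1 in FXR KO. Inflammation for FXR loss on WD ran from 0.0818 to 0.29. Extracellular matrix for FXR loss on WD ran from 0.34 to 0.50. Inflammation for the genotype difference in the diet effect ran from -0.25 to 0.000487. Inflammation for the genotype difference in the age effect ran from -0.35 to -0.12. Cholesterol biosynthesis for the genotype difference in the age effect ran from -0.22 to 0.0677. B cell for the genotype difference in the age effect ran from 0.32 to 0.83. Nr0b2 (CD 5 months, FXR KO vs WT) ran from -0.39 to 0.0241. Cyp8b1 (CD 15 months, FXR KO vs WT) ran from -0.15 to 0.21. Fasn (WT 10 months, WD vs CD) ran from -0.45 to 0.0837. The cause was not tested.

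Depth set a limit for genes with few counts. Genes below 10 counts in 4 libraries were not tested, and Scd3 and D830032E09Rik had enough only at 15 months. Library totals differed by 1.66 times at most. No value could be given by apeglm or ashr shrinkage for the differences between genotypes or by naming style for ages other than 10 months.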

Differences from the paper's values

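Values read by eye from the figures of the study are given with about. The alternatives fixed before the data were examined are named first, and those added later are said to be chosen after seeing the values.

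For diet in FXR KO over the 3 ages the paper gives 486 DEGs and the main test 33. Unshrunken DESeq2 (644), apeglm (418) and all 12 groups in one fit (505) close the gap to within 1.5 times. No filter (125), median-of-ratios (33), the authors' normalization (27), GC percent as a covariate (87) and the block (315) do not. Of those chosen after seeing the values, DESeq2 with all 12 groups and the authors' factors (721) comes within 1.5 times, and trend removal (37), DESeq2 with all 12 groups (752) and ashr (223) do not.

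By age group Fig. 1B shows about 140, about 150 and about 260 for FXR KO diet in the paper, against 26, 0 and 8 here. At 5 months unshrunken DESeq2 (194), apeglm (131) and all 12 groups (143) close the gap, at 10 months unshrunken DESeq2 (151), apeglm (116) and the block (198), and at 15 months apeglm (237) and all 12 groups (195). Of those chosen after seeing the values, ashr (129) closes it at 5 months and DESeq2 with the authors' factors (343) at 15 months. The other settings do not.

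For age in FXR KO the paper gives 470 DEGs in total and the main test 127. Unshrunken DESeq2 (472) and apeglm (366) close the gap. No filter (191), median-of-ratios (127), the authors' normalization (71), GC percent (752), all 12 groups (310) and the block (198) do not. Of those chosen after seeing the values, DESeq2 with all 12 groups (497) and with the authors' factors (414) close it, and trend removal (107) and ashr (260) do not. Fig. 3B shows about 210 on CD in the paper, against 21 here, and about 300 on WD, against 110. On CD unshrunken DESeq2 (239), apeglm (180) and all 12 groups (187) close the gap, as do DESeq2 with all 12 groups (310), with the authors' factors (258) and ashr (162), chosen after seeing the values. On WD unshrunken DESeq2 (293) and apeglm (229) do, as do DESeq2 with all 12 groups (260) and with the authors' factors (211), chosen after seeing the values.

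The paper gives 6 genes changed at all 3 ages in FXR KO, and the main test 0. Unshrunken DESeq2 (8), apeglm (5), all 12 groups (9) and the block (5) close the gap, and no filter, median-of-ratios, the authors' normalization and GC percent (0 each) do not. Of those chosen after seeing the values, DESeq2 with all 12 groups gives 17 and with the authors' factors 13, and trend removal and ashr 0.

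In the PCA of Fig. 1A PC2 of FXR KO takes about 12% in the paper and 18.2% here. The variance stabilizing transformation gives 12.8%, all filtered genes 8.71% and the deposited signal 17.2%.

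Of 119 folds read by eye from Fig. S2, all lay on the same side of 1 here and 6 differed by over 1.5 times. In WT at 10 months they were Slc39a4 (the paper's about 2.3, here 3.51), Nat8f7 (about 0.10, here 0.0535), Acpp (about 0.41, here 0.255), Cyp2c40 (about 0.18, here 0.0926) and Fasn (about 0.34, here 0.873) in Fig. S2A, and in FXR KO at 5 months Cidec (about 6.6, here 10.9) in Fig. S2B. Of the 8 alternatives fixed before the data were examined 3 come within 1.5 times for Slc39a4 and 1 for each of the others, and 7, 8, 7, 7, 1 and 4 call the gene in that order.

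17 of the 119 were not DEGs in the main test. The alternatives of the 8 that call them number 3 for Orm3 and 1 for Gm10642 in WT at 10 months, and for Fasn 2 at 5 and 1 at 10 months. In FXR KO at 5, 10 and 15 months they number 4, 5 and 2 for Cidec, 5, 4 and 4 for 9130409I23Rik, 6, 2 and 5 for Csad and 4, 4 and 2 for Dntt, and 4 for Cyp39a1 at 10 months.

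Statements that differ in gene, ranking or direction follow. Diet and age labels carried signal in the principal components of FXR KO livers too, with a silhouette width of 0.138 and 0.255. These widths do not by themselves show separate clusters. OXPHOS genes fell with age in both genotypes, and with WD at 15 months in both. Ribosomal protein genes fell with age in both as well, and with WD at 15 months in FXR KO (median -0.229) but not in WT (0.0224). A fall particular to OXPHOS with WD is thus not shown in FXR KO at that age. Inflammation genes rose with WD in FXR KO livers as a list by camera (adjusted p 6.01e-12), although fry (0.0621) and the permuted score (adjusted p 0.0536) did not pass. B cell genes rose with age in WT as well as in FXR KO. As whole lists, fatty acid metabolism genes did not fall with WD in FXR KO, nor, averaged over ages, with FXR loss on either diet. The iron ion binding list did not rise with WD in FXR KO. The paper's pathway statements rest on enrichment among its DEGs, which the median of a list does not test. With WD in WT the smallest p among the lists was that of cholesterol biosynthesis, ahead of OXPHOS. Pck1 was not a DEG with WD in WT at any age (-0.40, -0.44 and 0.58 at 5, 10 and 15 months) and Sardh stayed under 2-fold everywhere. Cyp39a1 and Dntt, listed as higher with WD in FXR KO, were lower, as also drawn in Fig. S2B of the paper.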

Other observations

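The comparisons of Pck1 and Abcb11 were fixed before the data were examined. So were the tests of library batch, of GC content and of blood in the B cell signal. All other tests behind these observations were chosen only after the result was seen.

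FXR KO livers moved in the same direction as WT livers for most genes that WD or age changed in WT, except with WD at 10 months. The shares were 82.7%, 43.2% and 90.5% for WD and 88.8% and 91.1% for age. Simulations with the WT effect and the FXR KO spread gave 159 DEGs at 5 months where 26 were found.

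GC percent of the library and the OXPHOS score were correlated, and the change of OXPHOS genes on WD in WT at 10 months was -1.10, and -0.44 with GC percent in the model. Libraries rebuilt from the same livers in random order could tell library preparation from tissue. Part of the 10-month difference may come from there, as the correlation of 0.616 within 1 group between naming styles leaves open.

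Marker lists changed with age as follows (WT, then FXR KO, mean log2). Macrophage markers rose by 0.819 and 0.329, neutrophil by 0.554 and 0.782, T cell by 0.466 and 0.803, cholangiocyte by 0.53 and 0.19, stellate cell by 0.548 and 0.151 and adipocyte by 0.735 and 1.04. Acinar markers changed by -0.515 and -0.4, muscle by -2.6 and -0.128 and hepatocyte by -0.518 and -0.366. Of the marker genes measured, young WT livers on CD express 7 of 9 macrophage, 0 of 5 neutrophil, 1 of 6 T cell, 4 of 6 cholangiocyte, 6 of 6 stellate cell, 1 of 3 acinar, 2 of 5 adipocyte, 2 of 6 muscle and 10 of 10 hepatocyte genes at 1 CPM or more, and 1 gene each of the neutrophil, cholangiocyte, stellate cell and hepatocyte lists is in another list. In whole tissue the decrease of hepatocyte transcripts and the rise of others may reflect a changed mix of cells, and B cell genes exceeded erythrocyte genes by 1.10.

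Pck1, 1 of the 7 genes the study gives as lower with WD, age and FXR loss, was lower with FXR loss on WD at each age (-1.51, -2.29 and -2.10) and was no DEG with WD in WT. Abcb11, a gene FXR activates, was lower in all 6 genotype comparisons, and Ttc39a was nearly absent from young WT livers and present in all FXR KO livers.

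The counts of genes that differ between FXR KO and WT in all comparisons contain pseudogenes and chromosome-wide genes that may mark another strain, with such genes on 19 chromosomes. Genotyping the colonies at strain markers would settle this.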
